# Obesity supersizes macrophage and neutrophil activation after stroke while lipid droplets play a protective role

**DOI:** 10.1186/s12974-026-03774-7

**Published:** 2026-03-19

**Authors:** Karen Bradshaw, John Holsten, Oliver Hahn, Aulden Foltz, Kristy A. Zera, Li Zhu, Christine Haarslev, Tony Wyss-Coray, Todd C. Peterson, Marion S. Buckwalter

**Keywords:** Obesity, scRNAseq, Stroke, Interferon signaling, Oxidative stress, Complement, Lipid droplet, Coagulation, Blood, Brain

## Abstract

Obesity is a major stroke risk factor. By 72 h after ischemia, obese mice exhibit greater stroke sizes, neuroinflammation, and motor deficits. However, the immune mechanisms driving these outcomes remain incompletely understood. To define how obesity reshapes the immune response to stroke, we performed single-cell RNA sequencing of immune cells in the blood and brain 72 h after stroke or sham surgery in control-diet and diet-induced obese mice. In the blood, macrophages and neutrophils from obese mice exhibited the most pronounced transcriptional changes under both sham and stroke conditions. These changes included *Ly6c2-Cd68-Cx3cr1-*enriched monocyte-derived transitioning macrophages and classic macrophage populations enriched in the lipid droplet gene perilipin-2 (*Plin2*) with one also enriched with foamy macrophage marker *Cd36*; chemotaxis-associated neutrophil subtypes enriched in *Cxcl2* or *Cxcr2;* and interferon-signaling neutrophils. Obese mice after sham surgery exhibited minimal immune changes in the brain, but after stroke, we report substantial transcriptional changes in infiltrating monocyte-derived macrophages with high or intermediate *Plin2* expression, interferon-signaling dendritic cells, and *Cxcl2*-enriched neutrophils. The obesity-induced changes in immune cells across both blood and brain are characterized by elevated lipid handling, inflammation, cellular stress, and notable coagulation pathways in the brain neutrophils. Co-expression analyses revealed that elevated *Plin2*, a hallmark of obesity, is positively correlated with lipid-related, immune, stress, and pro-thrombotic genes. We tested its role by stereotactically injecting *Plin2* siRNA into the stroke. In non-obese mice, *Plin2* knockdown increased infarct size and worsened motor outcomes despite reducing inflammatory markers (CD68, IFITM3, and TSPO), suggesting that early lipid droplet accumulation is neuroprotective and stimulates the immune response to stroke. In obese mice, *Plin2* knockdown mildly worsened motor deficits while reducing obesity-elevated CD68. Collectively, these findings identify elevated lipid handling, neuroinflammation, cellular stress, and coagulation as key transcriptional features of obesity-exacerbated stroke outcomes while revealing a protective role for *Plin2.*

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-026-03774-7.

## Background

Obesity and stroke are intimately intertwined. Obesity is a major public health concern and a well-established risk factor for stroke, contributing to both its incidence and severity. It affects 43% of U.S. adults and has more than doubled in global prevalence since 1990 [1, 2]. Simultaneously, stroke is a leading cause of long-term disability, affecting more than 795,000 Americans each year. Obesity is itself a key risk factor for stroke, increasing risk by 64% compared to individuals of normal weight, while overweight individuals face a 22% higher stroke risk [3].

Obesity is thought to promote stroke and other cardiovascular diseases by driving systemic metabolic dysfunction and chronic low-grade inflammation in peripheral tissues, including blood, adipose tissue, and liver. Common pathways that are elevated in humans in these tissues are interferon alpha and gamma [4, 5], IL-6, tumor necrosis factor (TNF; [6, 7]), and alternative and classical complement pathways [8–10]. Mouse models of diet-induced obesity mirror findings in humans [4, 11–14], and prior studies have demonstrated that interferon and complement signaling can promote insulin resistance and lipid droplet accumulation [12, 15–17, 8, 9, 18–20].

In addition to increasing stroke risk, obesity also worsens stroke outcomes. After stroke, obese mice exhibit heightened neuroinflammation characterized by microgliosis [21–23], astrogliosis, increased cytokine levels [24], and peripheral immune cell infiltration [22, 23, 25–31]. This enhanced neuroinflammation is accompanied by oxidative stress and endothelial cell dysfunction which contribute to increased blood-brain barrier permeability [29, 32, 33]. Obesity also promotes neuronal apoptosis [32, 34], larger infarct sizes [22], and impaired blood flow [32, 33]. Consistent with these pathological changes, obese rodents exhibit poorer functional recovery after stroke [23, 28, 32].

In our prior work, we demonstrated that in mice with diet-induced obesity, stroke causes exacerbated neuroinflammation and stroke size expansion within 3 days compared to mice fed a normal diet [21]. We also found little change in neuroinflammation or gene transcription in the cortex with obesity in mice that did not have surgery. Bulk transcriptional analysis of the brain before and after stroke demonstrated that obesity elevates genes involved in interferon signaling, antigen presentation, and general immunity. This suggests that immune responses are amplified or made more toxic by obesity and that this contributes to early stroke expansion. However, this work did not identify which immune cell types are contributing to this response or identify their specific gene changes.

We thus aimed here to characterize the immune landscape at a single cell level in both the blood and brain of mice with diet-induced obesity with and without stroke and compare this to non-obese mice. We utilized single-cell RNA sequencing (scRNA-seq) of immune cells from the blood and brain of obese and non-obese mice, three days after sham or distal middle cerebral artery occlusion (dMCAO) surgery. This model was selected to capture ischemic stroke during the subacute phase, when inflammation peaks. We analyzed which immune cell subtypes in the blood and brain exhibit the greatest numbers of differentially expressed genes after stroke and performed pathway analysis to identify genes involved in processes exacerbated by stroke. We also performed co-expression analysis with *Plin2* to understand how obesity-affected processes interact. To complement the transcriptomic data analysis, we used immunohistochemistry (IHC) of Perilipin-2 (PLIN2), a lipid droplet marker and CD68 to characterize phenotypic changes in macrophages after stroke. In response to observing a robust obesity-induced elevation of *Plin2* expression in neutrophils and macrophages, we performed intracortical *Plin2* siRNA administration to directly test the functional role of lipid droplet accumulation early after stroke. We performed IHC for stroke size, PLIN2, CD68, IFITM3, and TSPO to assess the outcome of PLIN2 knockdown on stroke size, neuroinflammation, and cellular responses associated with oxidative stress. Additionally, we performed motor behavior assays to assess functional outcomes. Together, the scRNAseq data we produce and the *Plin2* siRNA intervention allowed us to identify how key immune cells are changing with obesity in response to stroke and determine how targeting lipid droplets during the subacute phase affects outcome.

## Methods

### Mice

We purchased 11–18 week-old male C57BL/6J mice from Jackson Laboratory (#000664) and housed them under a 12-hour light/dark schedule. Animals were group housed 2–5 mice per cage and allowed to acclimate for 3 days. Mice had *ad libitum* access to water and a high fat diet (60% kcal fat/7% kcal sucrose; no. d12492; Research Diets, Inc., New Brunswick, NJ) or a normal fat diet (18% fat/7% sucrose; no. 2018SX; Harlan Laboratories, Indianapolis, IN) for 6 weeks. All experiments were performed in accordance with protocols approved by either the Stanford University or UNCW Institutional Animal Care and Use Committees (IACUC).

### Stroke surgeries

We performed the distal middle cerebral artery occlusion (dMCAO) ischemic stroke surgeries as previously described [35]. Mice were placed under anesthesia using approximately 2% isoflurane in pure oxygen and maintained at 37 °C with a temperature-controlled heating pad throughout the surgical procedure. The surgical site was disinfected with chlorhexidine (Vetoquinol #1703001412), and an incision was made along the skull. The temporalis muscle was cut to expose the middle cerebral artery (MCA) through the skull. A craniotomy was performed directly over the MCA, the meninges were carefully removed, and the MCA was permanently cauterized. After the procedure, the muscle and skin were repositioned, and the incision was sealed with surgical glue (Meridian Animal Health #1166401654). Mice after sham surgery underwent the same surgical steps, excluding the MCA cauterization. Following the surgeries, all mice received a single subcutaneous injection of cefazolin (25 mg/kg; WG Critical NDC44567-707-25) and buprenorphine SR (1 mg/kg; Wedgewood #79926-058-17) as an antibiotic and analgesia, respectively.

For the photothrombotic stroke targeting the primary motor cortex, mice were injected intraperitoneally with 100 mg/kg of the photosensitive dye Rose Bengal (no.330000 5G, Sigma) in sterile saline and placed under anesthesia using approximately 2% isoflurane in pure oxygen and maintained at 37 °C with a temperature-controlled heating pad throughout the surgical procedure. Mice were positioned into a stereotactic frame, and a Metal Halide Fiber optic light (no.56371, Edmundo Optics) focused to a 1 mm diameter with a 10x microscope objective. This was placed stereotactically directly over the right motor cortex (0.5 mm anterior, 1.5 mm lateral to Bregma) for 15 min to induce thrombus formation. After the stroke, the incision was sealed with surgical glue (Meridian Animal Health #1166401654). Following the surgeries, all mice received a single subcutaneous injection of cefazolin (25 mg/kg; WG Critical NDC44567-707-25) and buprenorphine SR (1 mg/kg; Wedgewood #79926-058-17) as an antibiotic and analgesia, respectively. Mice recovered for 30 min on a heating pad.

### Single cell RNA sequencing

Three mice per group were anesthetized with 10 µl/g ketamine/xylazine solution (0.6 mL ketamine at 100 mg/uL, 0.8 mL xylazine at 100 mg/mL, 3.6 mL 0.9% NaCl) and perfused with 15 mL ice cold phosphate-buffered saline (PBS) following 125 uL cardiac blood collection. The mouse blood and brain tissues within each condition were pooled into a single sample for processing.

### PBMC collection

One hundred twenty-five µL of blood from each animal (*n* = 3 per group) was pooled into a single EDTA-coated tube (BD Microtainer #365974). Samples were incubated in 1250 µL of ACK buffer (Gibco, #A1049201) for 3–5 min at room temperature. The reaction was stopped with 25 mL of molecular grade 1X PBS, and cells were centrifuged at room temperature (300 g for 5 min). Supernatant was aspirated, and another 1 mL of ACK buffer was added for a 3-minute incubation at room temperature. 6 mL of PBS was added for washing, and cells were centrifuged (300 g at 4 °C for 5 min). After aspiration of PBS, cell pellets were resuspended in FACS buffer (1% BSA in PBS with 2 mM EDTA) and blocked for 5 min on ice with Fc block (CD16/CD32, BD 553141), followed by staining for 10 min with the anti-CD45-PE/Cy7 (1:200, BD 103114) antibody. Two milliliters of PBS was added to each sample before centrifugation (300 g at 4 °C for 5 min). Supernatant was removed, and 200 µL of FACsort resuspension buffer (20% ultrapure BSA in PBS with 0.5% RNAse inhibitor; Thermo Fisher #N2115) was added to the cells before they were filtered through a 100 µM strainer. Dead cells were excluded by staining with SYTOX Blue Dead Cell Stain (1:5,000, Thermo Fisher Scientific, S34857).

### Brain dissociation

Brain tissue was dissociated with the Miltenyi neural dissociation kit (Miltenyi, 130–092–628) following the manufacturer’s instructions, with minor adjustments to optimize the isolation of immune cells. The stroke core and peri-infarct cortex, defined as ~ 2 mm surrounding the visible lesion, were dissected and pooled by condition, minced, and digested using the neural dissociation kit (Miltenyi, 130–092–628). A similar cortical region was dissected from mice who underwent sham surgery. Briefly, brains were removed following saline perfusion, then cortical tissue was mechanically dissociated in HBSS and centrifuged. After the supernatant was aspirated, we added 1 mL of Enzyme P per sample at 37 °C for 10 min, followed by the addition of 30 uL Enzyme A and Enzyme Y mixture per sample with a second incubation at 37 °C for 10 min, with intermittent gentle agitation. Enzyme P, A, and Y are proprietary reagents supplied in the Miltenyi kit. Gentle mechanical trituration was performed before and between enzymatic digestion steps to facilitate dissociation while minimizing cell damage. After incubation, tissues were washed with 10 mL DPBS and passed through a 0.2 μm strainer before centrifugation. The supernatant was removed. The filtered homogenate was then centrifuged at 300 g for 10 min, and the resulting pellets were resuspended in 0.9 M sucrose in dPBS. This suspension was centrifuged again for 20 min at 850 g at 4 °C to facilitate myelin separation. The cell pellets were then resuspended in FACS buffer (1% BSA in PBS with 2 mM EDTA) and incubated on ice for 5 min with Fc block (CD16/CD32, BD 553141) to prevent nonspecific binding. Cells were stained for 10 min with anti-CD45-PE/Cy7 antibodies (1:200, BD 103114). Dead cells were excluded by staining with SYTOX Blue Dead Cell Stain (1:5,000, Thermo Fisher Scientific, S34857).

### Fluorescence Activated Cell sorting (FACs)

Peripheral blood mononuclear cells (PBMCs) and brain immune cells were sorted using the FACSAria 3.3 system (BD Biosciences) and analyzed with FACSDiva software (BD Biosciences). Cell populations were distinguished based on forward scatter (FSC) for size and side scatter (SSC) for internal complexity. FSC-A and FSC-W gating was employed to separate individual cells from doublets and aggregates. SYTOX Blue+ dead cells were also excluded via gating. The immune cell population was defined as CD45 + cells. Sorted cells were collected into the FACsort resuspension buffer, centrifuged at 1,000 r.p.m. for 10 min at 4 °C, and then resuspended in 50 µL of the FACsort resuspension buffer before being processed for single-cell RNA sequencing. Cell collection was capped at 60,000 cells per sample with all PBMC samples reaching this cap except for the obese stroke sample (56,750 cells). In the brain, all samples reached this cap except for 12,896 cells collected in non-obese sham and 10,752 collected in the obese sham samples (Supplementary Table 1).

### RNA extraction, library preparation and RNA sequencing

Reagents from the Chromium Single Cell 3’ GEM & Gel Bead Kit v3.1 (10X Genomics, 1000121) were thawed and prepared according to the manufacturer’s instructions. The cell and master mix solution was calibrated to target 10,000 cells per sample for the 10x reaction, which were then loaded onto a standard Chromium Controller (10X Genomics, 1000204) as per the provided guidelines. Resuspended samples were then re-quantified and loaded as per the manufacturer instruction. A total of 11 PCR cycles were performed to synthesize cDNA. Library construction was carried out using the Chromium Single Cell 3’ Library Construction Kit v3 (10X Genomics, 1000121), following all reaction and quality control procedures as specified by the manufacturer with the recommended reagents, consumables, and equipment. Quality assessments of cDNA and libraries were performed using a Bioanalyzer (Agilent) at the Stanford Protein and Nucleic Acid Facility. Sequencing of the prepared libraries was conducted by Novogene on an Illumina NovaSeq S4 platform (Illumina), with base calling, demultiplexing, and FastQ file generation handled by Novogene.

### Data processing and analysis

Fastq and metadata files were uploaded to NCBI (#GSE310324). The Cell Ranger (v.6.0.0) analysis pipeline was employed to align sequencing reads to the mm10-reference genome and quantify barcodes and unique molecular identifiers (UMIs). Reads mapping to introns were excluded. Cells with a high mitochondrial content (> 20%) relative to endogenous RNAs were removed in Seurat. Cells were also removed if they expressed fewer than 100 unique genes. After filtering, the following cell counts remained in blood; 7,486 (control diet sham), 5,722 (control diet stroke), 7,519 (high-fat diet sham), and 6,710 (high-fat diet stroke). In the brain, final cell counts were 5,477 (control diet sham), 11,068 (control diet stroke), 5,236 (high-fat diet sham), and 12,026 (Additional File 1- Supplementary Table 1; high-fat diet stroke). Genes not detected in any cell were removed from subsequent analysis. This method achieved an average of over 5,000 reads per cell.

Log-normalized expression values (scale factor: 10,000, pseudocount: 1) were generated using Seurat’s NormalizeData function and used for clustering and differential gene expression analysis. Principal component analysis (PCA) was conducted on the 2,000 most variable genes, and UMAP was performed on the first 20 principal components using the FindNeighbor function (we used the default k-nearest neighbor parameter, k.param = 20) in the Seurat R package (v4.3.0.1). Clustering was performed with the FindClusters()algorithm using a resolution parameter of 0.4 for PBMCs and 0.6 for the brain cells. Cell types were identified using marker genes generated by the Seurat function FindAllMarkers() (Additional File 2- Supplementary Table 2). Marker genes were identified using Seurat’s FindAllMarkers function with the Wilcoxon rank-sum test, applying a minimum detection threshold of 25% of cells per cluster (min.pct = 0.25). Genes were considered significant if they met a Bonferroni-corrected adjusted p-value < 0.05, as implemented by default in Seurat. Cell types were identified manually by referencing the CellMarker 2.0 database and the primary literature.

From the PBMC samples, one cluster identified as contaminating red blood cells was removed. From the brain dataset, one contaminating red blood cell cluster, one mixed endothelial/astrocyte/neuron cluster, and one unidentified brain cluster were removed. Doublets were identified using DoubletFinder (v2.0.6) applied per Seurat cluster (PCs 1–10, pN = 0.25, and pK = 0.1, expected doublet rate set to 7.5% of cells). Removal of predicted doublets did not alter differential expression results in the most affected cell types (ranked by the number of obesity-induced differentially expressed genes following stroke, Additional File-Supplementary Fig. 1). All cells were thus retained for primary analyses to preserve statistical power and potential rarer transitional immune cells. UMAP visualizations by condition and clusters were generated using ggplot2 (v3.4.4). Cell counts were calculated after subsetting clusters by condition. Differential gene expression analyses between stroke, sham, obese, and non-obese conditions were performed using Mast (v. 1.24.1). Only genes expressed by at least 10% of cells in at least one condition of each pairwise comparison were included. Log-normalized RNA-counts were used for differential gene expression analysis. Overrepresentation analysis was performed with Enrichr [22–24]. This analysis includes differentially expressed genes (fdr cutoff: 0.05). Identified pathways are from the MSigDB Hallmark 2020 database.

### *Plin2* expression and gene correlation analysis

Normalized gene expression was extracted from the RNA assay of the full Seurat object after restricting cell subtypes with detectable *Plin2* expression. If detected, the expression vector of *Plin2* was extracted and pairwise correlations with every other gene in the dataset were computed using Spearman’s rank correlation coefficient. This approach was selected because it does not assume linear relationships and is robust to outliers, making it suitable for scRNA-seq data.

### Fluorescent immunohistochemistry

Mice were perfused with saline and brain tissue was fixed in 4% PFA overnight and then placed in 30% sucrose. Cryosections (40 μm thick) were processed using a free-floating immunofluorescence protocol in mesh inserts within 24-well plates. Sections were washed in TBS buffer, then blocked for 1 h at room temperature using 3% goat serum and 0.3% Triton X-100 in TBS. Primary antibodies against Perilipin-2 (Santa Cruz #sc-44842) and CD68 (Bio-Rad/AbD Serotec, #NC9471873) were diluted in 1% goat serum with 0.3% Triton X-100 and incubated overnight at 4 °C. Following TBS washes, appropriate Alexa Fluor-conjugated secondary antibodies at 1:200 (goat anti-rabbit 488, anti-rat 555, and anti-chicken 647) were applied for 1–2 h at room temperature in the dark. After final washes, sections were mounted on Superfrost slides with Vectashield mounting medium, with DAPI, and stored at 4 °C. Negative and positive controls were included to assess staining specificity and background fluorescence. For oil red staining, free-floating sections were washed three times with phosphate-buffered saline (PBS). Slides were then incubated in absolute propylene glycol for 5 min to prevent water carryover into the Oil Red O solution. Oil Red O solution, pre-warmed to 55 °C, was applied to the section for 15–20 min. Following staining, slides were rinsed in 85% propylene glycol for 5 min to remove excess dye and subsequently washed three times with PBS. Slides were then washed three times with PBS. After final washes, sections were mounted on Superfrost slides with Vectashield mounting medium, with DAPI, and stored at 4 °C.

Fluorescent images were taken on a SP8 confocal microscope (Lecia) using a 40X oil immersion objective in two regions of interest (dorsal and ventral) within the core. Images were composited and intensity of fluorescence were analyzed by a blinded scientist using ImageJ after setting a consistent threshold value across all tissues.

### DAB immunohistochemistry

Staining of 3,3’-diaminobenzidine (DAB) was performed on PFA-fixed 40 μm coronal brain sections. Sections were incubated overnight at 4 °C in primary antibody against PLIN2, NEUN (Santa Cruz #sc-44842, Sigma-Aldrich, #12352203), IFITM3 (abcam, #ab15592), or TSPO (abcam, #ab109497). Sections were then incubated at room temperature for an hour in a secondary biotinylated antibody against the host of each primary antibody. Images for PLIN2, CD68, IFITM3, and TSPO were taken using a Keyence BZ-X710 microscope. Quantification was performed on 1–2 10x images of the stroke core per section per mouse (most dorsal and ventral), by a researcher blinded to the treatment group. Immunostains of PLIN2, CD68, IFITM3, and TSPO were quantified using thresholding in ImageJ and reported as % area of the stroke core covered by antibody staining. The specificity of primary antibody staining was confirmed using control sections treated with secondary biotinylated antibody alone. NEUN-stained sections for stroke size were imaged with a PathScan Enabler IV and the infarct and hemisphere area were traced with ImageJ software (version 1.51c, 2017). The percent of infarcted hemisphere was used to quantify area of stroke in the ipsilateral hemisphere [21].

### siRNA injections

Small interfering RNA (siRNA) against *Plin2* (Santa Cruz Biotech, #sc-44842) and scrambled control siRNA (Santa Cruz Biotech, # sc-37007) were prepared at 1 ug/uL in i*n vivo*-jetPEI (Avantor, #89129-960) according to the manufacturer’s instructions. One day after photothrombotic stroke or sham surgery, mice were placed under anesthesia and positioned on a stereotactic frame. A craniotomy was performed to reveal the primary motor cortex where the initial stroke was induced, and two 2uL injections were performed at 0.5 uL/min: the first one at 0.9 mm anterior, 1.75 mm lateral to Bregma, and the second at 1.0 mm anterior and 1.25 lateral mm to Bregma. The incision was sealed with surgical glue (Meridian Animal Health #1166401654). Mice recovered for 30 min on a heating pad.

### Motor behavior protocol

To measure functional recovery following photothrombotic stroke to the motor cortex, we utilized tapered beam and rotating rod tasks. The mice were handled for 5 days before we began to implement the motor assays. Mice were allowed to habituate to the room for 1 h before we began handling or starting the assays. For each assay, the mice underwent one training day followed by two days of 3 trials of the rotating rod and tapered beam. The second day was set as baseline performance before stroke surgery and animals were tested at 2 and 3 days after stroke with 3 trials each.

### Rotating rod

The rotating rod was used to test gross motor performance as described [21]. The mice were placed on a 140 cm rotating beam that rotates around its long axis at 6 rpm and is attached to an escape box. Distance travelled before the mice fell off the beam and speed were recorded. For the training day, the mice were first placed on the rod without the motor turned on. They were placed on this still rod until they were able to successfully cross the entire distance without falling. Once all mice completed this, the motor was turned on, and the mice were placed on the rotating rod until they were able to successfully cross the entire distance. The mice repeated this task for 3 trials per day for two days before stroke and two and three days after stroke. Mice that were alive but unable to move on the rod at all were assigned the worst score across all mice for a particular timepoint.

### Tapered beam task

The tapered beam task, as described [21], was used to test fine motor function of the front left paw, which was the primary target of the photothrombotic stroke. The tapered beam becomes more narrow from the top to the bottom and is angled at 30 degrees from the escape box. For the training day, the mice were placed at the top of the beam until they were able to cross it completely into the escape box. They then repeated this for 3 trials per mouse per day for two days before the stroke and at two and three days after stroke. The second day was set as the baseline for performance for evaluating post-stroke motor performance. The distance before the first time the left front paw slips off, the total number of left front paw slips, and the time it takes for the mice to complete travel down the tapered beam to the escape box were recorded. Mice that were alive but unable to complete a task were assigned the worst score across all mice for a particular timepoint.

### Statistical analysis

For all experiments, animals were randomized and concealed, and experimenters were blinded during all procedures, tissue imaging, and analysis. For behavior, the only animals excluded completely were those that died during the siRNA injection step. Mice that died within 2 or 3 days of stroke were excluded from behavioral analysis starting at the time of death. Mice that were alive but unable to complete a task were assigned the worst score across all mice for a particular timepoint. GraphPad Prism Software (version 8) was used for graphing and statistical analyses. For behavior, a mixed effects model was used. The model included time, treatment, and time × treatment interaction as fixed effects. Sphericity was not assumed, and the significance level (alpha) was set at 0.05. Post hoc comparisons were performed using Tukey’s multiple comparisons test to evaluate pairwise differences between treatment groups at each time point. The difference of means for immunohistochemistry was assessed by the two-tailed Student’s t test or one-way ANOVA with post hoc Kruskall-Wallis test.

## Results

### Impact of obesity and stroke on blood and brain immune cell composition

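White blood cells were sorted from blood and cortex by CD45, a surface protein they share, and their RNA was read cell by cell in droplets (10x Genomics, 3′ kit). The 4 groups were non-obese and obese mice, on diets with 18% and 60% of calories from fat for 6 weeks, with sham surgery or with stroke by occlusion of the distal middle cerebral artery. The paper states that 3 mice of a group were pooled, so each of the 8 libraries is 1 pool and each condition of a tissue has 1 library. No difference between conditions therefore has a replicate check, no test was run, and the numbers of differentially expressed genes in the paper's figures were not recomputed. The authors aligned the reads to the mm10 mouse genome with Cell Ranger and deposited the whole-number counts of UMIs, which mark single RNA molecules, for each gene in each cell. The methods state that reads on introns were left out, which the counts do not show, since the headers of the files name a later version of Cell Ranger than the methods. The libraries held between 28072475 and 67715324 UMIs. From these counts, cells with at most 20% mitochondrial UMIs and at least 100 genes were kept and clustered as the methods describe, with doublets kept. Clusters were named from the paper's marker genes, and a name such as Br.Macro.2-like marks a rebuilt cluster that may hold other cells than the authors' cluster of that name. For gene expression, the counts of all cells of a subtype in a library were summed and scaled to a common total (CPM). Differences are log2 ratios of CPM. Values in parentheses are 95% intervals, exact binomial for shares of cells and exact Poisson for counts, and cover counting error only, not differences between mice. Those for RNA take UMIs as independent, so variation between cells is left out as well. A list of genes is described by its median log2 ratio and by that median's percentile among 10000 random lists of the same size matched on mean expression, as a description of these libraries.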

To understand the impact of obesity and stroke on peripheral and central inflammation, we performed single cell RNAsequencing (scRNA-Seq) on blood and brain immune cells from four groups: non-obese and obese mice with either dMCAO or sham surgery (Fig. 1a). We selected the distal middle cerebral artery occlusion (dMCAO) model because it produces a highly reproducible infarct size and location, enabling us to more precisely isolate obesity-dependent immune responses and inflammatory mechanisms. Mice fed a high fat diet displayed significant weight gain and developed insulin resistance (Additional file 4- Supplementary Fig. 2). 

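The 4 blood libraries held 7558 cells for non-obese sham, 7725 for obese sham, 6083 for non-obese stroke and 6738 for obese stroke mice. The 4 brain libraries held 5650, 5398, 12082 and 13405 cells in the same order. Median UMIs per cell lay between 3689.5 in blood of obese stroke mice and 4914 in brain of obese sham mice. The filter on mitochondrial UMIs and genes removed 76, 213, 224 and 101 cells in blood and 60, 62, 305 and 175 cells in brain. The stricter filter of at most 10% mitochondrial UMIs and at least 500 genes would keep 5067 cells of brain of non-obese sham and 11703 of obese stroke mice.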

Mice were sacrificed 72 h after surgery and as expected, we reached a collecting capacity of 60,000 cells in stroke brain tissue but not in sham tissue (Additional File 1: Supplementary Table 1). We sequenced CD45 + cells from the blood and brain and then used Seraut to generate UMAPs (Fig. 1b). 

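Clustering gave 20 clusters in blood and 21 in brain, and names were given by how strongly the top markers of the paper's subtypes were enriched in each cluster. Every blood cluster and 20 brain clusters could be named. The remaining brain cluster had a median of 821 UMIs per cell, was led by haemoglobin genes, and made up 18.9% of brain cells in non-obese sham, 12.2% in obese sham, 9.91% in non-obese stroke and 9.20% in obese stroke mice. Haemoglobin RNA was nearly absent from it in non-obese sham mice, with a median log2 ratio of obese to non-obese sham of 9.87. Between 55.6% and 68.7% of its droplets held at least 10 UMIs of microglia genes, so much of it holds RNA of microglia. The clusters read as red blood cells were removed from blood, and those read as astrocytes, endothelial cells and dividing cells from brain. These removed clusters took between 0.166% and 3.09% of the filtered blood cells and between 2.38% and 9.84% of the filtered brain cells, the most in non-obese stroke mice in blood and in obese stroke mice in brain. Shares of subtypes are of the 7446, 7367, 5678 and 6626 blood cells and the 5448, 5209, 10884 and 11928 brain cells left for non-obese sham, obese sham, non-obese stroke and obese stroke mice. Some clusters came mostly from the non-obese stroke library: 61.0% of Bl.Neut.3-like, 74.7% of Bl.Neut.4-like, 53.8% of Bl.NK.2-like and 60.7% of Br.DC.3-like cells. Bl.Macro.1-like cells were led by *Chil3*, *F13a1* and *Fn1*, Bl.Macro.2-like cells by *Cd300e*, *Fabp4* and *Eno3*, Br.Macro.2-like cells by *Arg1*, *Apoc2* and *Gpnmb*, Br.Macro.3-like cells by *Vcan*, *Mgst1* and *Hp*, and Br.Neut.1-like cells by *G0s2*, *Cxcr2* and *Mmp9*. Genes that lead a cluster or were used to name it are not reported as differences in that cluster unless clustering without them gave the same direction.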

We then used reference datasets (CellMarker 2.0) and published data to assign each cluster from the UMAP a major immune cell type and subtype identity in blood (Bl) and brain (Br; Additional File 2- Supplementary Table 2), which contains the markers we used to define each cell subtype. Notably, macrophages that are enriched in both classic monocyte genes (*Ccr2* and *Ly6c2*) and differentiated macrophage markers (*Lyz2*,* Cd68*,* Cx3cr1*, and *Adgre1*) are likely transitional immune reactive macrophages that are often characterized in the literature as “monocyte-derived macrophages” [36–38].

**Fig. 1:**
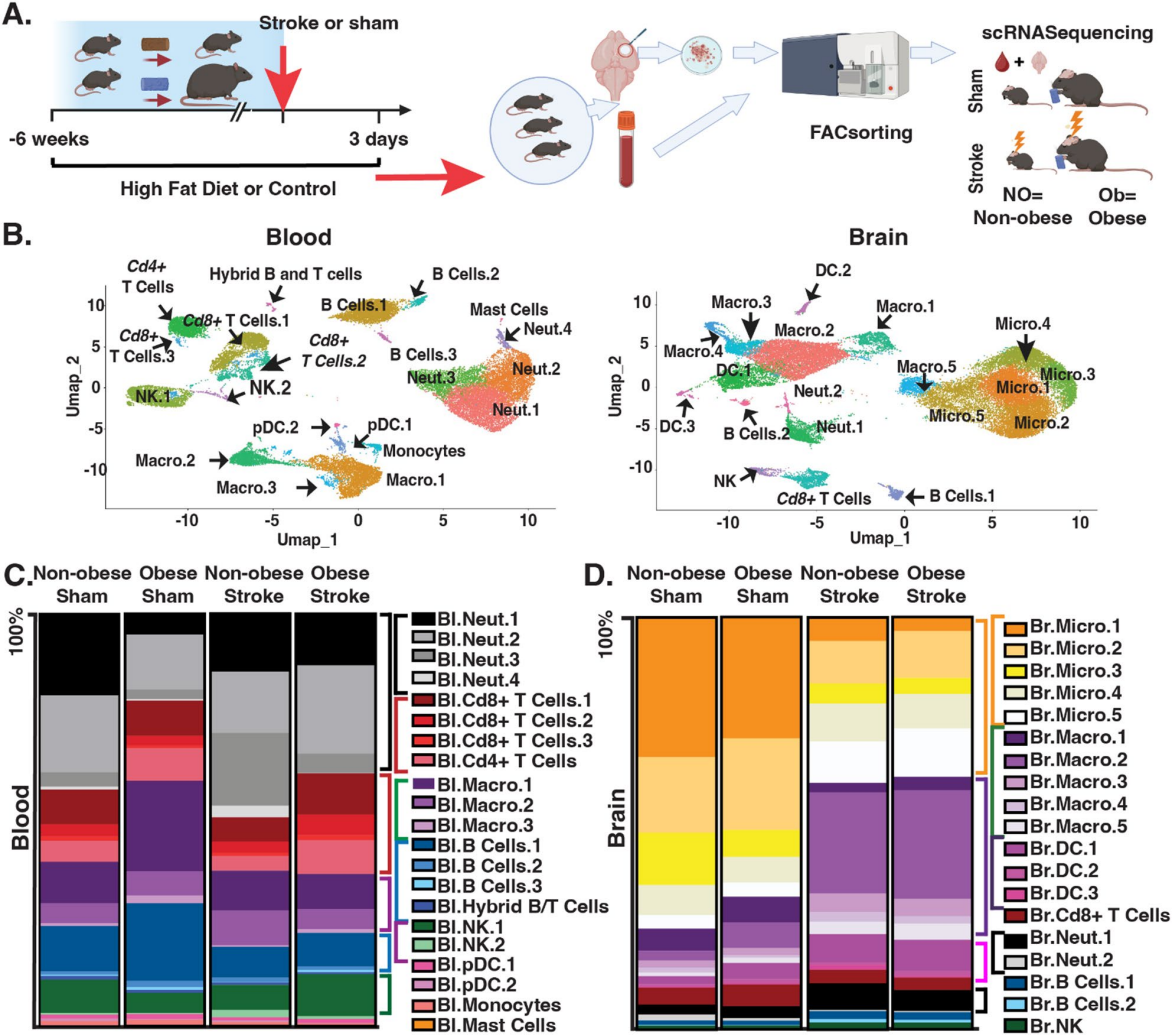
Experimental Design and Cell Type Proportions. **A** Experimental Design. Mice (*n* = 3 per group) were fed a high fat or control diet for 6 weeks followed by dMCAO stroke or sham surgery. Seventy-two hours after surgery, cortical tissue and blood samples from 3 mice per condition were pooled before FAC sorting for CD45 + cells and subsequent scRNA-Seq. NO, non-obese Ob, obese. **B** UMAPs of annotated cell types in the blood (left) and brain (right). **C **Percentage of annotated cell types in total sequenced blood population. **D** Percentage of annotated cell types in total sequenced brain cell populations. Neut, neutrophils; Macro, macrophages; NK, natural killer cells; pDC, plasma dendritic cells; Micro, microglia

Although samples were pooled from three mice per condition, we quantified the proportion of each cell subtype within each condition and considered a change of more than 10% to be likely important. Proportions of cell subtypes within the blood or brain are shown in Fig. 1c and d, respectively. 

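Macrophages of all 3 blood subtypes made up 15.6% (14.8 to 16.5) of blood cells in non-obese sham mice, 1164 of 7446 cells, and 29.9% (28.9 to 31.0) in obese sham mice, 2204 of 7367 cells. The ratio of the shares was 1.91 (1.80 to 2.04). After stroke the order was the other way, with 18.6% in non-obese and 14.5% in obese mice. With cluster resolution 0.8 in blood, the alternative that moved the sham difference most, its log2 ratio was 0.86 in place of 0.94.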

As expected, obesity in mice after sham surgery roughly doubled the overall proportion of macrophages in the blood from 16% to 30%. 

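Among the macrophage subtypes of sham mice, Bl.Macro.1-like cells rose from 10.1% (9.45 to 10.8) of blood cells in non-obese to 22.1% (21.1 to 23.1) in obese mice, a ratio of 2.18 (2.02 to 2.36). Bl.Macro.2-like cells went from 4.78% to 5.80% and Bl.Macro.3-like cells from 0.725% to 2.04%. In percentage points, these changes were 12.0 for Bl.Macro.1-like, 1.02 for Bl.Macro.2-like and 1.31 for Bl.Macro.3-like cells.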

Notably, this increase was predominantly due to increases in the lipid-enriched *Cd36-/Plin2* + monocyte-derived macrophage subtype Bl.Macro.1.

Stroke only mildly increased the proportion of total neutrophils in the blood of non-obese mice, from 42% to 47%. In obese mice there was a more pronounced increase from 21% to 39%. Additionally, after stroke the proportion of circulating T cells in obese mice was nearly doubled compared to non-obese mice (24% vs. 13%), qualitatively suggesting a stronger adaptive immune response in obese mice.

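Neutrophils made up 42.9% (41.8 to 44.0) of blood cells in non-obese sham and 49.7% (48.4 to 51.0) in non-obese stroke mice, a ratio of 1.16. In obese mice their share was 21.3% (20.3 to 22.2) after sham surgery and 39.1% (38.0 to 40.3) after stroke, a ratio of 1.84 (1.75 to 1.95). The share after stroke thus remained lower in obese than in non-obese mice.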

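After stroke, T cells were 12.8% (11.9 to 13.7) of blood cells in non-obese and 24.3% (23.2 to 25.3) in obese mice, or 726 of 5678 and 1608 of 6626 cells. The ratio was 1.90 (1.75 to 2.05). After sham surgery the shares were 17.4% and 19.9%. B cells after stroke made up 8.91% in non-obese and 9.39% in obese mice. From this difference in T cells, the paper proposes a stronger adaptive immune response in obese mice.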

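The largest difference between diets in brain of sham mice was in the unnamed cluster of low UMIs, -6.75 percentage points in obese against non-obese mice. Br.Micro.2-like cells differed by -5.67 points, Br.Micro.1-like by 4.48, Br.Macro.2-like by 3.75 and Br.DC.1-like by 2.04. After stroke, Br.Micro.2-like cells differed by -3.21 points, Br.Macro.2-like by 1.78, Br.Micro.5-like by 1.60, Br.Neut.1-like by -1.52 and Br.Micro.1-like by 1.21. Microglia together made up 56.4% and 55.3% of brain cells in non-obese and obese sham mice, and 29.1% and 28.7% after stroke, without the unnamed cluster, many of whose droplets hold RNA of microglia.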

Overall, obesity did not substantially change cell subtype proportions in the brain regardless of stroke status. However, stroke in non-obese and obese mice qualitatively increased the proportion of lipid-enriched monocyte-derived macrophages Br.Macro.2 by 5-fold in the brain, pointing to the importance of these cells in general stroke outcomes. The population of Br.Macro.2 started at similar proportions in the non-obese and obese mice who underwent sham surgery (2% in non-obese, 6% in obese) and increased to similar levels after stroke (25% in non-obese, 26% in obese), highlighting the role of lipid-laden immune cells in the stroke response regardless of obesity status. 

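Br.Macro.2-like cells were 2.33% (1.95 to 2.77) of brain cells in non-obese sham and 6.09% (5.45 to 6.77) in obese sham mice, so the intervals did not overlap and the ratio of obese to non-obese was 2.61 (2.13 to 3.18). After stroke the shares were 25.0% (24.2 to 25.8) in non-obese and 26.7% (26.0 to 27.5) in obese mice. Stroke multiplied the share by 10.7 (9.01 to 12.9) in non-obese and by 4.39 (3.95 to 4.92) in obese mice. With cluster resolution 1.2 in brain, the log2 ratio of obese to non-obese after stroke changed its sign, from 0.099 to -0.074, and with clusters made without the reported genes it was 0.19. From these shares, the paper concludes that lipid-laden macrophages take part in the response to stroke whatever the diet.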

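Br.Macro.3-like cells made up 1.91% (1.56 to 2.31) of brain cells in non-obese sham and 5.35% (4.93 to 5.79) in non-obese stroke mice, and 1.88% (1.53 to 2.29) and 4.64% (4.27 to 5.04) in obese mice. The ratio of stroke to sham was 2.80 (2.33 to 3.44) in non-obese and 2.47 (2.00 to 3.05) in obese mice.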

There was also a ~ 2-fold increase in non-lipid-enriched infiltrating monocyte-derived macrophages (Br.Macro.3) in both non-obese and obese mice.

### Obesity upregulates lipid-related genes in the blood of mice that underwent sham surgery

To pinpoint where obesity most strongly impacts peripheral and central immune responses to stroke, we quantified the number of differentially expressed genes in each immune cell subtype. Detailed information about gene expression in each cell subtype, as well as comparisons between expression in all of the cell subtypes we studied is available in an easy to use online shiny app at https://buckwalterlab.shinyapps.io/scrnaseq_hfd_shiny_app/.

To analyze differential gene expression, we first compared obese to non-obese mice that underwent sham surgery. 

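Since cells of 1 pool are not replicates, the size of the difference between diets was measured without a test. Thinning makes UMIs equal and not the number of cells, and a few cells vary by more than Poisson counting, so the order of subtypes given here and below cannot be set against the paper's ranking. Both libraries of every subtype were thinned to 200000 UMIs, and the median absolute log2 ratio over genes of at least 100 CPM was compared with the value that Poisson counting alone gives. In blood of sham mice, the excess over Poisson counting was highest in Bl.Cd8+ T Cells.3-like (0.140) and Bl.Neut.2-like cells (0.139), followed by Bl.Neut.3-like (0.121) and Bl.Neut.1-like cells (0.0918). Among the 15 subtypes with enough UMIs, Bl.Macro.1-like cells ranked 8, with 0.0520, and Bl.Macro.2-like cells 10, with 0.0302. Bl.Neut.2-like cells also had a shift of all genes, with a median log2 ratio of -0.27, and Bl.Neut.3-like cells had a median of 0.14.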

Of the five cell subtypes that had the highest numbers of significantly changed genes in the blood, two were macrophages and three were neutrophil subtypes (Fig. 2a, left, blue circles). Both subtypes of macrophages were lipid-laden with monocyte-derived macrophages Bl.Macro.1 and classic macrophage Bl.Macro.2 enriched for *Plin2* without and with *Cd36* enrichment, respectively. The three neutrophil subtypes were two chemotaxis gene-enriched subtypes, Bl.Neut.1 and Bl.Neut.2, and the interferon signaling-enriched Bl.Neut.3. Within these five cell subtypes most changed by obesity, we examined differentially expressed genes (Additional File 4- Supplementary Fig. 1a). 

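*Plin2* (ENSMUSG00000028494) lies on chromosome 4 from 86648386 to 86670060 and *Acot1* (ENSMUSG00000072949) on chromosome 12 from 84009490 to 84018371 of the mouse genome GRCm38. In Bl.Macro.1-like cells of sham mice, *Plin2* had 118 CPM in non-obese and 327 CPM in obese mice, a log2 ratio of 1.47 (1.37 to 1.56). In Bl.Macro.2-like cells it went from 173 to 298 CPM, a log2 ratio of 0.79 (0.59 to 1.00). The log2 ratio of *Plin2* was 1.54 (1.28 to 1.80) in Bl.Neut.1-like, 2.13 (1.93 to 2.34) in Bl.Neut.2-like and 1.44 (0.87 to 2.04) in Bl.Neut.3-like cells. *Acot1* rose by 1.48 (1.16 to 1.81) in Bl.Macro.1-like, 4.10 (3.51 to 4.75) in Bl.Neut.1-like, 4.70 (3.95 to 5.54) in Bl.Neut.2-like, and went from 7 to 31 UMIs in Bl.Neut.3-like cells. In Bl.Macro.2-like cells *Acot1* had 0 UMIs in non-obese and 9 in obese sham mice, too few to set a size. Averaging over cells in place of summing counts moved *Plin2* in Bl.Macro.1-like cells most, to 1.37.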

Lipid-related genes uniquely stood out amongst upregulated differentially expressed genes in 4 of these 5 cell subtypes, with free fatty acid-producing *Acot1* and lipid droplet accumulating gene *Plin2* increasing in all but Bl.Macro.2.

**Fig. 2:**
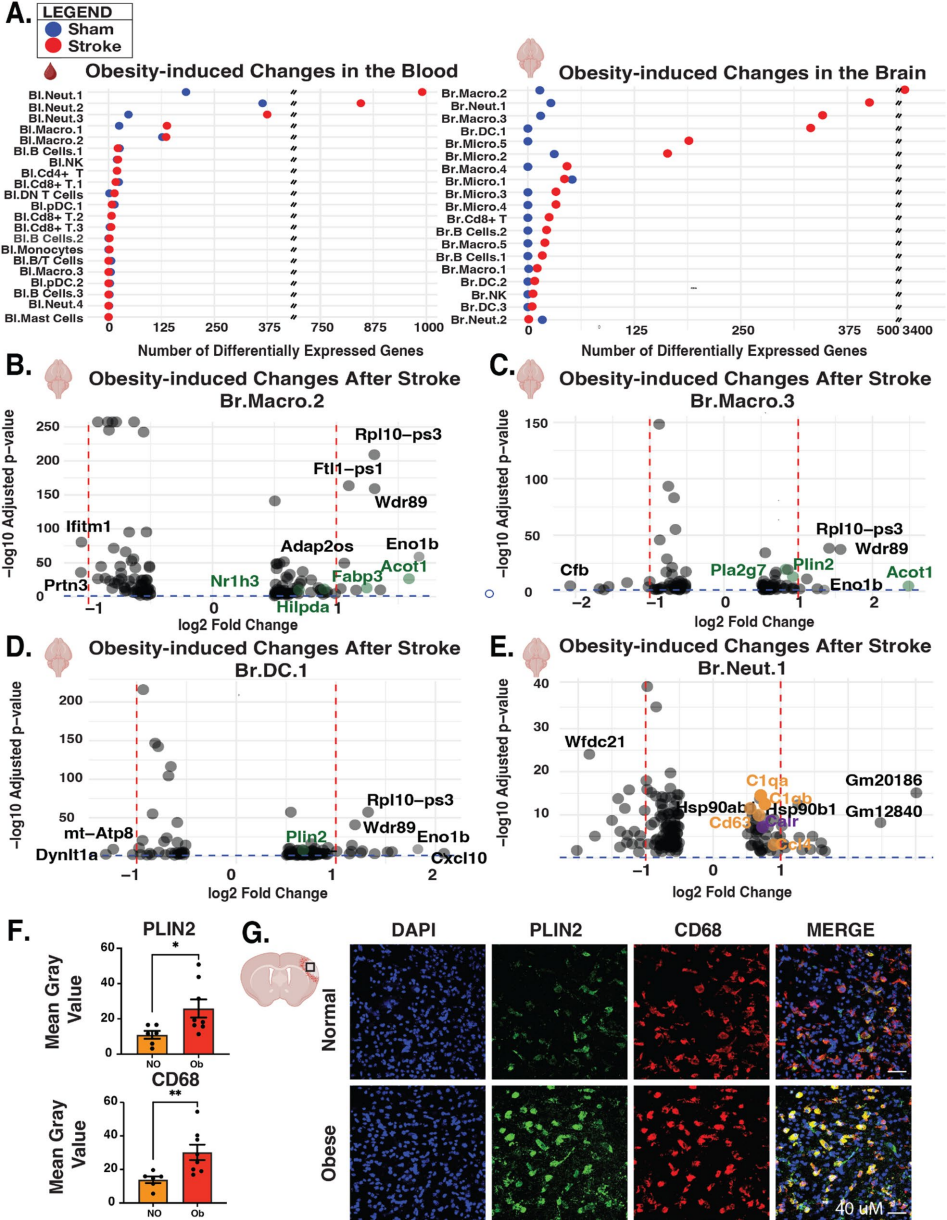
Obesity promotes lipid droplet-laden macrophages in the blood and lipids in the brain after stroke. **A** Quantification of differentially expressed genes between obese and non-obese immune cells blood (left) and brain (right). Blue circles denote the number of differentially expressed genes in obese relative to non-obese sham mice. Red circles indicate differentially expressed genes in obese relative to non-obese mice with stroke. fdr cut-off = 0.05. **B**-**E** Volcano plot of differentially expressed genes (Obese Vs. Non-obese Stroke) in Br.Macro.2 (**B**), Br.Macro.3 (**C**), Br.DC.1 (**D**), and Br.Neut.1 (**E**). Log₂FC for visual of volcano plots cut-off = |0.5| and fdr = 0.05. Lipid-handling genes are labeled in green, complement signaling genes are labeled in orange, and coagulation-related genes are labeled in purple (**F**) Quantification of mean grey value of PLIN2 (top) and CD68 (bottom) in the stroke core of non-obese (NO) and obese (Ob) mice at 18–19 weeks of age. **G** Representative images (40x objective, *n* = 6–8 animals, 2–6 sections)

In contrast to the blood, we observed very little obesity-induced transcriptional change in the brains of mice that underwent sham surgery. 

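In brain of sham mice, the excess of the median absolute log2 ratio over Poisson counting, at equal UMIs, was 0.177 in Br.Neut.2-like, 0.0949 in Br.Neut.1-like and 0.0843 in Br.DC.2-like cells. Br.Macro.3-like cells had 0.0664, Br.Micro.5-like cells 0.0649 and Br.Macro.2-like cells 0.0446. Br.Micro.2-like and Br.Micro.1-like cells, with 0.0121 and 0.0109, were the lowest of the 13 subtypes measured. Numbers of cells were far apart, with 77 in non-obese and 34 in obese mice for Br.Neut.2-like against 2229 and 1836 for Br.Micro.2-like cells. The Br.Neut.1-like and Br.Neut.2-like cells of sham mice had a shift of all genes, with median log2 ratios of 0.14 and 0.15.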

Most changes occurred in microglia, with < 60 differentially expressed genes (Fig. 2a, right; blue circles).

### Obesity upregulates lipid-related genes in the blood and the brain after stroke

After stroke, obesity again most strongly affected gene transcription in lipid-enriched macrophages and chemotaxis-associated neutrophil subtypes in both the blood and in the brain (Fig. 2a). 

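After stroke, the excess over Poisson counting in blood was 0.213 in Bl.Neut.1-like, 0.168 in Bl.Neut.3-like, 0.155 in Bl.Neut.2-like and 0.141 in Bl.NK.2-like cells, the highest of 14 subtypes. Bl.Macro.3-like cells followed with 0.0920 and Bl.Macro.2-like cells with 0.0746. Bl.Macro.1-like cells ranked 10 with 0.0541, and between 8 and 9 under each alternative that changed this rank. Bl.Neut.1-like, Bl.Neut.2-like and Bl.Neut.3-like cells had median log2 ratios over all genes of 0.26, 0.18 and 0.19, against which their single genes can be read.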

In the blood they comprised the top 5 changed cell subtypes while in the brain they comprised the top three. In contrast to after sham surgery, brain immune cells also exhibited obesity-induced transcriptional changes after stroke in most immune cell subtypes, with a dendritic cell subtype and two microglial cell types most changed.

In the blood, the neutrophil and macrophage cell subtypes affected by obesity displayed even more differentially expressed genes after stroke, most notably in the *Cd36-/Plin2* enriched Bl.Macro.1 (Fig. 2a, left; red circles). In the brain, obesity triggered substantial transcriptional responses in two infiltrating monocyte-derived macrophage subtypes (Br.Macro.2 and Br.Macro.3, both *Ly6c2*-enriched and with high and medium *Plin2* expression, respectively) and a chemotaxis-associated neutrophil subtype (Br.Neut.1, Fig. 2a, right; red circles), three cell subtypes that resemble the obesity-responsive populations in the blood. In addition to macrophages and neutrophils, the subtype with the fourth highest number of differentially expressed genes in the brain was an interferon signaling dendritic cell subtype, Br.DC.1. 

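In brain after stroke, the excess over Poisson counting was highest in Br.DC.2-like (0.116), Br.Neut.1-like (0.108) and Br.Neut.2-like cells (0.0950) of 17 subtypes. Br.Macro.2-like cells ranked 9 with 0.0596 and Br.Macro.3-like cells 13 with 0.0524. Without thinning, when Br.Macro.2-like cells brought 26842400 UMIs in non-obese and 25380054 in obese mice, the excess was 0.111 and the rank of Br.Macro.2-like cells 4, while Br.Neut.1-like cells ranked first with 0.157. The rank of Br.Neut.1-like cells fell from 2 to 9 when clusters were made without the reported genes, and to 7 at cluster resolution 1.2. These 2 clusterings also gave the name Br.Neut.1 to 636 and 547 of the cells called Br.Macro.2-like here. Br.DC.2-like cells, at the top of this order, were 68 in non-obese and 131 in obese mice.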

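At equal UMIs, Br.DC.1-like cells stood next to Br.Macro.2-like cells, at rank 10 of the brain subtypes, with an excess of 0.0591. Without thinning they ranked 8 with 0.0999.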

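After stroke, the excess over Poisson counting at equal UMIs was 0.0373 in Br.Micro.2-like, 0.0351 in Br.Micro.5-like and 0.0351 in Br.Micro.1-like cells, the lowest of the brain subtypes. In sham mice the value for Br.Micro.5-like cells had been higher, and those for Br.Micro.1-like and Br.Micro.2-like cells lower.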

The next two with over 125 changed genes were microglial subtypes, the complement-enriched Br.Micro.5 and the *Ccl3* and *Ccl4*-enriched chemokine-expressing Br.Micro.2. All remaining cell subtypes had fewer than 60 obesity-changed genes.

We next examined the genes upregulated by obesity after stroke, and again lipid-related genes were among the most affected in key immune populations across the blood and brain. In the blood, obesity consistently upregulated the lipid droplet gene (*Plin2)*, free fatty acid production *(Acot1*) and triglyceride synthesis genes (*Dgat1*,* Lpin2*) in macrophages and neutrophils, indicating a stroke-independent process of free fatty acid production and sequestration, most pronounced in the lipid-enriched macrophages (Additional File 5- Supplementary Fig. 3). Likewise, in the brain, obesity upregulated *Plin2*,* Acot1*,* Fabp3*, and *Pla2g7 in* the macrophage subtypes Br.Macro.2 and Br.Macro.3 (Fig. 2b and c). 

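After stroke, *Plin2* in Bl.Macro.1-like cells had 111 CPM in non-obese and 360.0 CPM in obese mice, a log2 ratio of 1.70 (1.58 to 1.83). In Bl.Macro.2-like cells it had 172 and 395 CPM, and the log2 ratio was 2.55 (2.30 to 2.81) in Bl.Neut.1-like, 2.34 (2.08 to 2.61) in Bl.Neut.2-like and 2.81 (2.49 to 3.13) in Bl.Neut.3-like cells. *Plin2* also rose in 4 of 7 lymphocyte subtypes of blood, where few UMIs gave log2 ratios from -0.20 to 2.18. *Acot1* rose by 2.68 (2.19 to 3.20) in Bl.Macro.1-like and by 5.08 (4.42 to 5.82) in Bl.Neut.1-like cells, and went from 1 to 28 UMIs in Bl.Macro.2-like cells, with an interval of the log2 ratio from 2.55 to 10.51. *Dgat1* rose in Bl.Macro.2-like cells, by 0.94 (0.35 to 1.55), and in Bl.Neut.1-like, Bl.Neut.2-like and Bl.Neut.3-like cells, by 1.30, 1.34 and 1.29, but no rise was detectable in Bl.Macro.1-like cells, with -0.17 (-0.64 to 0.29). *Lpin2* rose by 0.51 (0.20 to 0.83) in Bl.Macro.1-like and 0.51 (0.066 to 0.95) in Bl.Macro.2-like cells, and by 1.27, 0.73 and 1.23 in the neutrophil subtypes. After sham surgery, the log2 ratio was -0.064 (-0.41 to 0.29) for *Dgat1* and -0.17 (-0.41 to 0.072) for *Lpin2* in Bl.Macro.1-like cells.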

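By the largest log2 ratios after stroke among genes of at least 100 UMIs over both libraries and 50 CPM in 1 of them, which leaves out *Acot1* in macrophages, *Dhrs3* (2.34, 1.96 to 2.74), *Plin2* and *H2-Eb1* (1.40, 1.28 to 1.52) rose most in Bl.Macro.1-like cells. In Bl.Macro.2-like cells these were *Trf* (2.64, 2.31 to 2.98), *Ccr2* (2.19, 1.82 to 2.58) and *Hdc* (1.79, 1.40 to 2.21). *Acot1* and *Plin2* rose most in Bl.Neut.1-like and Bl.Neut.2-like cells, followed by *Slc25a20* (2.28, 1.80 to 2.78) in the first and *Basp1* (1.96, 1.68 to 2.25) in the second. The largest falls were of haemoglobin genes, with log2 ratios of -7.16 (-7.57 to -6.78) for *Hbb-bs* in Bl.Macro.1-like, of -8.32 (-9.77 to -7.20) for *Hba-a1* in Bl.Macro.2-like and of -3.19 (-3.52 to -2.88) for *Hbb-bs* in Bl.Neut.1-like cells. These genes fell in all 7 lymphocyte subtypes of blood as well, and in sham mice they were higher in obese mice in all 7, by medians from 1.78 to 8.30. In Bl.Neut.2-like cells, *Ltf* (-3.88, -4.95 to -2.98) and *Camp* (-3.28, -3.76 to -2.83) fell beside *Hbb-bs*. From the rise of lipid genes after both surgeries, the paper proposes a production and storage of free fatty acids that does not need stroke.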

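In Br.Macro.2-like cells after stroke, the log2 ratio of obese to non-obese mice was 0.48 (0.45 to 0.51) for *Plin2*, 1.36 (1.16 to 1.57) for *Acot1* and 1.15 (0.99 to 1.31) for *Fabp3*. *Acot1* had 10.0 and 25.8 CPM, and *Fabp3* 17.6 and 39.0 CPM. *Pla2g7*, which is among the genes that define this cluster, had a log2 ratio of 0.32 when clusters were made without it. In Br.Macro.3-like cells the log2 ratio was 0.83 (0.72 to 0.93) for *Plin2*, 0.79 (0.67 to 0.92) for *Pla2g7* and 2.59 (1.82 to 3.44) for *Acot1*, from 17 to 79 UMIs. *Fabp3* had 7 UMIs in non-obese and 5 in obese mice there, so a difference was not detectable at this depth. The *Plin2* ratio in Br.Macro.2-like cells moved most at cluster resolution 1.2, to 0.62. *Plin2* also rose in all 4 lymphocyte subtypes of brain, by 0.57 to 0.98, and in none of the 3 microglial subtypes beyond counting error. RNA of macrophages in the lymphocyte droplets was not estimated. Genes with at least 100 UMIs over both libraries and 50 CPM in 1 of them were ranked, which leaves out *Acot1*, *Eno1b* and *Fabp3*. *Wdr89* (1.32, 1.23 to 1.41) and the gene copies *Rpl10-ps3* (1.32, 1.24 to 1.39) and *Ftl1-ps1* (1.10, 1.04 to 1.17) rose most in Br.Macro.2-like cells, and *Ifitm1* (-1.06, -1.09 to -1.02), *S100a9* (-1.04, -1.07 to -1.01) and *Prtn3* (-0.99, -1.12 to -0.87) fell most. The fall of *S100a9* became a rise of 0.86 at cluster resolution 1.2. By the same limits in Br.Macro.3-like cells, *Spp1* (1.91, 1.73 to 2.10), *Wdr89* (1.58, 1.38 to 1.79) and *Rpl10-ps3* (1.48, 1.30 to 1.66) rose most, and *S100a9* (-2.31, -2.62 to -2.02), *Ly6i* (-1.55, -1.96 to -1.16) and *S100a8* (-1.24, -1.44 to -1.05) fell most. *Rpl10-ps3* and *Ftl1-ps1* can share reads with their parent genes, which was not examined for *Wdr89*. The gene copies of Fig. 2 as a list rose in all 7 lymphocyte and microglial subtypes too.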

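In Br.DC.1-like cells after stroke, *Plin2* had a log2 ratio of 0.70 (0.61 to 0.80) and *Acot1* of 2.04 (1.40 to 2.73). *Eno1b*, a copy of *Eno1*, went from 50 to 199 UMIs, a log2 ratio of 1.95 (1.49 to 2.42), while *Eno1* changed by -0.26 (-0.37 to -0.16). *Eno1b* and *Eno1* are near-identical, so reads counted on the copy may come from the parent. Of genes that reached 50 CPM in 1 of the libraries, which *Acot1* and *Eno1b* did not, *Cxcl10* (1.71, 1.58 to 1.84), *Ccl7* (1.53, 1.22 to 1.85) and *Rpl10-ps3* (1.35, 1.21 to 1.50) rose most in these cells, and *Dynlt1f* (-1.14, -1.43 to -0.86), *S100a9* (-1.04, -1.21 to -0.87) and *S100a8* fell most.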

Br.DC.1 displayed modest *Plin2* induction along with robustly elevated *Eno1b* (Fig. 2d), while interestingly Br. Neut.1 diverged and did not strongly upregulate lipid-related genes but did strongly upregulate complement signaling genes (Fig. 2e).

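In Br.Neut.1-like cells after stroke, the log2 ratio of *Plin2* was 0.067 (-0.030 to 0.16), which includes no change, and that of *Acot1* 0.52 (0.22 to 0.82). *Fabp3* had 14 and 32 UMIs, a log2 ratio of 1.71 (0.77 to 2.73). *Pla2g7* changed by -0.27 (-0.44 to -0.10), but rose by 0.085 at cluster resolution 1.2 and by 0.080 with clusters made without the reported genes. When a cluster of high UMIs named Br.Neut.1, found after seeing the data, was left out of each, the log2 ratio was -0.28 and -0.27. Of genes with at least 100 UMIs and 50 CPM, *Gm20186* (2.34, 1.91 to 2.80) and *Rpl10-ps3* (1.76, 1.35 to 2.19) were among the largest rises. *Gm12840*, and *Wfdc21*, *Stfa2l1* and *Cstdc4* with the largest falls, lead this cluster and are not reported. The C1q genes rose together, with a median log2 ratio of 0.58 (0.54 to 0.63). The 9 microglia genes chosen to follow RNA of other cells rose as much in the same droplets, by 0.60 (0.51 to 0.66).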

To ask if the transcriptional elevation of lipid-related genes was reflected at the protein level, we next examined PLIN2 and CD68 protein as markers of lipid droplet accumulation and macrophage phagocytic activity that would engulf lipids, respectively. In the stroke core, most of the macrophages that were immunostained for CD68 were also expressing PLIN2. Obesity approximately doubled the intensity of both proteins compared to non-obese mice after stroke (Fig. 2f, g). This is consistent with the doubling of the average gene expression of *Plin2* in Br.Macro.2&3 in obese compared to non-obese mice after stroke (Additional File 6- Supplementary Fig. 4). 

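Mean *Plin2* expression in Br.Macro.2-like cells after stroke was 802 CPM in non-obese and 1118 CPM in obese mice, a 1.39-fold difference. In Br.Macro.3-like cells it was 287 and 509 CPM, a 1.77-fold difference. In sham mice the level was 349 and 535 CPM in Br.Macro.2-like and 158 and 331 CPM in Br.Macro.3-like cells, with log2 ratios of 0.62 (0.48 to 0.75) and 1.06 (0.80 to 1.33). Stroke raised *Plin2* in Br.Macro.2-like cells 2.30-fold in non-obese and 2.09-fold in obese mice.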

We also see elevated oil red, a neutral lipid marker, in the stroke core of obese mice (Additional File 7-Supplementary Fig. 5:).

### Obesity enhances interferon signaling and disrupts protein stability pathways in lipid-enriched monocytic cells after stroke

To further explore how obesity alters the immune response to stroke, we performed an overrepresentation pathway analysis on differentially expressed genes in key immune cell subtypes–macrophages, neutrophils, and dendritic cells–in obese compared to non-obese mice with stroke. We focused on these most transcriptionally dynamic subtypes, comparing log_2_fold changes of representative genes between obese and non-obese mice that underwent either stroke or sham surgery, to assess how obesity modulates the magnitude and direction of the immune response after stroke in the blood and in the brain. Bl.Macro.1 and Bl.Macro.2 were the most changed monocytic cells in the blood. From the brain, Br.Macro.2 was the most changed cell subtype along with Br.Macro.3 and interferon signaling-enriched dendritic cells, Br.DC.1.

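Interferon signaling was followed with a list of 39 interferon-stimulated genes chosen beforehand, of which those with at least 20 UMIs over both libraries were used, since the Hallmark gene sets were not used here. The paper's pathway analysis took raised and lowered genes together, while the medians here carry a sign. In Bl.Macro.1-like cells after stroke, the median log2 ratio of obese to non-obese mice was -0.62 (-0.78 to -0.60), at percentile 0 of the matched random lists, so these genes were lower in obese mice. In Bl.Macro.2-like cells it was -0.79 (-0.90 to -0.57), at percentile 0. *Ifit3* changed by -1.65 (-1.92 to -1.37) in Bl.Macro.1-like and -2.10 (-2.87 to -1.41) in Bl.Macro.2-like cells, and *Isg15* by -1.01 (-1.12 to -0.90) and -0.69 (-1.12 to -0.26). Stroke raised the list by 0.86 (0.73 to 0.89) in Bl.Macro.1-like cells of non-obese and by 0.11 (0.044 to 0.15) of obese mice. In Bl.Macro.2-like cells stroke raised it by 1.03 (0.89 to 1.24) in non-obese and 0.34 (0.25 to 0.48) in obese mice. Removing the 7.5% of cells with the highest doublet scores moved the result for Bl.Macro.2-like cells most, to -0.94. Among genes of the Myc pathway, ribosomal protein genes had a median of -0.10 (-0.11 to -0.083) and proteasome genes of 0.079 (0.023 to 0.11) in Bl.Macro.1-like cells, the latter at percentile 70.8.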

In obese mice with stroke, both blood macrophage cell types showed activation of interferon-alpha and -gamma signaling and the cell growth and proliferation pathways mTORC1 and downstream C Myc Target V1 (Figs. 3a). Interestingly, some of these changes were already induced by obesity in mice with sham surgery, particularly C Myc Target V1 in Bl.Macro.1, which was highly upregulated by obesity (Additional File 8-Supplementary Fig. 6. left). 

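In Bl.Macro.1-like cells of sham mice, the median log2 ratio of proteasome genes was 0.15 (0.12 to 0.19), at percentile 100.0, and that of ribosomal protein genes -0.084 (-0.096 to -0.080), at percentile 0.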

In Bl.Macro.2 there was strong obesity-induced upregulation of interferon alpha and gamma pathways, also mimicking the changes seen after stroke (Additional File 8- Supplementary Fig. 6. right).

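In Bl.Macro.2-like cells of sham mice, the interferon-stimulated genes had a median log2 ratio of -0.10 (-0.27 to 0.00), at percentile 6.77, with 9 of 35 genes higher in obese mice. *Ifit3* changed by -1.41 (-2.61 to -0.29) and *Isg15* by -0.014 (-0.63 to 0.61). In Bl.Macro.1-like cells the median was -0.024 (-0.069 to 0.034).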

**Fig. 3:**
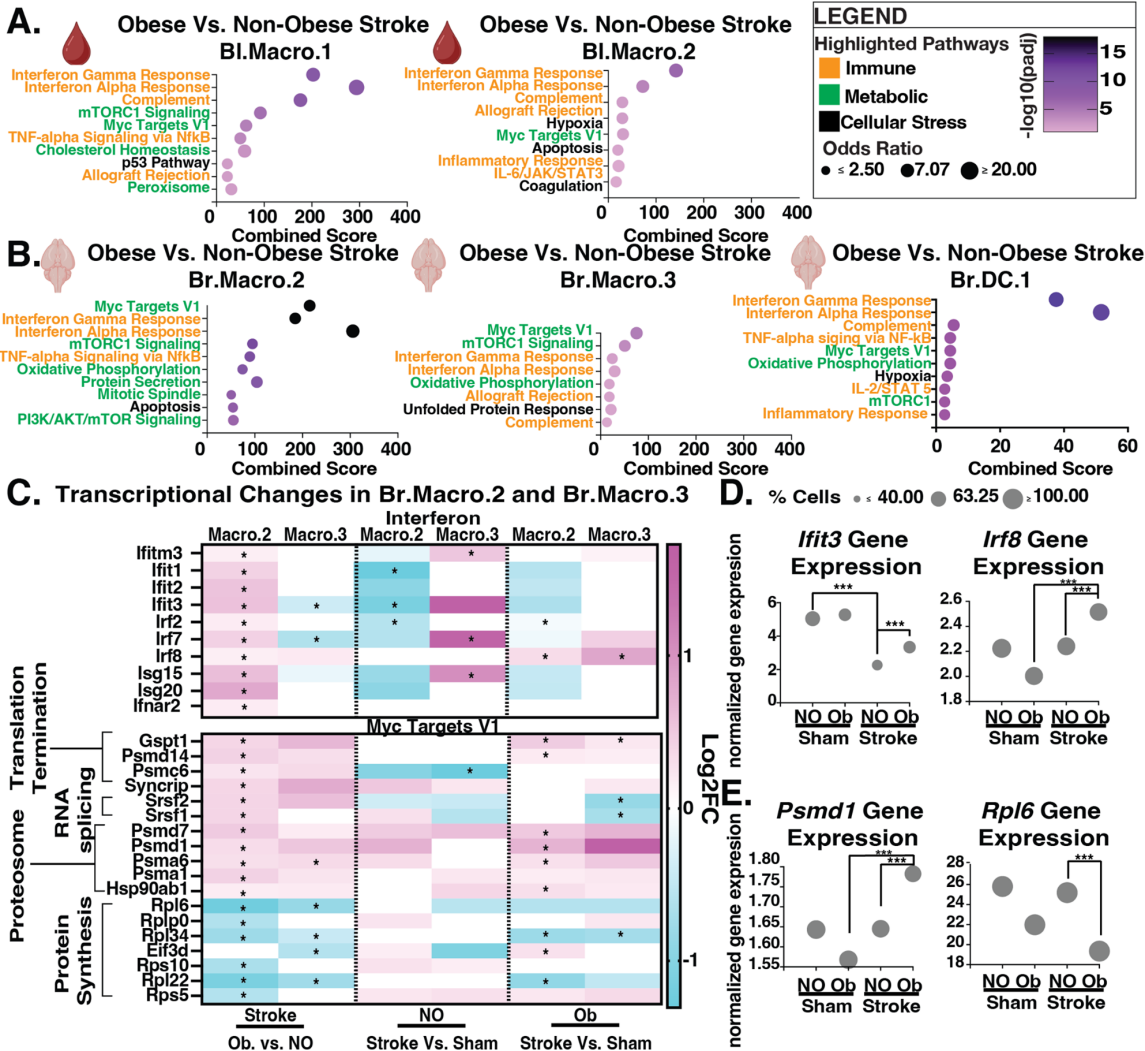
Obesity dampens interferon signaling regulation and protein stability in macrophages and dendritic cells after stroke. **A**-**B** Top obesity-altered pathways from MSigDB Hallmark 2020. Genes include all up and down-regulated genes with a cut-off of fdr < 0.05, **A** Blood macrophages Bl.Macro.1 (left) and Bl.Macro.2 (right). **B** Brain macrophages Br.Macro.2 (left), Br.Macro.3 (middle), and dendritic cells Br.DC.1 (right). **C** Heatmap of select interferon and Myc Targets V1 genes in brain macrophages comparing log₂ fold change (log₂FC) between obese (Ob) and non-obese (NO) mice after stroke (left column), and stroke vs. sham within each group (right two columns). *FDR < 0.05. **D**-**E** Normalized expression of representative (**D**) interferon (*Ifit3*,* Irf8*) and **E** Myc Targets V1 (*Psmd1*,* Rpl6*) genes in Br.Macro.2. Dot size reflects the percentage of cells expressing each gene

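In Br.Macro.2-like cells after stroke, the 39 interferon-stimulated genes with enough UMIs had a median log2 ratio of obese to non-obese mice of 0.30 (0.28 to 0.34), at percentile 100. *Isg15* rose by 0.53 (0.51 to 0.56), *Isg20* by 0.75 (0.67 to 0.82), *Ifit2* by 0.50 (0.43 to 0.56), *Irf7* by 0.35 (0.31 to 0.39) and *Ifit1* by 0.30 (0.23 to 0.37). *Ifitm3*, a gene that defines this cluster, had a log2 ratio of 0.15 with clusters made without it. Clustering without the reported genes moved the median most, to 0.37. In sham mice the median was -0.096 (-0.13 to -0.011).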

Interferon signaling is indeed an established immune component in human [4] and rodent obesity [4, 11–13, 16], and in macrophage subtypes from mice with stroke, interferon signaling was highly increased by obesity in the most expanded cell type, the lipid-enriched high *Plin2*-expressing Br.Macro.2 (Fig. 3b). Interestingly, this seems to be due to a lack of downregulation after stroke in obese mice (Fig. 3c). For example, non-obese mice with stroke significantly downregulated Type I/II Interferon responsive genes such as *Ifit3* in Br.Macro.2, displaying a suppression of inflammation (Fig. 3d). In contrast, Br.Macro.2 cells from brains of obese mice didn’t exhibit as much overall downregulation of this and other interferon pathway genes, and the interferon-γ responsive gene *Irf8* was even upregulated, resulting in a stronger interferon response in Br.Macro.2 cells after stroke. 

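From sham to stroke, the median log2 ratio of the interferon-stimulated genes in Br.Macro.2-like cells was -0.64 (-0.71 to -0.51) in non-obese and -0.16 (-0.24 to -0.13) in obese mice. *Isg15* changed by -0.78 (-0.84 to -0.72) in non-obese and -0.36 (-0.40 to -0.32) in obese mice, and *Irf7* by -0.53 (-0.63 to -0.43) and -0.11 (-0.18 to -0.040). At cluster resolution 1.2, the median in obese mice changed its sign to 0.53 and that in non-obese mice was -0.49, while *Irf7* rose in both. Whether the change with stroke differs between diets was not tested, since each value rests on 2 pools.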

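*Ifit3* (ENSMUSG00000074896, chromosome 19 from 34583531 to 34588731 of GRCm38) had 458 CPM in Br.Macro.2-like cells of non-obese sham, 458 in obese sham, 214 in non-obese stroke and 306 in obese stroke mice. It changed with stroke by -1.10 (-1.20 to -0.98) in non-obese and by -0.58 (-0.66 to -0.50) in obese mice, and was higher in obese than in non-obese stroke mice by 0.52 (0.47 to 0.56). At cluster resolution 1.2, the fall in obese mice became a rise of 1.39. *Irf8* (ENSMUSG00000041515, chromosome 8 from 120736358 to 120756694) had 244, 205, 231 and 254 CPM in the same order. Its log2 ratio of stroke to sham was -0.080 (-0.22 to 0.067) in non-obese and 0.31 (0.20 to 0.42) in obese mice. From these genes, the paper concludes that Br.Macro.2 cells of obese mice keep a stronger interferon response after stroke.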

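In Br.DC.1-like cells after stroke, the median log2 ratio of the interferon-stimulated genes was 0.66 (0.57 to 0.69), at percentile 100, and *Ifit3* rose by 1.08. With stroke the median changed by -0.48 (-0.54 to -0.36) in non-obese and by 0.050 (-0.034 to 0.078) in obese mice.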

Obesity also promoted interferon signaling in the interferon gene-enriched dendritic cell population Br.DC.1 from obese mice (Fig. 3b). In contrast, Br.Macro.3, a subtype with medium *Plin2* expression, exhibited obesity-induced increases in both interferon pathways that were not as robust as those in Br.Macro.2.

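In Br.Macro.3-like cells after stroke, the median log2 ratio of the interferon-stimulated genes was -0.078 (-0.23 to -0.016), at percentile 0.280. *Ifit3* changed by -0.45 (-0.84 to -0.067) and *Isg15* by -0.062 (-0.18 to 0.057). The median changed its sign, to 0.11, with clusters made without the reported genes. In sham mice it was 0.31 (0.18 to 0.48).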

Another strongly enriched pathway in many macrophage subtypes of obese mice was the C Myc Targets VI pathway, important for cell proliferation and survival. This pathway was the top changed pathway in Br.Macro.2 cells and examining individual gene changes revealed disrupted protein homeostasis in obese mice. 

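In Br.Macro.2-like cells after stroke, the 47 proteasome subunit genes had a median log2 ratio of 0.13 (0.098 to 0.14), at percentile 99.1, and the 82 cytoplasmic ribosomal protein genes of -0.16 (-0.16 to -0.15), at percentile 0. *Psmd7* rose by 0.30 (0.22 to 0.38), *Psma6* by 0.23 (0.16 to 0.30) and *Psmd14* by 0.22 (0.13 to 0.32). *Rpl22* changed by -0.32 (-0.34 to -0.30), *Rpl34* by -0.24 (-0.25 to -0.23) and *Rplp0* by -0.19 (-0.20 to -0.17). Relative to the median of all genes, the alternative that moved both most, the proteasome median was 0.065 and the ribosomal median -0.22. Ribosomal protein genes also fell in all 7 lymphocyte and microglial subtypes of brain, with medians from -0.21 to -0.070.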

Genes involved in protein degradation were elevated and protein synthesis genes reduced in Br.Macro.2 in obese compared to non-obese mice after stroke (Fig. 3c). For example, while the macrophages of non-obese mice showed minimal transcriptional changes within this pathway after stroke, obese mice exhibited increased expression of proteasome genes like *Psmd* and reduced expression of protein synthesis genes such as *Rpl6* 1 in the macrophages (Fig. 3c and e).

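*Psmd1* (ENSMUSG00000026229, chromosome 1 from 86064387 to 86139151 of GRCm38) had 58.7 CPM in Br.Macro.2-like cells of non-obese sham, 59.0 in obese sham, 69.6 in non-obese stroke and 79.9 in obese stroke mice. Its log2 ratio of stroke to sham was 0.24 (-0.048 to 0.55) in non-obese and 0.44 (0.23 to 0.65) in obese mice, and 0.20 (0.11 to 0.29) of obese to non-obese after stroke. *Rpl6* (ENSMUSG00000029614, chromosome 5 from 121204481 to 121209241) had 2548, 2215, 2488 and 1928 CPM in the same order. It changed with stroke by -0.034 (-0.079 to 0.011) in non-obese and -0.20 (-0.23 to -0.17) in obese mice, and the log2 ratio of obese to non-obese sham mice was -0.20 (-0.26 to -0.15).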

### Obesity amplifies inflammatory, oxidative stress, and pro-thrombotic pathways in brain neutrophils after stroke

We next examined gene pathway changes in blood and brain neutrophils. In the blood, overrepresentation analysis highlighted pathways consistent with lipid, interferon, and TNF signaling in comparing obese to non-obese mice after sham surgery (Additional File 8-Supplementary Fig. 6.a). 

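In blood of sham mice, the interferon-stimulated genes had a median log2 ratio of -0.015 (-0.076 to 0.13), at percentile 39.9 in Bl.Neut.1-like and -0.12 (-0.24 to -0.043), at percentile 95.4 in Bl.Neut.2-like cells. In Bl.Neut.3-like cells these genes define the cluster and are not reported. Nuclear-encoded oxidative phosphorylation genes changed by 0.35 (0.29 to 0.39) in Bl.Neut.1-like and -0.019 (-0.089 to 0.010) in Bl.Neut.2-like cells. The median over all genes was -0.27 in Bl.Neut.2-like cells, so relative to other genes both lists were higher in obese mice there.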

In the brain, there were some similarities to blood neutrophils in terms of obesity-induced genes after stroke. These included enrichment of TNF signaling via NFκB, interferon signaling, oxidative phosphorylation, and hypoxia genes. However, the brain neutrophils diverged in that complement signaling was the top affected pathway in Br.Neut.1 but was not a top pathway in any blood neutrophil subtype (Fig. 4a). Also, while non-obese mice showed little change in the transcription of classical complement activators (*C1qa*, *C1qb*, *C1qc*) in response to stroke, Br.Neut.1 from obese mice upregulated these genes after stroke, pointing to an obesity-specific activation of complement signaling in the context of stroke (Fig. 4b and c).

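After stroke, the interferon-stimulated genes had a median log2 ratio of 0.18 (0.053 to 0.25), at percentile 44.2 in Bl.Neut.1-like, -0.47 (-0.62 to -0.31), at percentile 0 in Bl.Neut.2-like and 0.069 (-0.01 to 0.16), at percentile 50.9 in Br.Neut.1-like cells. The median over all genes was 0.26 in Bl.Neut.1-like cells. Genes of this list define Bl.Neut.3-like cells, which were 17.4% of blood cells in non-obese and 3.88% in obese stroke mice. The values of the other blood neutrophils depend on that split. Nuclear-encoded oxidative phosphorylation genes changed by -0.48 (-0.51 to -0.41) in Bl.Neut.1-like and -0.40 (-0.44 to -0.32) in Bl.Neut.2-like cells.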

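*C1qa* (ENSMUSG00000036887, chromosome 4 from 136895917 to 136898803 of GRCm38) had 3932 CPM in Br.Neut.1-like cells of non-obese sham, 3891 in obese sham, 3232 in non-obese stroke and 5089 in obese stroke mice. After stroke it was higher in obese mice by 0.66 (0.61 to 0.70), *C1qb* by 0.58 (0.54 to 0.63) and *C1qc* by 0.52 (0.46 to 0.58). From sham to stroke, *C1qa*, *C1qb* and *C1qc* changed by -0.28 (-0.35 to -0.22), -0.23 (-0.29 to -0.16) and -0.24 (-0.32 to -0.16) in non-obese mice, and by 0.39 (0.32 to 0.46), 0.40 (0.33 to 0.47) and 0.26 (0.18 to 0.35) in obese mice. Microglia genes stood in Br.Neut.1-like cells at 38.8% and 40.6% of their level in microglia in non-obese and obese sham mice, and at 30.3% and 42.8% after stroke. RNA of microglia at these levels would bring 98.2%, 98.8%, 96.8% and 94.2% of the *C1qa* CPM. Droplets with at least 10 UMIs of microglia genes, between 18.6% and 33.8% of Br.Neut.1-like cells, held between 89.6% and 98.3% of their C1q UMIs. Without these droplets, a choice made after seeing the data, the C1q genes rose with stroke in both diets, by a median log2 ratio of 1.72 (1.44 to 2.19) in non-obese and 1.98 (1.78 to 2.48) in obese mice, and the ratio of obese to non-obese after stroke was 0.80 (0.70 to 0.95). The microglia genes rose in these remaining droplets too, by 0.97 (0.54 to 1.44) and 1.54 (1.06 to 2.21) with stroke and by 0.75 (0.61 to 1.17) in obese against non-obese stroke mice. The remaining droplets had medians of 2544, 1793, 1784 and 1028 UMIs in non-obese sham, obese sham, non-obese stroke and obese stroke mice, so the same few microglial UMIs make a higher CPM in the shallower libraries and these ratios are not free of microglial RNA. At cluster resolution 1.2 the rise in obese mice with stroke was lost, with a median of -0.038, but not when the cluster of high UMIs named Br.Neut.1 there was left out, another choice made after seeing the data, with 0.45. Removing the highest doublet scores moved the ratio of obese to non-obese most, to 1.37. From the C1q genes, the paper proposes an activation of complement signaling by stroke that is specific to obesity.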

**Fig. 4:**
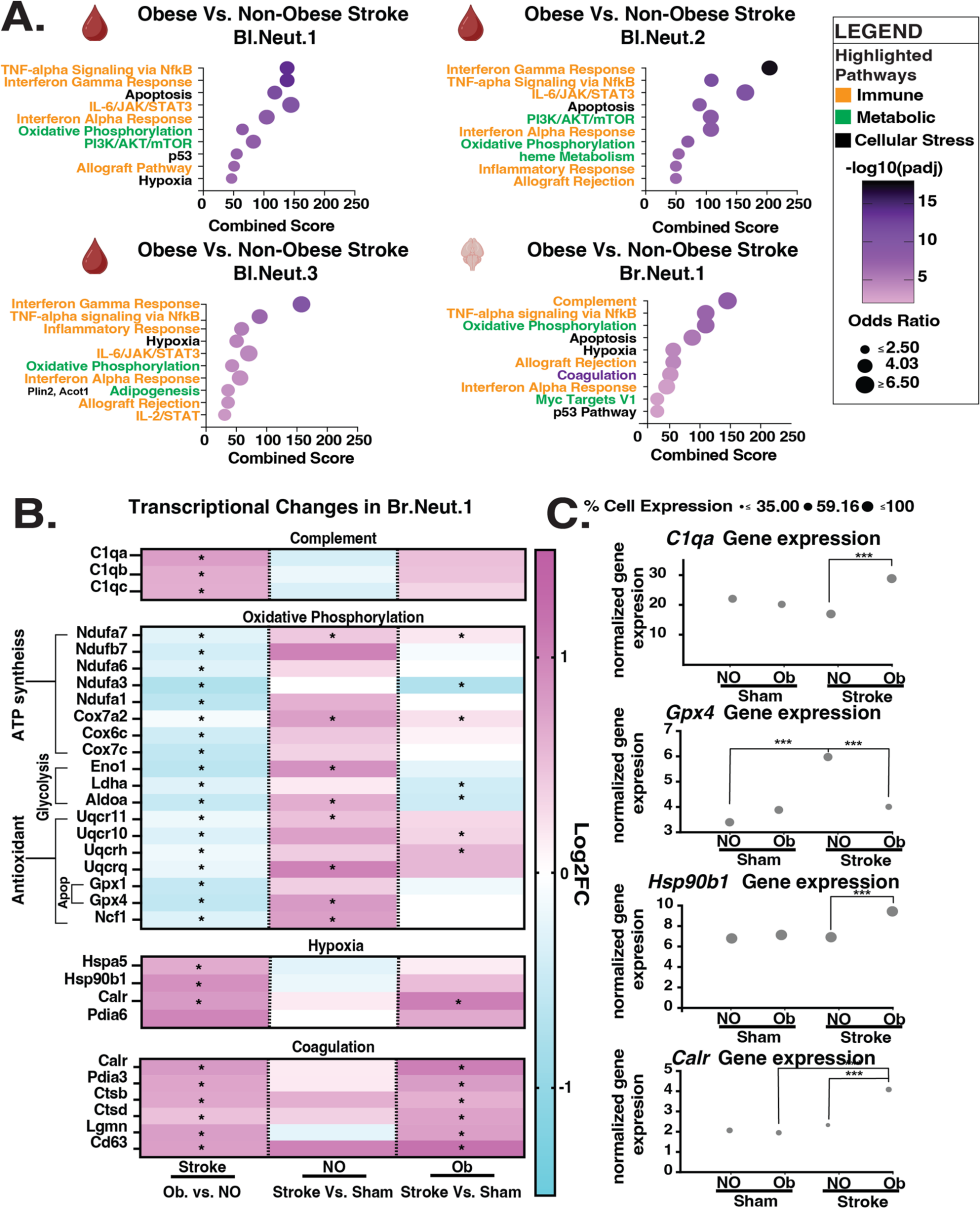
Obesity polarizes neutrophils to a pro-inflammatory state and incapacitates cellular stress response after stroke. **A** Top 10 obesity-enriched pathways in Bl.Neut.1, Bl.Neut.2, Bl.Neut.3, and Br.Neut.1 based on MSigDB Hallmark 2020 analysis (FDR < 0.05). **B **Heatmap showing log₂ fold changes in select genes from Complement, Oxidative Phosphorylation, Hypoxia, and Coagulation pathways (Apop, Apoptosis). Columns represent Obese vs. Non-obese mice after stroke, and Stroke vs. Sham within each group. *FDR < 0.05. **C** Normalized expression (scaled counts and percent of cells expressing) of representative genes: *C1qa* (Complement), *Gpx4* (Antioxidant), *Hsp90b*1 (Hypoxia), and *Calr* (Coagulation). Dot size indicates percentage of expressing cells

In addition, many genes in the oxidative phosphorylation and hypoxia pathways, both related to cellular stress responses after stroke, were polarized in brain neutrophils from obese vs. non-obese mice. 

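From sham to stroke in Br.Neut.1-like cells, the 74 nuclear-encoded oxidative phosphorylation genes with enough UMIs changed by a median log2 ratio of 0.49 (0.45 to 0.57) in non-obese and 0.33 (0.28 to 0.42) in obese mice. After stroke they were lower in obese mice, with -0.089 (-0.13 to -0.044), at percentile 0.120. The mitochondrially encoded genes changed with stroke by 0.44 (0.33 to 0.57) in non-obese and 0.63 (0.54 to 0.74) in obese mice, and were higher in obese mice after stroke, by 0.15 (0.080 to 0.22). *Ndufb7* rose with stroke by 0.87 (0.58 to 1.17) and *Uqcrq* by 0.87 (0.64 to 1.10) in non-obese mice, against 0.18 (-0.12 to 0.50) and 0.68 (0.42 to 0.95) in obese mice. When the RNA expected from other cells was subtracted, which takes 56.1% of the UMIs in non-obese sham and 91.1% in non-obese stroke mice and so is a rough correction, *Ndufb7*, *Uqcrq* and other named genes fell with stroke in non-obese mice, *Ndufb7* with a log2 ratio of -0.83. The subtraction gives RNA of other cells the profile of the whole library. Microglia genes stood at 30.3% of their microglial level in non-obese stroke mice, so no conclusion is drawn from these falls. The median of all genes in Br.Neut.1-like cells moved with stroke by 0.12 in non-obese mice.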

While neutrophils in non-obese mice significantly upregulated mitochondrial and oxidative stress-handling genes related to ATP production and antioxidant defense after stroke, obesity drove a downregulation or dampened response (Fig. 4b). For example, *Gpx4*, an antioxidant that protects against lipid peroxidation under stress and effectively suppresses apoptosis and ferroptosis in cancer and diabetes [39–43], was upregulated after stroke in Br.Neutr.1 of non-obese but not obese mice after stroke, implying that obesity causes vulnerability to oxidative damage and consequential apoptosis in the obese group (Fig. 4b and c). 

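*Gpx4* (ENSMUSG00000075706, chromosome 10 from 80047166 to 80056439 of GRCm38) had 378 CPM in Br.Neut.1-like cells of non-obese sham, 364 in obese sham, 563 in non-obese stroke and 397 in obese stroke mice. Its log2 ratio of stroke to sham was 0.58 (0.39 to 0.77) in non-obese and 0.13 (-0.10 to 0.36) in obese mice, and -0.50 (-0.65 to -0.36) of obese to non-obese after stroke. With the RNA expected from other cells subtracted, the rise in non-obese mice changed its sign, to -0.072, but that subtraction is rough and no conclusion is drawn from it. RNA of microglia at the level of the microglia genes would bring 31.3%, 33.7%, 19.5% and 39.0% of the *Gpx4* CPM in the same order, which is 118 CPM in non-obese sham and 110 CPM in non-obese stroke mice, so it does not make up the rise in non-obese mice. From *Gpx4*, the paper proposes that obesity leaves these cells open to oxidative damage and apoptosis.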

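*Hsp90b1* (ENSMUSG00000020048, chromosome 10 from 86690209 to 86705509 of GRCm38) had 507 CPM in Br.Neut.1-like cells of non-obese sham, 657 in obese sham, 486 in non-obese stroke and 949 in obese stroke mice. It changed with stroke by -0.063 (-0.24 to 0.11) in non-obese and 0.53 (0.37 to 0.70) in obese mice. The 4 hypoxia genes of Fig. 4b, *Hspa5*, *Hsp90b1*, *Calr* and *Pdia6*, which the paper selected in these libraries, had a median log2 ratio of obese to non-obese after stroke of 0.97 (0.84 to 1.05). With stroke it changed by -0.058 (-0.22 to 0.061) in non-obese and 0.46 (0.33 to 0.63) in obese mice. These genes were also higher in all 7 lymphocyte and microglial subtypes of obese mice after stroke, by 0.23 to 0.63. RNA of microglia at the level of the microglia genes would bring much of their CPM in Br.Neut.1-like cells. In non-obese and obese stroke mice the shares were 50.3% and 49.4% for *Hspa5* and 72.5% and 70.5% for *Hsp90b1*. They were 63.5% and 58.4% for *Calr* and 65.1% and 64.8% for *Pdia6*. *Hspa5* changed with stroke in non-obese mice by -0.28 (-0.44 to -0.12), and by 0.52 with clusters made without the reported genes, but by -0.16 when a cluster of high UMIs was left out of these, a choice made after seeing the data. Without droplets of at least 10 microglia-gene UMIs, the hypoxia genes rose with stroke in non-obese mice too, by 1.10 (0.70 to 1.53), although that cut leaves shallower droplets after stroke than after sham surgery.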

At the same time, non-obese mice do not upregulate the expression of hypoxia-responsive genes such as *Hsp90b1* like Br.Neut.1 do in obese mice, suggesting that obesity promotes cellular stress that induces a heat-shock response.

Br.Neut.1 in obese mice also exhibited changes in a coagulation pathway that were due to elevated expression of coagulation genes compared to non-obese mice. This aligns with changes in blood neutrophils, where the classic coagulation marker *F5* and NETosis marker *Padi4* are upregulated by obesity (Additional File 7- Fig. 4, Additional File 8- Supplementary Fig. 6.b). Similarly in the brain, genes involved in platelet activation (*Cd63*, *Lgmn*), extracellular matrix degradation (*Ctsb*, *Ctsd*), and thrombosis (*Calr)*, were not significantly altered in brain neutrophils by stroke in non-obese mice but were upregulated in obese mice *(*Fig. 4b and c). This illustrates an obesity-driven shift toward a pro-thrombotic transcriptional profile.

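In Br.Neut.1-like cells, the 6 coagulation genes of Fig. 4b, *Calr*, *Pdia3*, *Ctsb*, *Ctsd*, *Lgmn* and *Cd63*, had a median log2 ratio of obese to non-obese after stroke of 0.52 (0.49 to 0.60). The paper selected these genes in the same libraries, so random lists are no fair measure of them. With stroke the median changed by 0.22 (0.16 to 0.34) in non-obese and 0.86 (0.77 to 0.98) in obese mice. The change in non-obese mice was -0.15 with the highest doublet scores removed, and 1.45 (1.22 to 1.71) without droplets of at least 10 microglia-gene UMIs, where microglia genes rose as well.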

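In Bl.Neut.1-like cells, *F5* (ENSMUSG00000026579, chromosome 1 from 164151838 to 164220277 of GRCm38) had a log2 ratio of obese to non-obese of 0.85 (0.51 to 1.19) after sham surgery and 1.02 (0.66 to 1.39) after stroke, and *Padi4* (ENSMUSG00000025330, chromosome 4 from 140745865 to 140774236) of 0.21 (0.031 to 0.39) and 0.39 (0.19 to 0.59). In Bl.Neut.2-like cells the values were 0.21 (-0.19 to 0.60) and 0.39 (0.059 to 0.71) for *F5*, and -0.17 (-0.37 to 0.018) and 0.051 (-0.13 to 0.23) for *Padi4*. In Bl.Neut.3-like cells *F5* rose by 1.30 (0.39 to 2.27) and 0.85 (0.29 to 1.39), and *Padi4* changed by 0.23 (-0.21 to 0.66) and 0.13 (-0.19 to 0.43). Relative to the median of all genes, *Padi4* in Bl.Neut.1-like cells after stroke was 0.13, and *F5* in Bl.Neut.1-like cells 0.76.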

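In non-obese mice, stroke changed *Cd63* in Br.Neut.1-like cells by 1.02 (0.82 to 1.23) on the log2 scale, *Ctsb* by 0.57 (0.46 to 0.69), *Ctsd* by 0.31 (0.24 to 0.38), *Lgmn* by 0.018 (-0.12 to 0.15) and *Calr* by 0.031 (-0.18 to 0.25). In obese mice the changes were 1.10 (0.90 to 1.30) for *Cd63*, 0.91 (0.79 to 1.02) for *Ctsb*, 0.70 (0.63 to 0.77) for *Ctsd*, 0.42 (0.27 to 0.56) for *Lgmn* and 1.09 (0.86 to 1.33) for *Calr*. After stroke, the log2 ratio of obese to non-obese was 0.52 (0.41 to 0.63), 0.51 (0.44 to 0.57), 0.49 (0.44 to 0.54), 0.52 (0.42 to 0.61) and 1.02 (0.88 to 1.16) for the same genes. RNA of microglia at the level of the microglia genes would bring 42.2% and 43.1% of the *Cd63* CPM in non-obese and obese stroke mice, 45.4% and 46.6% of *Ctsb*, 58.5% and 67.3% of *Ctsd*, 78.8% and 77.4% of *Lgmn*, and 63.5% and 58.4% of *Calr*. The rise of *Ctsd* with stroke in non-obese mice was lost with the highest doublet scores removed, at -0.034. From these genes, the paper reads a pro-thrombotic profile of gene expression that obesity drives.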

### *Plin2 *is positively correlated with other pathways enhanced by obesity after stroke

Given the consistent upregulation of lipid-associated genes across the blood and brain after stroke in obese mice, we next asked whether *Plin2*, a critical protein for lipid droplet accumulation and stability, might act as a central node linking lipid accumulation to broader immune, metabolic, and pro-thrombotic disturbances. To assess its connection to the other obesity-exacerbated processes we identified, we performed a Spearman correlation analysis centralizing *Plin2* expression across all brain immune cells. We found that genes involved in the lipid biogenesis, immune, oxidative stress, and coagulation pathways elevated in brain macrophages and neutrophils were positively correlated with *Plin2* (Fig. 5a). 

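Spearman's rho of log-normalized expression with *Plin2* was computed over 33469 brain cells for 7437 genes detected in at least 5% of them. Of 52 genes the paper names in Fig. 5, all had a positive rho, with a median of 0.463 and a range from 0.189 to 0.614. By its caption the figure holds genes chosen for a coefficient of at least 0.4, so high values over all brain cells restate that choice. No p-value is given, since cells of 4 pools are not replicates. A *Plin2* UMI was found in 40.5% of the cells. Among the 13566 cells with a *Plin2* UMI, a choice made after seeing the data, the median rho of the named genes was 0.118. The median of all 7437 genes was -0.047 in these cells, against 0.070 over all brain cells. Within single libraries the median of the named genes was 0.284 in non-obese sham, 0.399 in obese sham, 0.425 in non-obese stroke and 0.441 in obese stroke mice. Within the 15 subtypes of at least 200 cells it lay between -0.001 and 0.361. With each cell thinned to 1000 UMIs, which left out 632, 426, 1329 and 1622 cells of the 4 libraries, it was 0.195. Thinning left a *Plin2* UMI in 21.2% of the cells in place of 40.5%, which can lower rho by itself.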

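Across all brain cells, rho with *Plin2* was at least 0.4 for 122 of the 7437 genes, and for 50 of the 52 genes named in Fig. 5, which were chosen by this limit. *Lgals3* had the highest rho, 0.660, followed by *Tgfbi* with 0.614 and *Msrb1* with 0.603. With each cell thinned to 1000 UMIs, where fewer cells held a *Plin2* UMI, none of the 52 genes reached 0.4. Within Br.Macro.2-like cells 2 of them did, within Br.Neut.1-like cells none, and within Br.DC.3-like cells 24.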

*Plin2* expression was at least moderately (Spearman Coefficient ≥ 0.4) and positively correlated with other genes involved in lipid biogenesis, interferon signaling, hypoxia, apoptosis, and coagulation (Fig. 5b). 

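Across all brain cells, rho with *Plin2* was 0.574 for *Pla2g7*, 0.559 for *Ifitm2*, 0.550 for *Ifitm3*, 0.484 for *Tspo*, 0.478 for *Apoe* and 0.413 for *Isg15*. For *Ctsb* it was 0.189, and for *Cox5a*, the other gene of the 52 below 0.4, 0.399. Subtypes that differ in *Plin2* also differ in these genes, so the values over all cells and within subtypes measure different things.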

Notably, many of the genes that we observed to be elevated by obesity in brain macrophages and/or neutrophils such as *Pla2g7*,* Apoe*,* Ifitm2*,* Ifitm3*,* Isg15*,* Tspo*, and *Ctsb* are also correlated with *Plin2* across all brain immune cells (Fig. 5b) suggesting that it is co-regulated with major immune response changes in these cells.

**Fig. 5:**
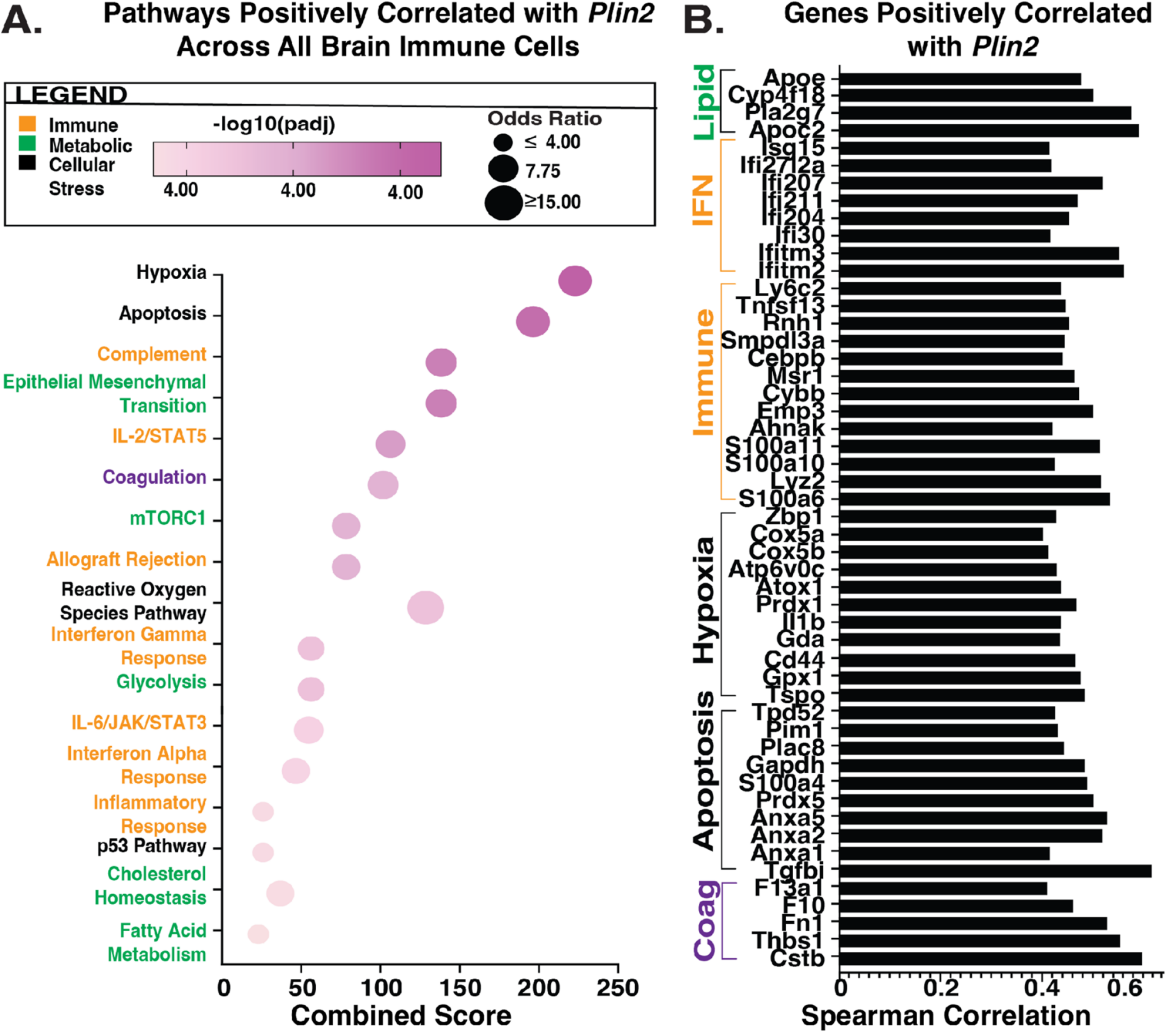
*Plin2* is positively correlated with genes involved in lipid biogenesis, inflammation, cellular stress, and coagulation. **A** Pathways positively correlated with *Plin2* expression across all brain immune cells. Genes included in the analysis have a Spearman correlation of 0.4 or higher. Coagulation is labeled in purple as a separate pathway. **B** Representative genes within pathways positively correlated with *Plin2* expression (IFN, interferon signaling; Coag, coagulation)

### *Plin2* siRNA treatment worsens motor function after stroke compared to control siRNA in non-obese mice after stroke

Given that lipid-handling genes—particularly *Plin2*—were among the most highly upregulated genes in macrophages and neutrophils of obese mice after stroke, and that *Plin2* expression positively correlated with genes involved in not only lipid biogenesis, but also interferon signaling, oxidative stress, and cell death mechanisms, this raised two questions. First, is *Plin2* upregulation beneficial or harmful? Secondly, is *Plin2* driving the innate immune response that is supersized by obesity? To address these questions we utilized an intracortical injection of *Plin2* siRNA into the stroke core one day after stroke, when macrophages and neutrophils are infiltrating the stroke. We assessed motor behavior and stroke size, and neuroinflammation and oxidative stress using immunostaining for the lysosomal protein CD68 and the interferon-responsive IFITM3. We also chose to stain for TSPO, a cellular stress marker that is connected to immune activation within TNF and interferon-gamma signaling pathways and oxidative stress related to mitochondrial dysfunction [44–47].

To evaluate the effects of *Plin2* siRNA treatment on motor outcomes in non-obese mice, we assessed performance using two behavioral tasks: the rotarod and the tapered beam (Fig. 6a). On the rotating rod, *Plin2* siRNA did not induce any differences in speed, but the distance at which the mice fell off the rod was shorter at days 2 (Fig. 7b; Control = 72.81 ± 51.44 cm, *Plin2* siRNA = 21.92 ± 41.08 cm; *p* = 0.0389) and 3 (Control = 99.46 ± 48.70 cm, Plin2 siRNA = 25.83 ± 51.69 cm; *p* = 0.0110) compared to control siRNA treatment (Fig. 6b).

**Fig. 6:**
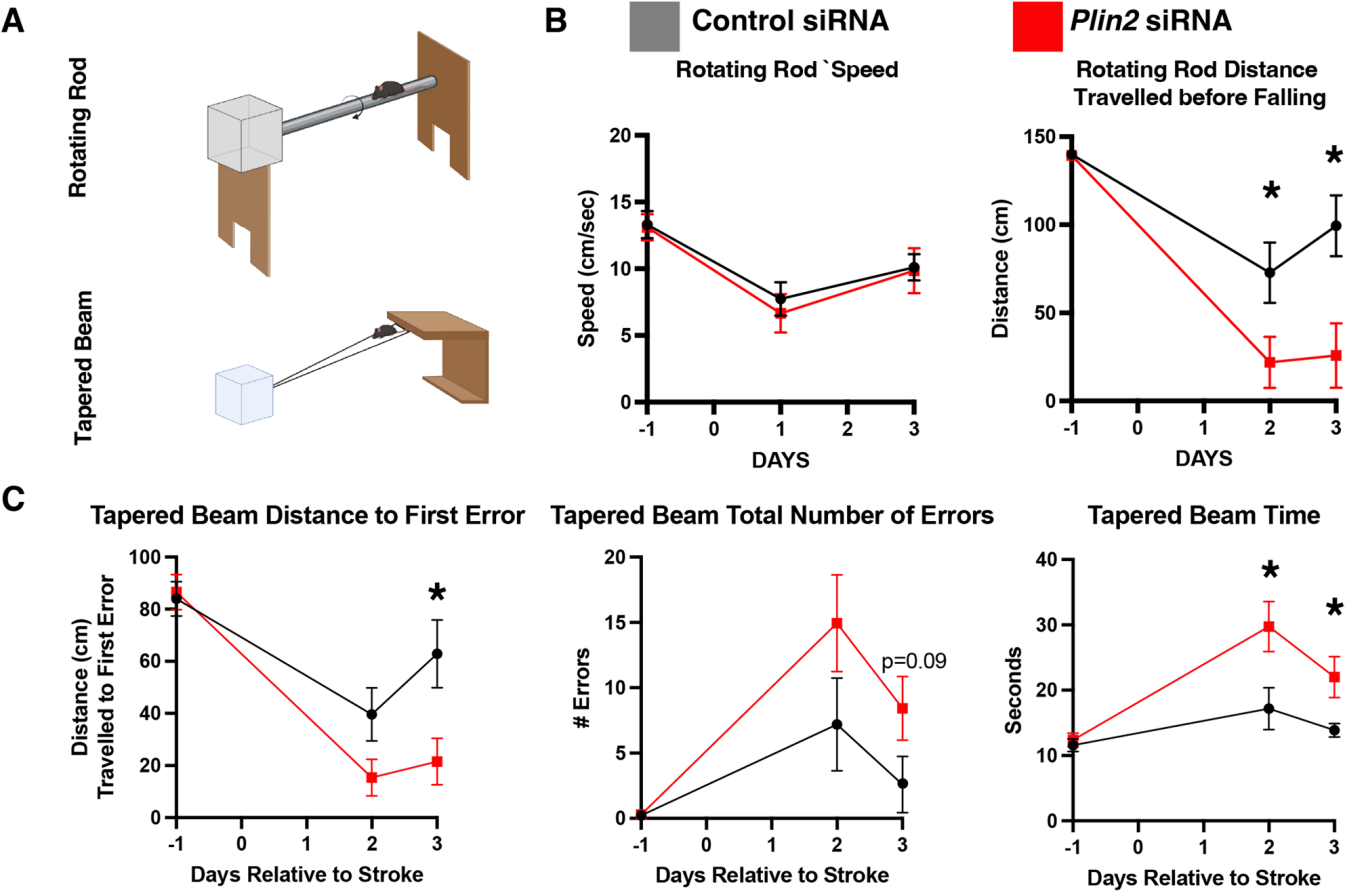
*Plin2* siRNA treatment worsened motor function after stroke (*n* = 8–9 mice). **A** Schematic of rotating rod (top) and tapered beam task (bottom) (**B**) Rotating rod task performance defined by distance mice traveled before falling (left) and mouse speed (right). **C** Tapered beam task performance defined by distance mice travelled when their left front paw slipped off the tapered beam for the first time (left), total number of left front paw slips (middle), and time it took for the mice to travel down the tapered beam (right). Error, SEM; Statistics, mixed linear model with Tukey’s post-hoc test; *p < 0.05

On the tapered beam task, (Fig. 6c), the distance that the Plin2 siRNA-treated mice traveled before making the first slip was significantly reduced on Day 3 compared to mice injected with control siRNA (mean ± SEM: Control = 62.83 ± 36.81 cm, *Plin2* siRNA = 21.54 ± 25.335 cm; *p* = 0.0221). This was also reflected in the total number of errors which trended higher in *Plin2* siRNA-treated mice at day 3 (control siRNA mean = 2.58 ± 6.12 errors, *Plin2* siRNA mean = 8.42 ± 6.88 errors, *p* = 0.1). Finally, the *Plin2* siRNA-treated mice traveled significantly more slowly down the tapered beam compared to the control siRNA mice on days 2 (control siRNA mean = 17.17 ± 9.64 s, *Plin2* siRNA mean = 29.75 ± 10.86 s, *p* = 0.0247) and 3 (control siRNA mean = 13.88 ± 2.97 s, *Plin2* siRNA mean = 22.00 ± 8.87 s, *p* = 0.0377).

### *Plin2* siRNA knocks down PLIN2 and expands stroke size in non-obese mice

In non-obese mice, intracortical administration of *Plin2* siRNA (1 µg/µL) 24 h after dMCAO resulted in suppression of PLIN2 protein expression by 3 days after stroke by ~ 45% (*p* < 0.05, Fig. 7a; b). To determine the lethality of *Plin2* knockdown with siRNA, we compared survival after siRNA treatment. Though *Plin2* siRNA–treated mice did not die more after stroke (1 death out of 10 in control, 2 in 10 deaths in *Plin2* siRNA, *p* = 0.346), they did lose more weight and exhibited greater stroke sizes (Fig. 7c-e).

**Fig. 7:**
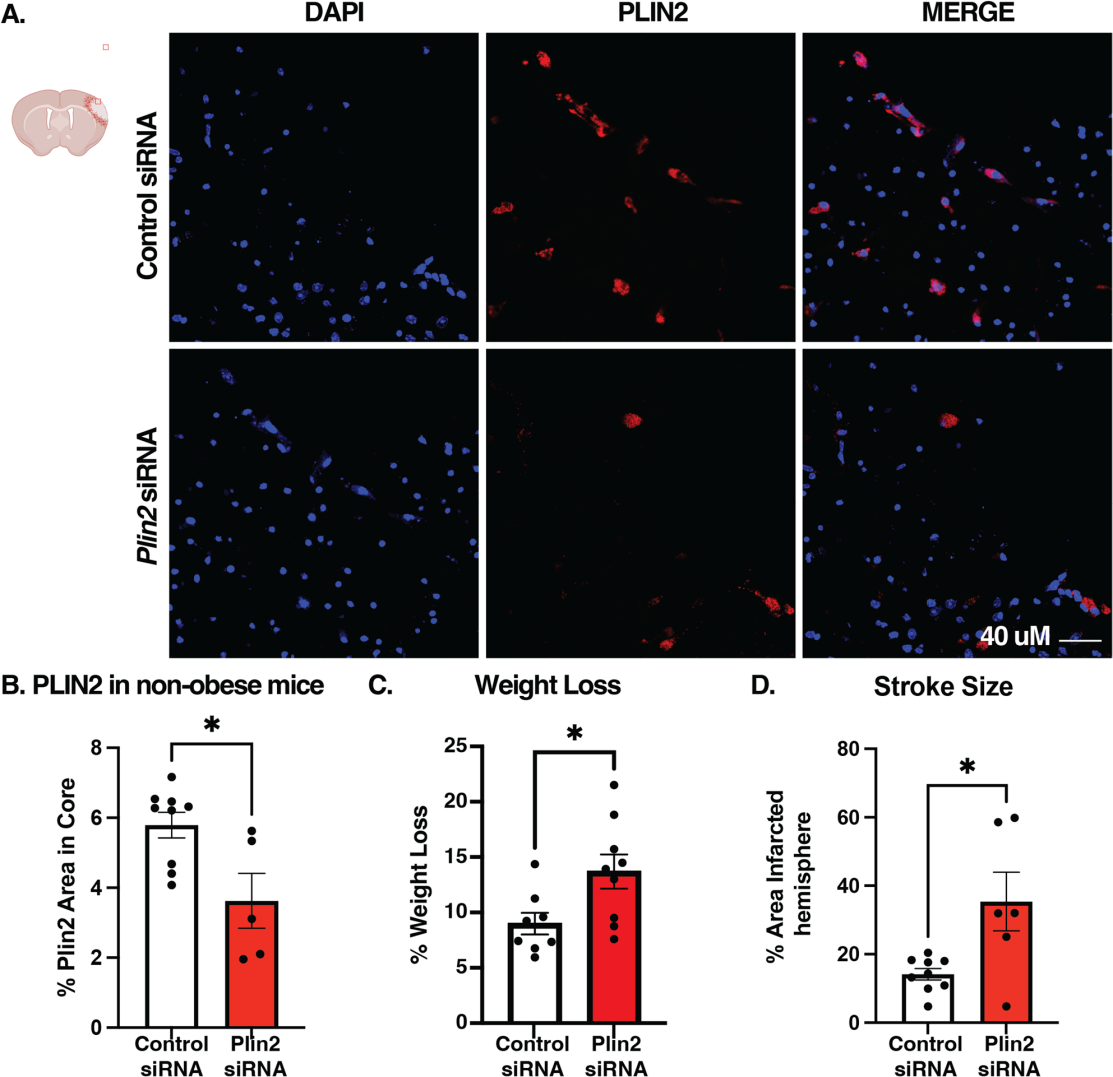
*Plin2* siRNA in non-obese mice knocks down PLIN2 and induces greater weight loss and stroke. **A**-**B** PLIN2 representative images and quantification at 3 days after stroke in non-obese mice with a 1 ug/uL siRNA treatment at 1 day after stroke (*n* = 5–9). **C** Weight loss of mice after stroke on day 3. **D** Quantification of stroke size established by lack of NEUN stain (*n* = 7 sections, *n* = 6–9 mice). Statistics, Student’s t-test; *p < 0.05; Bars, mean ± SEM

### *Plin2* siRNA reduces CD68, IFITM3, TSPO in non-obese mice

While stroke sizes and motor performance were worsened in non-obese mice treated with *Plin2* siRNA, the macrophage activation marker CD68, interferon signaling protein IFITM3, and and inflammatory and cellular stress marker TSPO all exhibited less expression, as measured by % area covered in the stroke core. The extent of the decrease was ~ 50%, similar to PLIN2 knockdown (Fig. 8, A-C).

**Fig. 8:**
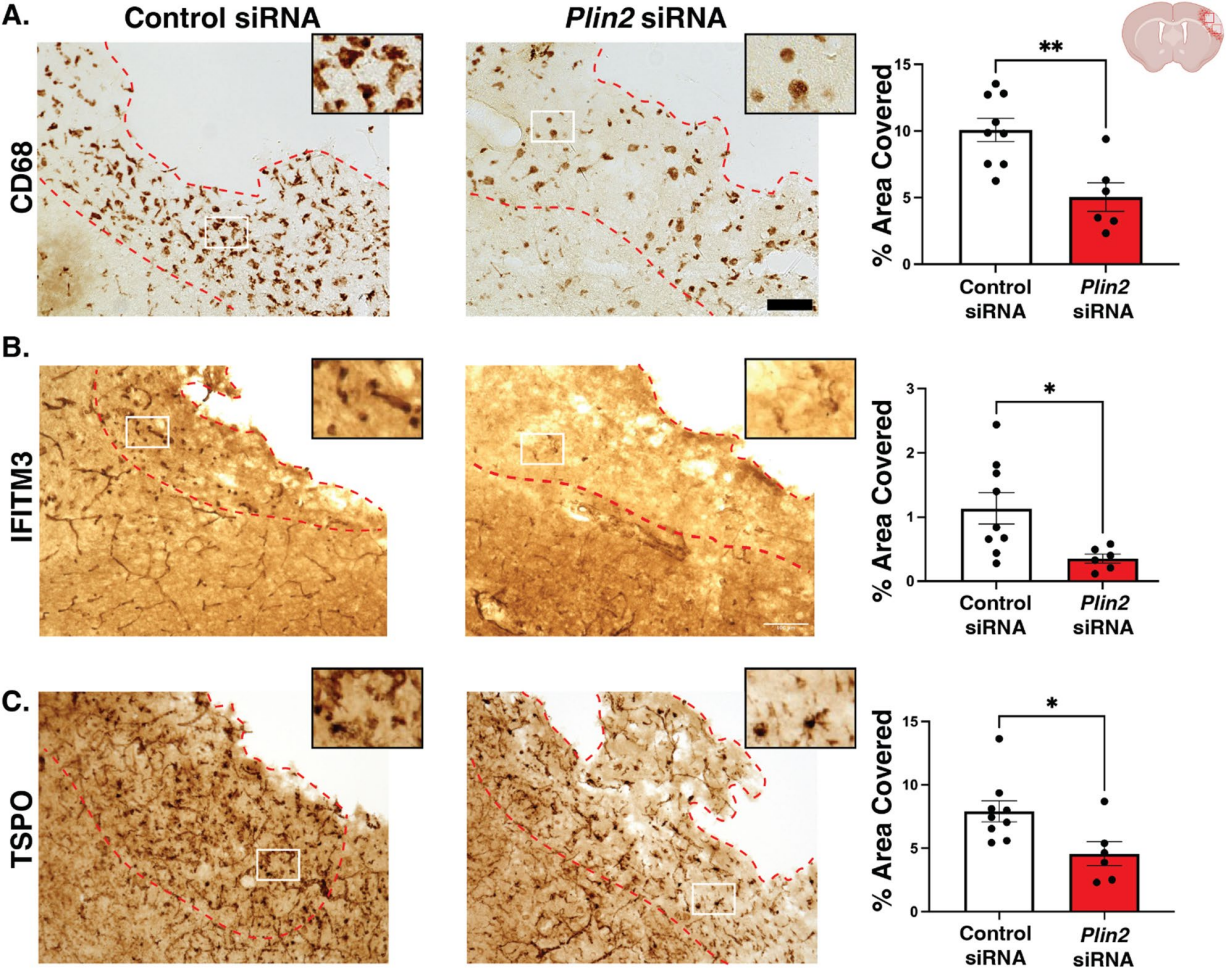
*Plin2* siRNA reduces CD68, IFITM3, and TSPO in the stroke core of non-obese mice. Normal diet-fed mice received 1 ug/uL siRNA that was scrambled or against *Plin2* 1 day after stroke and were sacrificed on day 3. **A** CD68 representative images (left) and quantification (right). **B** IFITM3 representative images (left) and quantification (right). **C** TSPO representative images (left) and quantification (right). The stroke core is outlined in red, and the location for the zoomed-in image (x4) is outlined in white. Scale bar, 100 μm; *n* = 5–10 animals, 2–3 sections per animal; Statistics, Student’s t-test; *p < 0.05; Bars, mean ± SEM

### Plin2 siRNA worsens performance on the tapered beam task in obese mice

After finding that knocking out *Plin2* in non-obese mice worsens functional outcomes, we next addressed the role of *Plin2* when it is elevated by obesity. In obese mice, the effect of *Plin2* knockdown on behavior was not as pronounced as in non-obese mice; it only significantly worsened performance on the tapered beam task on day 2 (*p* < 0.05) and did not alter performance on the rotating rod (Fig. 9, Additional File 10- Supplementary Fig. 8a). This is in spite of *Plin2* siRNA knocking down PLIN2 by ~ 45%, similar to the degree of downregulation in non-obese mice (Additional file 10-Supplementary Fig. 8b). Furthermore, death and weight loss were not affected by *Plin2* siRNA treatment in the obese mice, nor did stroke size change (Additional file 10-Supplementary Fig. 8c-e).

**Fig. 9:**
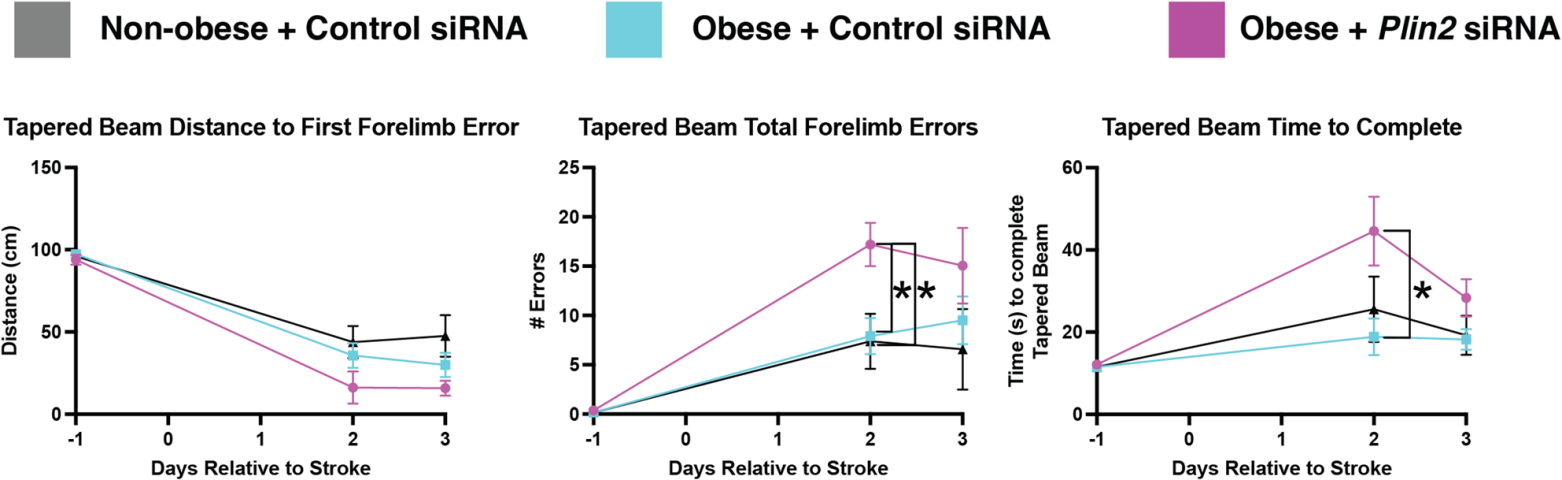
*Plin2* siRNA worsens performance on the tapered beam task in obese mice. Tapered beam task performance defined by distance mice travelled when their left front paw slipped off the tapered beam for the first time (left), total number of left front paw slips (middle), and time it took for the mice to travel down the tapered beam (right). Error, SEM; Statistics, mixed linear model with Tukey’s post-hoc test

### Post-stroke *Plin2 *siRNA reduces CD68 in obese mice with no significant effect in IFITM3 or TSPO

Compared to non-obese mice with stroke, as expected, we observed increased immunostaining for CD68, IFITM3, and TSPO in obese mice. This is commensurate with the gene upregulation we reported in the scRNA-seq study. In terms of % area covered in the stroke core, we saw elevated levels of CD68 (1.45-fold increase, *p* < 0.05), IFITM3 (6.38-fold increase, *p* < 0.05), and TSPO (1.65-fold increase, *p* < 0.05) compared to non-obese controls. As with non-obese mice, *Plin2* knockdown significantly reduced obesity-elevated CD68 expression in the stroke core of obese mice by 0.63-fold (*p* < 0.05). However, it did not significantly alter IFITM3 or TSPO (Fig. 10a–c).

**Fig. 10:**
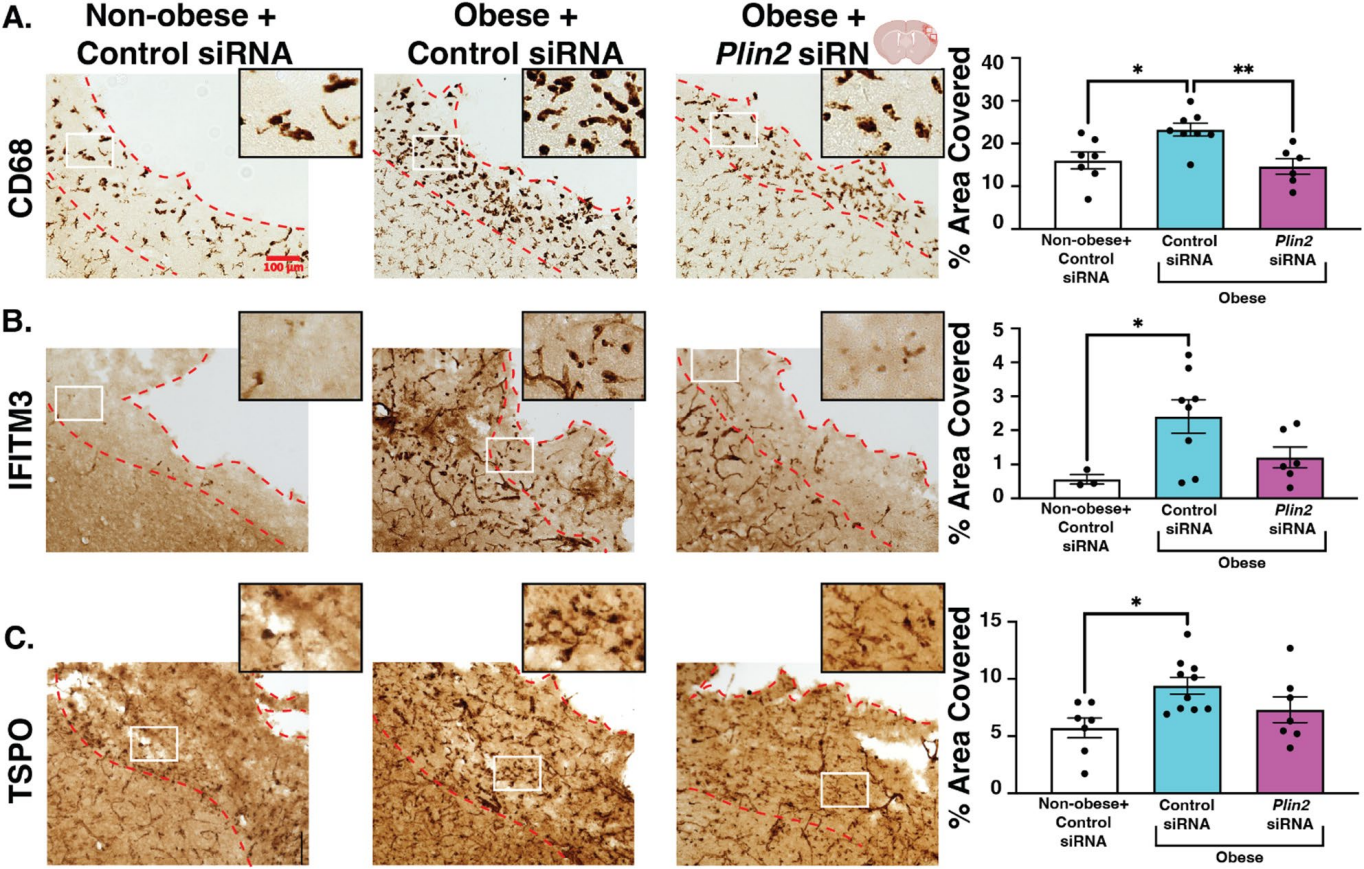
*Plin2* siRNA reduces CD68 to non-obese stroke level, but does not affect IFITM3 or TSPO immunostaining. All mice had stroke and received 1 ug/uL siRNA treatment at 1 day after stroke, either control or *Plin2* siRNA, then were sacrificed on day 3. **A** CD68 representative images (left) and quantification (right). **B** IFITM3 representative images (left) and quantification (right). **C** TSPO representative images (left) and quantification (right). The stroke core is outlined in red. Location for the zoomed-in image (x4) is outlined in white. *n* = 5–10 animals, 2–3 sections per animal; Statistics, Kruskal-Wallis with Tukey’s post-hoc test; *p < 0.05; **p < 0.001; Bars, Mean ± SEM

## Discussion

In this study, we used high sequencing depth scRNA-Seq (average > 5,000 reads per cell) to examine the transcriptional effects of obesity on circulating and brain immune cells in a mouse model of diet-induced obesity and stroke. Our data reveal minimal obesity-induced transcriptional changes in immune cells from the brains of mice after sham surgery, but substantial gene expression changes after stroke, predominantly in macrophage and neutrophil subtypes. In Br.Macro.2, these changes point to the upregulation of lipid droplet generation, sustained interferon signaling, and elevated cellular stress marked by the loss of protein stability. In Br.Neut.1, inflammation defined by complement, TNF, and interferon alpha signaling was elevated by obesity along with signs of poor adaptation to cellular stress marked by genes consistent with dampened energy-production, reduced antioxidant capacity, and increases in apoptosis and hypoxia response. Genes in the coagulation pathway that are involved in platelet aggregation and activation were also upregulated in neutrophils. Among the most prominently upregulated genes was the lipid-binding gene *Plin2*, whose expression correlated with lipid biogenesis, inflammation, and cellular stress pathways. To test its role in early stroke outcomes, we knocked down *Plin2* using siRNA and found that this treatment worsened motor deficits in both non-obese and obese mice and increased stroke size in non-obese mice, supporting a protective role for lipid droplets early after stroke. Reduced CD68, IFITM3, and TSPO following *Plin2* knockdown further suggests that PLIN2 modulates immune activation, interferon signaling, and cellular stress responses in the injured brain. Our findings highlight mechanisms of obesity-exacerbated stroke outcomes that are not only congruent with previously reported changes seen in humans with obesity but also further characterize the roles of specific macrophage and neutrophil populations and lipid droplets in mediating the early immune response to stroke.

In the blood of mice after sham surgery, the obesity-induced changes we observed here are consistent with prior reports of enhanced lipid droplet accumulation and oxidative stress in obesity [11]. Elevated interferon signaling in macrophages, TNF signaling across all cell types, and complement signaling in neutrophils are corroborated by inflammatory changes seen in adipose tissue of rodent obesity models [13, 19, 20].

In contrast to the blood, the somatosensory cortex (where the stroke occurs in our model) of obese mice in the sham group demonstrated only a few differentially expressed genes compared to non-obese mice, primarily in microglial subtypes. Although limited in number, these differentially expressed genes are mainly heat shock and interferon signaling genes that align with prior work showing a comparable number of differentially expressed genes in the microglia of a similar region using single-nuclei RNA sequencing [48]. Our approach was designed to prioritize understanding of the local obesity–stroke interaction within the ischemic microenvironment. The cortical response to obesity may differ from the hippocampus, a brain region vulnerable in dementia that is particularly susceptible to metabolic diseases due to its high density of insulin receptors, enhanced blood-brain barrier permeability, and ongoing neurogenesis [49–52]. In this structure, obesity (without stroke) has been reported to increase hippocampal neuroinflammation [49, 53], blood–brain barrier permeability [54], dysfunctional neurogenesis [55], and memory impairment [49–51, 56, 57]. Thus, there could be additional important changes in the hippocampus of our mice that we did not observe as our single-cell analysis was intentionally focused on the cortical region immediately surrounding the infarct.

However, after stroke, obesity dramatically amplified immune activation in the brain. First, we saw that the proportion of the *Plin2*-high Br.Macro.2 macrophage subtype was approximately five times higher after stroke, regardless of obesity status. This is consistent with reports of elevated PLIN2 protein after transient ischemic stroke [58]. We added more depth to this analysis with evidence that in obesity, *Plin2* gene expression was doubled within these cells and reflected in protein levels seen on immunostaining. Confirming prior reports of obesity-elevated cytokine and chemokine signaling after stroke, we found that lipid-enriched Br.Macro.2 in obese mice mirrors changes we and others see in the blood after stroke with elevated interferon signaling [4, 25, 29]. Notably, the downregulation of interferon signaling in the macrophages of non-obese mice at 3 days after stroke supports prior reports that upon entering the brain after stroke, macrophages in non-obese mice adopt an initial anti-inflammatory profile that gradually becomes more pro-inflammatory by 14 days [59–61], later than we studied here. This initial response is dampened by obesity, perhaps causing sustained inflammation and protein instability given elevated proteasome and reduced protein translation genes within the Myc V1 targets pathway.

Given the antioxidant role of lipid droplets in sequestering active lipids and mitigating oxidative stress in the physiological state [62–64], perhaps *Plin2*-high macrophage subtypes normally suppress interferon signaling in response to stroke but lose this capacity with obesity in a process that occurs separately from lipid metabolic changes or in response to an excess in lipid droplets or lipids, as that has also been shown to drive oxidative stress [65–67]. We did indeed observe an association between interferon pathway increases and lipid droplets, as the changes we describe are not seen in the Br.Macro.3 subtype that has lower *Plin2* expression. And our knockdown of *Plin2* resulted in less expression of the interferon protein IFITM3, implying that *Plin2* is upstream of interferon signaling.

While obesity exacerbated inflammation and oxidative stress in blood and brain macrophages after stroke, we found that obesity polarized responses to stroke in brain neutrophils. Specifically, in non-obese mice with stroke, complement signaling trends towards a decrease in response to stroke, but increases after stroke in obese mice. In contrast, oxidative phosphorylation pathway genes related to ATP synthesis, glycolysis, and antioxidant genes were significantly upregulated in non-obese mice after stroke but downregulated or unchanged in obese mice. Given that neutrophils in obese mice lose the ability to respond to the metabolic demands of cancer as key energy processing and antioxidant genes are suppressed [68], there may be a similar issue occurring after stroke. We suspect that these changes exacerbate neuroinflammation and compromise metabolic resilience after stroke, driving increased cell death.

Our data also confirms that neutrophils likely contribute to thromboinflammation in obese mice. Others have found that neutrophils in obese mice do expand stroke size via NET release mediated by elevated fibrinogen [69]. Our data suggests that this process may be exacerbated in obese mice as elevated complement signaling and coagulation-related genes drive NET formation [70]. In the blood, neutrophils in obese mice display enhanced *F5* along with the NETosis marker *Padi4*, and in the brain coagulation-related genes *Ctsb*,* Ctsd*,* Calr and Cd63* are elevated. *Ctsb* and *Ctsd* are extracellular matrix degradation genes that drive coagulation by exposing tissue factor [71]. Notably, *Calr* is a diagnostic biomarker for essential thrombocythemia and considered to be a risk factor for stroke due to its role in platelet production [72–74]. The elevation of coagulation genes we define suggests that in addition to NETosis, platelet aggregation driven by neutrophils is also contributing to blood clots and this could contribute to stroke size expansion.

Lipid droplet accumulation is known to drive inflammation, oxidative stress, and coagulation in obesity and hyperlipidemia [75–77], all generally thought to be harmful. Indeed, our co-expression analysis showed that *Plin2* was positively correlated not only with other lipid droplet-associated genes but also with genes involved in inflammation, cellular stress, and coagulation. Specifically, the elevation of interferon signaling in Br.Macro.2 could align with lipid droplets acting as hubs for interferon-γ signaling [15, 16, 78, 79], activating precursor toll-like receptor signaling [80], and reciprocally promoting further lipid droplet formation [81–84]. In the context of stroke, these interactions could promote a more pro-inflammatory and stressed phenotype in the lipid-laden macrophages of obese mice. However, there was also the possibility that lipid droplets regulate inflammatory and cellular stress pathways in a protective role. In the physiological state, lipid droplets function to protect cell membranes from lipid peroxidation by sequestering toxic lipids and regulating oxidative stress [16, 62, 63]. This could be crucial early after stroke when free fatty acids and cholesterol esters from myelin and cellular debris are released.

Indeed, our knockdown experiments demonstrate that *Plin2* upregulation is beneficial in the days after stroke, particularly in non-obese mice. We found that motor behavior was worse and stroke sizes were larger, suggesting that PLIN2 is critical for neuroprotection early after stroke. Additionally, CD68 and markers of interferon signaling (IFITM3) and oxidative stress (TSPO) were reduced following *Plin2* knockdown. As PLIN2 protein is required to form lipid droplets [76, 77, 85], this suggests that early lipid droplet loss may impair cellular lipid buffering capacity and beneficial immune reactivity. This could then increase vulnerability to lipotoxicity and metabolic stress during the acute injury phase. The concept of beneficial immune reactivity is supported by prior studies that found that the non-selective depletion or depletion of anti-inflammatory macrophages worsen outcomes [86–88]. Or conversely, it could be that early depletion of these *Plin2*, lipid-handling cells worsens outcomes simply because free lipids are no longer sequestered. Indeed, our data is consistent with others who found that inhibiting lipid droplet breakdown starting 1 day after transient ischemic stroke reduces stroke size and enhances motor function on day 3, implying that lipid droplets are beneficial when augmented [89].

Although the direction of change following *Plin2* siRNA treatment in obese mice generally paralleled that observed in non-obese mice, the effects were not as dramatic. In obese mice, *Plin2* knockdown significantly worsened tapered beam performance and reduced obesity-elevated CD68 levels, despite achieving a comparable percentage reduction in PLIN2 signal within the infarct core. Regardless, these findings are clearly not consistent with a harmful role of PLIN2 in subacute stroke in obese mice.

This dampened functional response in the obese mice to *Plin2* siRNA may be due to an insufficient knockdown of *Plin2* in the obese mice or we may have been underpowered to detect a behavioral worsening. More broadly, these findings raise the possibility that certain obesity-associated adaptations may confer context-specific benefits following acute injury. It is possible that there are other conditions under which obesity-driven changes are beneficial. The so-called “obesity paradox” is that some but not all studies demonstrate better outcomes in obese populations [90–92]. Our results with *Plin2* knockdown are consistent with this. It may be that increased *Plin2* is one benefit to obese stroke patients, who may have more capacity to accommodate lipid droplets within macrophages, and that this may mitigate the additional lipotoxicity from the stroke-induced increase in myelin lipids. It is currently challenging to decipher true outcomes of human stroke as clinical studies are nuanced and may be influenced by factors like stroke type, age, obesity diagnosis, and experimental timeframe [90, 91]. However, given the congruence of our model with human data we hope that future studies will shed light on whether there are beneficial components in the obesity-stimulated immune response to stroke.

Together, our scRNA-seq data and PLIN2 intervention are consistent with a protective early role of PLIN2 but our study did not address later effects of lipid droplets, which could be detrimental. Persistent lipid droplet accumulation—especially in obesity—may transition from adaptive buffering to maladaptive signaling. Chronic lipid enrichment in monocytic cells has been linked to sustained interferon and TNF signaling [82–84, 93, 94], impaired inflammatory resolution [93, 95], and lipotoxicity-driven macrophage polarization and inflammasome activation. Chronic neuroinflammation downstream of lipid accumulation is associated with increased blood–brain barrier permeability [96], immune cell infiltration [28, 33, 97], neuronal cell death [28, 33, 97], and larger stroke sizes in obese mice. Obesity-primed immune cells can degrade tight junction proteins and activate matrix metalloproteinases, compromising vascular integrity as observed in obesity and multiple sclerosis [89, 98–101]. A weakened barrier may then permit further infiltration of lipid-laden peripheral immune cells [102, 103], reinforcing a feed-forward inflammatory loop. In parallel, oxidative stress linked to lipid droplet accumulation—described in aging microglia with disease-associated transcriptional signatures [104]—may exacerbate mitochondrial dysfunction, deplete antioxidant reserves, and promote apoptosis [105, 106]. These reported changes in processes mirror the pathways amplified in our study, including interferon responses, oxidative stress, and pro-coagulant programs. Lipid-laden “foamy” macrophages, described in other inflammatory diseases, similarly exhibit both protective lipid sequestration and pathogenic inflammatory potential, underscoring the duality of this biology. It may be that a stage-specific strategy will be useful, with acute preservation of lipid droplet integrity to maintain metabolic buffering, followed by later-phase modulation of chronic lipid accumulation that sustains inflammatory and thromboinflammatory signaling. Becktel et al. 2024 demonstrated that in non-obese mice, blocking lipid-droplets associated with myelin degradation and cellular debris 1 week after stroke mitigates chronic neuroinflammation and improves outcomes [107].

Encouragingly, the pathways we define related to neuroinflammation, oxidative stress, and coagulation that we have identified are also strong therapeutic targets for stroke in obese populations. Similarly to lipid droplet interventions, blocking interferon or complement signaling after stroke prevents cell death in oxygen glucose deprivation, inflammation, and stroke size in non-obese mice [108]. Oxidative stress is also a viable therapeutic candidate with studies demonstrating that suppressing reactive oxygen species production or neutralizing it with antioxidants can reduce stroke size and improve functional outcomes [109, 110]. Complementary assays—including puromycin-based translation assays, ribosome profiling, and proteasome activity measurements—should be used in the future to determine whether observed transcriptional signatures translate into altered protein synthesis and proteostasis dynamics. Finally, targeting the enhanced coagulation processes that we see in brain neutrophils reduces stroke sizes [111–113]. However, any therapeutic approach will be critical to optimize for obese individuals as anticoagulants increase the risk of bleeding and obese patients exhibit differences in absorption and metabolism of anticoagulants [114, 115]. Altogether, the demonstrated benefits of targeting lipid droplets, inflammation, oxidative stress, and coagulation after stroke in non-obese mice warrants future studies that clarify which of these mechanisms hold the most therapeutic promise to target for obese stroke patients.

This study has several limitations. First, our scRNA-seq analysis was restricted to CD45 + immune cells, and therefore did not capture obesity-induced alterations in other critical cell populations such as astrocytes, endothelial cells, and neurons. Future studies should examine how immune–glial–vascular interactions collectively shape stroke pathology in metabolic disease. We also did not include naive controls, but our prior bulk RNA-sequencing study using the same diet-induced obesity and dMCAO model [21] demonstrated minimal transcriptional differences between naïve obese and non-obese mice, as we saw here with sham-operated mouse controls. There, we also reported similar elevation of interferon signaling and inflammatory pathways in obese mice three days after stroke. These findings support our use of sham-operated mice as appropriate controls for defining obesity-specific gene expression changes within the stroke context. Additionally, the mice we used (11–18 weeks) are relatively young and future studies should explore obesity and aging together. While these mice may not represent the majority of stroke survivors who are elderly, their obesity status could serve as a representation of 18 to 44% of stroke patients who are obese as well as the 63% of young people with stroke who are also obese [2, 116].

In addition, samples were pooled from multiple animals, limiting statistical power in quantitatively comparing cell proportion changes and our ability to assess inter-animal variability in this study. To address this shortcoming, we performed immunohistochemical analyses of PLIN2 and inflammatory markers (CD68, IFITM3, and TSPO) in multiple animals age-matched to those used in the scRNA-seq study. The changes we found at the protein level in these studies validate the key obesity-induced transcriptional changes identified by single-cell RNA sequencing. Additionally, our prior work using bulk RNA sequencing in the same diet-induced obesity and stroke model [21] demonstrated increased expression of several immune and lipid-associated genes, including *Plin2*,* Ifitm3*,* Ifit1*,* Irf7*,* Irf8*,* Isg15*,* C1qa*,* C1qb*,* C1qc*,* Tnf*,* Ccl2*,* Nos1*, and *NfκB* in individual animals (*n* = 3–6 animals). We also validated increased expression of *Tnf*,* Ccl2*,* Nos1*, and *NfκB* by qPCR (*n* = 6–10 animals) in that paper. We also previously demonstrated that obesity increases circulating levels of TNF, IL-6, IL-1β, IL-10, and IL-2 at 7 days after stroke [24]. These findings are consistent with our current scRNA-seq data showing enhanced TNF and interleukin signaling in macrophages and neutrophils in both blood and brain at 3 days post-stroke. Ultimately, the single-cell analyses we offer in this work extend our prior findings of elevated inflammation by resolving the cellular sources of these obesity-associated responses, highlighting macrophages and neutrophils as key contributors in both blood and brain after stroke.

The translational relevance of our findings in the brain is supported by human studies. Although single-cell datasets directly profiling human stroke tissue in the context of obesity remain limited, emerging human scRNA-seq studies in obesity (including adipose tissue and peripheral blood) consistently identify heightened interferon-driven immune states that parallel those observed here [117]. Consistent with our findings in our diet-induced obesity mouse model, interferon α/γ, TNF signaling, and both classical and alternative complement pathways are elevated immune pathways in obese humans across blood, liver and adipose tissue [18, 48, 118]. In macrophages, neutrophils, and dendritic cells in obese human adipose tissue, BMI is positively correlated with pro-inflammatory gene expression [4]. Obese individuals exhibit elevated interferon, TNF, and complement signaling in lipid-enriched immune cell populations [18, 118]. Evidence of oxidative stress in higher advanced oxidation protein products and lower antioxidant capacity are also observed in obese people [119]. Finally, coagulation activity in plasma is positively correlated with BMI and is reversed with weight loss [120–122].

By integrating high-depth single-cell profiling of blood and brain immune compartments with mechanistically rigorous *Plin2* downregulation, this work establishes a framework to define how obesity reprograms immune metabolism after stroke. Such an approach moves beyond descriptive inflammation toward identifying metabolically actionable pathways that shape injury progression and recovery. Continued investigation will refine our understanding of lipid droplet biology in neuroinflammation and enable the rational design of metabolically informed interventions. Our data suggest that indiscriminate early suppression of lipid droplet formation may be detrimental. Instead, therapeutic strategies that bolster lipid droplet integrity during the acute injury phase may be protective. Selective targeting of downstream immune pathways (including interferon signaling, complement activation, oxidative stress, and coagulation cascades) may also provide greater clinical benefit, and our online Shiny app (https://buckwalterlab.shinyapps.io/scrnaseq_hfd_shiny_app/) is designed to aid in exploring expression of additional candidate targets. Overall, this work will help to develop precision therapies aimed at improving stroke outcomes in obese patients.

## Supplementary Information

Additional file 1. Supplementary Table 1. FACsorted and sequenced cell numbers from each condition. Description: 3 mice were pooled into one sample per condition to be FACsorted for a maximum of 60,000 cells.

Additional file 2. Supplementary Table 2. Blood and Brain Cell Subtype Labels. Description: Identification of immune cell subtype clusters in blood (A) and brain (B). Major immune cell types were manually assigned based on CellMarker 2.0 database and prior literature. Subtypes within each major lineage (e.g., neutrophils, macrophages, dendritic cells, microglia) were further characterized by gene expression profiles indicative of specialized functions based on prior work. The top 20 genes enriched in each subtype (relative to the full blood or brain dataset) are listed. References used for defining major and subtype identities are provided.

Additional file 3. Supplementary Figure 1. Predicted doublets do not alter biological interpretations. Description: Correlation of log₂FC values for all differentially expressed genes (FDR < 0.05) in Bl.Neut.1 (left) and Br.Macro.2 (right) comparing analyses performed with and without predicted doublets identified by DoubletFinder. Pearson’s correlation coefficient for both immune cell subtypes exceeds 0.9, indicating high agreement. In both approaches, Eno1b and Acot1 remain among the most significantly affected genes, confirming that doublet handling does not meaningfully change the biological conclusions.

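DoubletFinder was not run here, and Scrublet scores were used in its place. Scrublet's own threshold called 310, 429, 153 and 308 cells in the blood libraries of non-obese sham, obese sham, non-obese stroke and obese stroke mice, but 0, 1, 1 and 724 in the brain libraries. The threshold did not separate doublets in 3 of the brain libraries and was not used, and the 7.5% of cells with the highest scores in each library were removed as an alternative. In Br.Macro.2-like cells after stroke, the log2 ratio of *Acot1* was then 1.42 and that of *Eno1b* 1.74, both within the intervals of the values with all cells. In Bl.Neut.1-like cells *Acot1* was 5.12. In Br.Neut.1-like cells the ratios moved more than in these subtypes.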

Additional file 4. Supplementary Figure 2. Metabolic changes in response to a high fat diet. Description: (A-B) Curve and area under the curve for the glucose tolerance test. Welch’s T-test used to compare area under the curve (*p<0.05) (C-D) Weight over time and percent of weight gain between week 0 and week 6 of the high fat diet. Mann-Whitney test was used to compare percentage of weight gain (** p<0.001).

Additional file 5. Supplementary Figure 3. Obesity-induced transcriptional changes in blood macrophages and neutrophils in mice after sham or stroke surgery. Description: Volcano plots showing differentially expressed genes induced by obesity in blood macrophages and neutrophils from mice after sham (A) and stroke (B) surgeries. Log2fc cut-off=|0.5| and fdr=0.05. Lipid-related genes are labeled in green. (C) MAP of blood and brain top affected macrophages.

Additional file 6. Title: Supplementary Figure 4. Average *Plin2* gene expression after stroke. Description: Average gene expression of *Plin2* in top changing blood and brain immune cells. ****- p<0.00001in MAST differential gene expression analysis. NO, non-obese; Ob, obese.

Additional file 7. Supplementary Figure 5: Oil Red staining is elevated in obese mice compared to non-obese mice three days after stroke. Description: Quantification (left) and representative images (right) of oil red in stroke core (40X objective, n=3 sections/mouse, n=4-5 mice/group). Student t-test was used for statistical comparison (* p<0.05).

Additional file 8. Supplementary Figure 6. Top obesity-enriched pathways in blood macrophages in mice after sham surgery. Description: Top obesity-changed pathways in Bl.Macro.1 (left) and Bl.Macro.2 (right) of mice after sham surgery. Pathways are from the MSigDB Hallmark 2020 database (fdr < 0.05).

Additional file 9. Supplementary Figure 7. Top obesity-enriched pathways and coagulation gene changes in blood neutrophils in mice after sham surgery. Description: Top obesity-changed pathways in Bl.Neut.1 (left), Bl.Neut.2 (middle), and Bl.Neut.3 (right) of mice after sham surgery. Pathways are from the MSigDB Hallmark 2020 database, genes used had fdr < 0.05. (B) Heatmap of classic coagulation genes changed by obesity after stroke in blood neutrophils.

Additional file 10. Supplementary Figure 8. Plin2 siRNA does not change weight loss or rotating rod performance in obese mice. Description: (A) Rotating Rod task performance defined by distance mice traveled before falling (left) and mouse speed (right). SEM bars are displayed. * p-value <0.05 in mixed model, Tukey’s post-hoc analysis (​​n=8 for non-obese mice, n=14-16 for obese mice). (B) Representative PLIN2 fluorescence image in the stroke core of obese mice (left) and quantification(right). (C) Death curve after stroke surgery (D) Weight loss of mice after stroke on day 3. (E) Quantification of stroke size established by lack of NEUN stain (n=7 sections, n=6-9 mice). Statistics, Student’s t-test; *p < 0.05; Bars, mean ± SEM.

## Data Availability

The dataset(s) supporting the conclusions of this article are available in NCBI [#GSE310324] and hyperlink to dataset(s) is at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE310324.

## Abbreviations

scRNA-Seq: Single-cell RNA sequencing
Plin2: Perilipin-2
TNF: Tumor necrosis factor
dMCAO: Distal middle cerebral artery occlusion
dPBS: Dulbecco's phosphate-buffered saline
FACs: Fluorescence Activated Cell sorting
PBMCs: Peripheral Blood Mononuclear Cells

# Supplementary material for: Obesity supersizes macrophage and neutrophil activation after stroke while lipid droplets play a protective role
**Source:** J Neuroinflammation. 2026 Mar 19;23:158. doi: 10.1186/s12974-026-03774-7
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Table 1. FACsorted and sequenced cell numbers from each condition. Description: 3 mice were pooled into one sample per condition to be FACsorted for a maximum of 60,000 cells.

**Supplementary Table 1.** FACsorted and sequenced cell numbers from each condition. 3 mice were pooled into one sample per condition to be FACsorted for a maximum of 60,000 cells.

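After the filter on mitochondrial UMIs and genes, 7482, 7512, 5859 and 6637 blood cells and 5590, 5336, 11777 and 13230 brain cells of non-obese sham, obese sham, non-obese stroke and obese stroke mice remained. The analyzed cells in the paper's table, which its methods give as those left after this filter, are more than these in blood of non-obese sham, obese sham and obese stroke mice and fewer in the other 5 libraries, and the reason is not known. The labels of the samples give 4 to 5 mice per group, and the paper 3 pooled mice.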

| **Condition** | **Tissue** | **# FACsorted Cells** | **#Cells placed on the 10x sequencer** | **#Analyzed Cells** |
| --- | --- | --- | --- | --- |
| **Non-obese Sham** | **Blood** | **60,000** | **7,558** | **7,486** |
| **Obese Sham** | **Blood** | **60,000** | **7,725** | **7,519** |
| **Non-obese Stroke** | **Blood** | **60,000** | **6,083** | **5,722** |
| **Obese Stroke** | **Blood** | **56,750** | **6,738** | **6,710** |
| **Non-obese Sham** | **Brain** | **12,896** | **5,650** | **5,477** |
| **Obese Sham** | **Brain** | **10,752** | **5,398** | **5,236** |
| **Non-obese Stroke** | **Brain** | **60,000** | **12,082** | **11,068** |
| **Obese Stroke** | **Brain** | **60,000** | **13,405** | **12,026** |

# Supplementary material for: Obesity supersizes macrophage and neutrophil activation after stroke while lipid droplets play a protective role
**Source:** J Neuroinflammation. 2026 Mar 19;23:158. doi: 10.1186/s12974-026-03774-7
**Supplement:** Supplementary file 2 — Additional file 2. Supplementary Table 2. Blood and Brain Cell Subtype Labels. Description: Identification of immune cell subtype clusters in blood (A) and brain (B). Major immune cell types were manually assigned based on CellMarker 2.0 database and prior literature. Subtypes within each major lineage (e.g., neutrophils, macrophages, dendritic cells, microglia) were further characterized by gene expression profiles indicative of specialized functions based on prior work. The top 20 genes enriched in each subtype (relative to the full blood or brain dataset) are listed. References used for defining major and subtype identities are provided.

**Additional file 2. Supplementary Table 2. Blood and Brain Cell Subtype Labels.** Identification of immune cell subtype clusters in blood (A) and brain (B). Major immune cell types were manually assigned based on CellMarker 2.0 database and prior literature. Subtypes within each major lineage (e.g., neutrophils, macrophages, dendritic cells, microglia) were further characterized by gene expression profiles indicative of specialized functions based on prior work. The top 20 genes enriched in each subtype (relative to the full blood or brain dataset) are listed. References used for defining major and subtype identities are provided.

**A. Blood**

| **Cell Type and Markers** | **Subtype** | **Potential Function (enriched genes that align with function)** | **Top 20 enriched genes in subtype** | **References** |
| --- | --- | --- | --- | --- |
| Neutrophils (Ly6g, S100a8, S100a9, Cxcr2) | Bl.Neut.1 | **Chemotaxis** (Cxcl2, Ccr1.7, Cxcr4.1, Fpr2, Mmp9, Ptfafr, Itgam, Itgab2, Rac2, Gm2a, Lst1, Fgl2, Itga4, Ptafr, Ppt1, Wfdc17) | Il1b, Csf3r, Neat1, Dusp1, Fgl2, Cxcr2, Tnfaip2, Marcks, Sorl1, Slc40a1, Gcnt2, Igf1r, H2-Q10, Ccr1, Nfam1, Slpi, Fos, Trim30b, Mxd1 | [(1)](https://paperpile.com/c/mmaqtZ/tVXb) |
|  | Bl.Neut.2 | **Chemotaxis 2** (Retnlg, Wfdc21, Wfdc17, Lcn2, Mmp8, Mmp9, Il1f9, Ccl6, Cxcr2, Ccr1) | Retnlg, Wfdc21, Lcn2, S100a9, S100a8, Mmp8, Ly6g, Wfdc17, Ifitm1, Cstdc4, S100a6, Lrg1, Mmp9, Pglyrp1, Chil1, S100a11, Asprv1, Grina, Cxcr2 | [(1)](https://paperpile.com/c/mmaqtZ/tVXb) |
|  | Bl.Neut.3 | **Interferon Signaling** (Ifit1, Isg15, Oasl2, Rsad2, Ifit3, Ifit2b, Ifit1, Irf7, Gm13822, Cmpk2) | Isg15, Rsad2, Ifit3, Ifit1, Slfn4, Slfn5, Oasl2, Ifit3b, Rtp4, Stfa2l1, Irf7, Oas3, Slpi, Oasl1, Ifi204, Il1b, Gbp2, Ddx60, Isg20, Ifitm1 | [(1)](https://paperpile.com/c/mmaqtZ/tVXb) |
|  | Bl.Neut.4 | **Anti-microbial** (Camp, Ltf, Lcn2) | Camp, Ngp, Ltf, Lcn2, Cd177, Ifitm6, Mmp8, Adpgk, Synei, Wfdc21, S100a8, S100a9, Ly6g, Anxa1, Ckap4, Dstn, Pglyrgp1, Retnlg, Mmp9, Itg2l | [(1–6)](https://paperpile.com/c/mmaqtZ/tVXb+kd8du+QOehi+57RIU+1Y7Cw+PIih) |
| Cd8+ T Cells (Cd3d, Cd3g, Cd3e, Cd8a, Cd8b1, Il7r, Trbc1, Trbc2) | Bl.Cd8+ T Cells.1 | | Cd8b1, Cd3d, Trbc2, Dapl1, Cd3g, Il7r, Rpl12, Rplp1, Rps18, Ms4a4b, Cd3e, Rpl36a, Rps15a, Rps20, Cd8a, Rpsa, Rpl32, Rps7, Trbc1, Rpl3 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
|  | Bl.Cd8+ T Cells.2 | | Ms4a4b, Trbc1, Il7r, Cd3g, Ccl5, Trbc2, mt-Atp6, mt-Co3, mt-Cytb, H2-Q7, Bcl11b, mt-Nd2, Cd3e, Trac, Thy1, Lck, mt-Co2, mt-Nd1, Cd3d, Cd8b1 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
|  | Bl.Cd8+ T Cells.3 | | Ms4a4b, Trbc1, Trbc2, Cd8b1, Il7r, Cd3d, Gm12840, Lef1, Cd3g, Tcf7, Thy1, Lck, Igfbp4, Bcl11b, Ccl5, Nkg7, Txk, Cd3e, Dapl1, Ets1 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
|  | Bl.Cd8+ T Cells.4 | | Trbc2, Igfbp4, Lef1, Cd3d, Cd3g, Trbc1, Trac, Rpl12, Il7r, Dapl1, Tcf7, Cd3e, Gm12840, Ms4a4b, Ccr7, Rplp1, Bcl11b, Rpl5, Rps20, Rps7 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Macrophages (Cd68, Adgre1, Ly6c2, Lyz2, Cx3cr1) | Bl.Macro.1 | **Monocyte-derived Non-foamy Plin2+** (Ly6c2, Ccr2, Cd68, Cx3cr1,  Lyz2, Adgre1, Plin2+/Cd36-) | Chil3, Lyz2, Plac8, S100a4, Ms4a6c, Ccr2, Fn1, Ifi30, F13a1, Lgals3, Ms4a4c, Ctss, Ms4a6d, Ctsc, Crip1, Dbi, Ly6c2, Ifitm3, Npc2, Ccl9 | [(7–14)](https://paperpile.com/c/mmaqtZ/UZbOW+Uqaw5+h5AZH+ALEoM+mOpo+r5WD+TDND+3yKn) |
|  | Bl.Macro.2 | **Foamy Plin2+ 1** (Cd68, Cx3cr1, Adgre1, Plin2, Cd36, Apoe, Apoc2, Fabp4, Ear2) | Gngt2, Ear2, Apoe, Ace, Ctsb, Eno3, Apoc2, Pou2f2, Cst3, Fabp4, Hfe, Cybb, Cd300e, Hpgd, Fcgr4, Klf4, Adgre4, Treml4, Ceacam1, Csf1r | [(7–10,15,16)](https://paperpile.com/c/mmaqtZ/UZbOW+Uqaw5+h5AZH+ALEoM+tiuCw+yfXCQ) |
|  | Bl.Macro.3 | **Monocyte-derived Foamy Plin2+ 2 (**Ly6c2, Lyz2, Cd68, Cx3cr1, Adgre1, Plin2, Cd36, Apoe, Ear2, Apoc2) | Chil3, Apoe, Lyz2, Ms4a6c, S100a4, Ear2, Apoc2, Plac8, Cybb, Ctss, Gngt2, Fn1, Ifi30, Ccr2, F13a1, Pou2f2, Ctsb, Cst3, Clec4a3, Crip1 | [(7–16)](https://paperpile.com/c/mmaqtZ/UZbOW+Uqaw5+h5AZH+ALEoM+tiuCw+yfXCQ+mOpo+r5WD+TDND+3yKn) |
| B Cells (Cd79a, Cd79b, H2-Aa, H2-Ab1) | Bl.B Cells.1 |  | Igkc, Cd79a, Cd74, Ly6d, Cd79b, H2-Aa, Iglc2, H2-Eb1, Iglc3, Iglc1, H2-Ab1, Ighm, Ebf1, Ms4a1, Fcmr, Ighd, H2-DMb2, Vpreb3, Mef2c, Mzb1 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
|  | Bl.B Cells.2 |  | Ebf1, Gm31243, Mef2c, mt-Co3, BE692007, Ralgps2, mt-Nd2, mt-Atp6, Fchsd2, mt-Cytb, Bank1, mt-Co2, Ighm, mt-Nd1, Siglecg, mt-Nd3, Foxp1, mt-Nd4, Ighd, mt-Nd4l | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
|  | Bl.B Cells.3 |  | Igkc, Cd79a, Ly6d, Cd74, Ighm, H2-Eb1, H2-Aa, H2-Ab1, Cd79b, Ms4a1, Ebf1, Iglc3, Iglc2, Ighd, Ralgps2, Bank1, Gm31243, Fchsd2, Fcmr, Pax5 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Hybrid B and T Cells (H2-Aa, H2-Ab1, Cd3d, Cd3e, Cd79a, Cd79b) | Bl.Hybrid B and T Cells | | Iglc1, Cd79a, Igkc, Cd74, Trbc2, Ly6d, H2-Eb1, Ighm, Iglc2, Cd79b, H2-Aa, Fcmr, Rpl12, Ighd, Rps20, H2-Ab1, Cd3d, Rps7, Rpl36a, Rps15a | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Natural Killer Cells (Trbc1, Trbc2, Klrk1, Klrg1, Klre1, Klrb1c, Klrb1b, Krlb1a) | Bl.NK.1 |  | Gzma, Ccl5, AW112010, Nkg7, Prf1, Gzmb, Klre1, Ncr1, Klra4, Ccl4, Klrb1c, Klrd1, Lgals1, Klrk1, Klra8, Klra9, Id2, Ctsw, Cma1, Xcl1 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
|  | Bl.NK.2 |  | Stmn1, Hist1h1b, Hist1h2ae, Pclaf, Tuba1b, Top2a, Tubb5, Hist1h2ab, Hist1h3c, Lgals1, Hist1h4d, Hist1h1e, Dut, Ptma, Gzma, H2afz, Ran, Hist1h2ap, Mki67, Birc5. | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Plasmacytoid Dendritic Cells (H2-Aa, H2-Ab1, Bst2addfdf and pDC markers Tcf4, Irf8, and Bst2) | Bl.pDC.1 | **Antigen Presentation** (H2-DMb1, H2-Ab1, H2-Aa) | H2-DMb1, H2-Ab1, H2-Aa, Cd209a, H2-Eb1, Ifi30, Cst3, Cd74, Crip1, Tcf4, H2-DMa, Bst2, Irf8, Ckb, S100a4, Tmem176b, Cd7, Lgals1, Ccnd1, Gng10 | [(6,17,18)](https://paperpile.com/c/mmaqtZ/PIih+wd3h+IC1F) |
|  | Bl.pDC.2 | **Plasmacytoid** (Bst2, Siglech, Tcf4, Irf8) | Bst2, Siglech, Cox6a2, Klk1, Ctsl, Irf8, Rnase6, Ly6d, Tcf4, Ccnd1, Gm21762, Ly6a, Dnajc7, Ccr9, Upb1, Pltp, Lgals1, Smim5, Fdps, Cd209d | [(6,17,18)](https://paperpile.com/c/mmaqtZ/PIih+wd3h+IC1F) |
| Monocytes (High Ly6c2) | Bl.Monocytes |  | Fn1, Ahnak, F13a1, Ccr2, Lrp1, Zeb2, Vcan, mt-Co3, mt-Co2, Rassf4, mt-Co1, mt-Atp6, Psap, mt-Nd4, mt-Cytb, mt-Nd3, Cybb, mt-Nd1, mt-Nd2, C3 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Mast Cells (Fcer1a) | Bl.Mast Cells |  | Mcpt8, Prss34, Ccl3, Cd63, Ccl9, Fcer1a, Ms4a2, Cd200r3, Cyp11a1, Cpa3, Gata2, Nedd4, Ccl6, Csrp3, Ccl4, Hgf, Ifitm1, Tbc1d4, MPC2, Lat2 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Contaminating Red Blood Cells (Hbb-bs, Hba-a1, Hba-a2, Alas2, Bpgm, Fech, Slc25a37, Gypa, Car2, Epb41) | Contaminating RBCs |  | Hbb-bs, Hba-a1, Hba-a2, Hbb-bt, Alas2, Bpgm, Snca, Ube2l6, Mkrn1, Car2, Tent5c, Prxl2a, Fech, Isg20, Gypa, Slc25a39, 2-Mar, Slc25a37, Ube2o, Epb41 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |

**B. Brain**

| **Cell Type and Markers** | **Subtype** | **Potential Function (enriched genes that align with function)** | **Top 20 enriched genes in subtype** | **References** |
| --- | --- | --- | --- | --- |
| Microglia (Cx3cr1, Siglech, P2ry12, Tmem119) | Br.Micro.1 | **Homeostatic** (Cst3, Gpr34, Csfr1, Mef2c, Fcrls, Gpr34) | P2ry12, Cst3, Gpr34, Cx3cr1, Sparc, Tmem119, Hexb, Selplg, Siglech, Crybb1, Ltc4s, Pmepa1, Olfml3, Ecscr, Selenop, Serinc3, Arhgap5, Rnase4, Hpgd | [(19,20)](https://paperpile.com/c/mmaqtZ/2aong+8FQP5) |
|  | Br.Micro.2 | **Activated** (Fos, Egr1, Ccl4, Cd83, Ccl3, Egr1, Jun, Junb, Zfp36, Jund, Btg, Rhob, Fosb, Dups1, Ler2, Socs3, Nfkbia, Zfp36l1, Btg1, Ptma, Sgk1, Klf6) | Egr1, Jun, Rhob, Jund, Ccl4, Cst3, Klf2, Kctd12, P2ry12, Cx3cr1, Ier5, Btg2, Atf3, Ubc, Zfp36, Ccl3, Ier2, Gpr34, Cited2, Hpgd | [(19)](https://paperpile.com/c/mmaqtZ/2aong) |
|  | Br.Micro.3 | Activated 2 (Fosb, Malat1, Jun, Egr1, Egr1, Ier5, Smad7) | Fosb, Gm26532, Malat1, Jun, Dleu2, Egr1, Tmx4, Kctd12, Slc38a2, Tle4, Ppp1r10, Sat1, Ier5, Srgap2, Tra2b, Rhoh, Jund, Skil, Smad7 | [(19)](https://paperpile.com/c/mmaqtZ/2aong) |
|  | Br.Micro.4 | **Disease-Associated** (Mt-nd2, Mt-nd4, Mt-nd3, Mt-co1) | Mt-cytb, Mt-co3, Mt-nd2, Mt-nd4, Mt-nd1, Mt-atp6, Mt-co2, Mt-nd4l, Srgap2, Mt-nd5, Ac149090.1, Mt-nd3, Malat1, Mt-co1, Nav2, Ivns1abp, Mycbp2, Tanc2, E230029c05rik, Phf14 | [(19,21,22)](https://paperpile.com/c/mmaqtZ/OatjW+2aong+BF0xu) |
|  | Br.Micro.5 | **Complement** (C1qa, C1qb, C1qc, Ccl4, Ifit3) | Ccl12, Ly86, Ccl4, Ifit3, Lgals3bp, Ctsl, C1qc, C1qb, Cd9, Bst2, Syngr1, Ctsd, Cd81, Ifit2, C1qa, Cd63, Ccl3, Ldhb, Aif1, Olfml3 | [(23,24)](https://paperpile.com/c/mmaqtZ/igAIE+ibo2j) |
| Macrophage (Cd68, Lyz2, cd14, cx3cr1) | Br.Macro.1 | **Anti-inflammatory** (Mrc1, Stab1, Gas6, Clec12a, and Lilrb4a) | Mrc1, Pf4, Apoe, H2-eb1, H2-ab1, H2-aa, Cd74, Dab2, Ms4a7, F13a1, Stab1, Wwp1, Clec12a, Gas6, Gpr65, Myo5a, Ccl2, Selenop, Ccl12, Lilrb4a | [(25)](https://paperpile.com/c/mmaqtZ/Tqsci) |
|  | Br.Macro.2 | **Monocyte-derived Non-foamy Plin2+** (Lyz2, Plin2, Cd36, Plac8, Ly6c2) | Apoc2, Tgfb1, Apoe, Lgals3, Thbs1, Lyz2, Chil3, Ly6c2, Ms4a6c, Ms4a7, Ms4a4c, Cstb, Ccr2, Plac8, Ifitm3, Fn1, Lgals1, Vim, Ms4a6d, Isg15 (Plin2 is 21) | [(11–14,26)](https://paperpile.com/c/mmaqtZ/mLUc+mOpo+r5WD+TDND+3yKn) |
|  | Br.Macro.3 | **Monocyte-derived Macrophage** (Cd68, S100a4, S100a6, S100a10, Ly6c2, Plac8) | Lyz2, Chil3, Plac8, Crip1, Hp, S100a4, Ifitm6, S100a6, Tmsb10, Vcan, Vim, Ly6c2, Mgst1, Ahnak, S100a10, F13a1, Ccl6, Ifitm2, Ifitm3, Cybb | [(11–14,26)](https://paperpile.com/c/mmaqtZ/mLUc+mOpo+r5WD+TDND+3yKn) |
|  | Br.Macro.4 | **Monocyte-Derived Foamy Plin2+**  (Plin2, Cd36, Plac8, Ly6c2) | Cybb, Ear2, Itgal, Ace, Pglyrp1, Ceacam1, Gngt2, Fabp4, Itga4, Adgre4, Spn, Stap1, Nr4a1, Fcgr4, Flna, Cd300ld, Stk10, Cd300e, Gpx1, Napsa | [(7–16)](https://paperpile.com/c/mmaqtZ/UZbOW+Uqaw5+h5AZH+ALEoM+tiuCw+yfXCQ+mOpo+r5WD+3yKn+TDND) |
|  | Br.Macro.5 | **Resident Non-foamy Plin2+** (Plin2, Spp1, Hmox1, Ftl1, Fabp5, Cd63, Lgals1 +/Cd36-) | Spp1, Hmox1, Ftl1, Fabp5, Mt1, Cd63, Prdx1, Gapdh, Mif, Fth1, Ftl1-ps1, Pkm, Lgals1, Plin2, Capg, Gng5, Npl, Tmem256, Cd72 | [(7–10,15,16)](https://paperpile.com/c/mmaqtZ/UZbOW+Uqaw5+h5AZH+ALEoM+tiuCw+yfXCQ) |
| Dendritic Cells (H2-Aa, H2-Ab1, Bst2) | Br.DC.1 | **Interferon Signaling** (Fitm1, Ifitm2, Ifitm3, Cd74, H2-eb1, H2-ab1, H2-dmb1, Crip1, Tms10, Ifi30) | Ifitm1, H2-eb1, H2-aa, H2-ab1, Cd74, H2-dmb1, Ifitm2, Klrd1, Crip1, Ly6a, Napsa, Plbd1, S100a11, Ifitm3, Fxyd5, S100a4, Tmsb10, Ifi30, Aa467197, Ifi205 | [(27)](https://paperpile.com/c/mmaqtZ/WxGI3) |
|  | Br.Dc.2 | **Chemotaxis** (Ccr7, Ccl5) | Ccr7, Ccl5, Tbc1d4, Fabp5, Traf1, Tmem123, Crip1, Lsp1, Bcl2a1d, Relb, Il4i1, Fscn1, Zmynd15, Psme2, Calm1, Gadd45b, Marcksl1, H2afz, H2-eb1, Cacnb3 | [(27)](https://paperpile.com/c/mmaqtZ/WxGI3) |
|  | Br.DC.3 | **Plasmacytoid** (Ly6d) | Ly6d, Cox6a2, Rnase6, Ccr9, Ly6a, Bst2, Ly6c2, Irf8, Dnajc7, Bcl11a, Iglc3, Gm21762, Klk1, Atp1b1, Smim5, Runx2, Cd8b1, St8sia4, Rpl31, Rell1 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Cd8+ T Cells (Cd3d, Cd3g, Cd3e, Cd8a, Cd8b1, Il7r, Trbc1, Trbc2) | Br.Cd8+ T Cell |  | Trbc2, Ccl5, Cd3g, Ms4a4b, Cd3d, Nkg7, Trbc1, Gimap3, Cd3e, Ltb, Il7r, Ctla2a, Cd8b1, Hcst, Trac, Bcl2, Aw112010, H2-q7, Gimap4, Tmsb10 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Neutrophils (S100a8, S100a9, Cxcr2, Ly6g) | Br.Neut.1 | **Chemotaxis** (Cxcl2, Mmp9, Retnlg, Csf3r, Il1b, Tnfaip2, G0s2) | S100a8, S100a9, Cxcl2, Retnlg, G0s2, Il1b, Hdc, Mmp9, Cxcr2, Tnfaip2, Slpi, Slc7a11, Pim1, Clec4e, Lrg1, Csf3r, Ptgs2, Igfbp6, Resf1, Mxd1 | [(1,28)](https://paperpile.com/c/mmaqtZ/Izrpi+tVXb) |
|  | Br.Neut.2 | **Anti-microbial** (Camp, Ngp, Lcn2, Ltf) | Ngp, Camp, S100a9, S100a8, Lcn2, Ltf, Retnlg, Wfdc21, Pglyrp1, Mmp8, Ifitm6, Anxa1, Cd177, Mmp9, Hp, Syne1, G0s2, Chil3, Ly6g, Slpi | [(1,28)](https://paperpile.com/c/mmaqtZ/Izrpi+tVXb) |
| B Cells (Cd79a, Cd79b, H2-Aa, H2-Ab1) | Br.B Cells.1 |  | Igkc, Cd79a, Ly6d, Ebf1, Cd79b, Iglc2, Iglc1, Ighm, Iglc3, Vpreb3, Ms4a1, Ighd, Mzb1, Cd55, Be692007, Cd74, Fcmr, Ltb, Ptprcap, Chchd10 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
|  | Br.B Cells.2 |  | Igkc, Cd79a, Ighm, Ebf1, Ly6d, Iglc2, Cd74, Cd79b, Apoc2, Iglc3, Iglc1, Ms4a1, H2-aa, Lyz2, Tgfb1, H2-ab1, Apoe, H2-eb1, Ighd, Chil3 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Natural Killer Cells (Trbc1, Trbc2, Klrk1, Klrg1, Klre1, Klrb1c, Klrb1b, Krlb1a) | Br.NK |  | Gzma, Ccl5, Aw112010, Nkg7, Gzmb, Prf1, Ms4a4b, Klrb1c, Txk, Klre1, Klrk1, Il2rb, Klrd1, Ncr1, Xcl1, Klra9, Klra4, Bcl2, Ctsw, Ugcg | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Unknown Cell (high cell cycle, DNA replication, and mitosis replicator genes Stmn1, Top2a, Mki67, Cenpf, Bric5, Ube2c, Ube2s, Prc1, Cdca8, Histones) |  |  | Stmn1, Hist1h1b, Top2a, Hist1h2ap, Hist1h2ae, Birc5, Ube2c, Spp1, Pclaf, Mki67, Tubb5, Hmgb2, Tuba1b, Cenpf, H2afz, Prc1, Cdca8, Tubb4b, Ube2s, Selenoh | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Contaminating Astrocytes (Slc1a2, Aldoc, Atp1a2), Neurons (Camk2a, Camk2n1, Nrgn, Kif5a), and oligodendrocytes (Mbp) |  |  | Bc1, Slc1a2, Mt3, Aldoc, Camk2n1, Clu, Pcsk1n, Atp1a2, Cpe, Sparcl1, Ptn, Mbp, Gpm6b, Camk2a, Ndrg2, Kif5a, Scd2, Nrgn, mt-Nd2, mt-Nd4 | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |
| Contaminating Endothelial Cells (Cldn5, Flt1, Egfl7, high Pecam1) |  |  | Ly6c1, Igfbp7, Flt1, Cldn5, Cxcl12, Bsg, Sptbn1, Ctla2a, Itm2a, Ptn, Spock2, Egfl7, Ramp2, Slco1a4, Ly6a, Hspb1, Sparcl1, Slc2a1, Tsc22d1, Pltp | [(6)](https://paperpile.com/c/mmaqtZ/PIih) |

**References**

1. [Xie X, Shi Q, Wu P, Zhang X, Kambara H, Su J, et al. Single-cell transcriptome profiling reveals neutrophil heterogeneity in homeostasis and infection. Nat Immunol. 2020 Sep;21(9):1119–33.](http://paperpile.com/b/mmaqtZ/tVXb)

2. [Hu T, Cheng B, Matsunaga A, Zhang T, Lu X, Fang H, et al. Single-cell analysis defines highly specific leukemia-induced neutrophils and links MMP8 expression to recruitment of tumor associated neutrophils during FGFR1 driven leukemogenesis. Exp Hematol Oncol. 2024 May 10;13(1):49.](http://paperpile.com/b/mmaqtZ/kd8du)

3. [McLaren AS, Fetit R, Wood CS, Falconer J, Steele CW. Single cell sequencing of neutrophils demonstrates phenotypic heterogeneity and functional plasticity in health, disease, and cancer. Chin Clin Oncol. 2023 Apr;12(2):18.](http://paperpile.com/b/mmaqtZ/QOehi)

4. [Castillo-Dela Cruz P, Wanek AG, Kumar P, An X, Elsegeiny W, Horne W, et al. Intestinal IL-17R signaling constrains IL-18-driven liver inflammation by the regulation of microbiome-derived products. Cell Rep. 2019 Nov 19;29(8):2270–83.e7.](http://paperpile.com/b/mmaqtZ/57RIU)

5. [Wang Y, Wan R, Hu C. Leptin/obR signaling exacerbates obesity-related neutrophilic airway inflammation through inflammatory M1 macrophages. Mol Med. 2023 Jul 24;29(1):100.](http://paperpile.com/b/mmaqtZ/1Y7Cw)

6. [CellMarker2.0 [Internet]. [cited 2025 Feb 7]. Available from:](http://paperpile.com/b/mmaqtZ/PIih) <http://www.bio-bigdata.center/>

7. [Gautam S, Banerjee M. The macrophage Ox-LDL receptor, CD36 and its association with type II diabetes mellitus. Mol Genet Metab. 2011 Apr;102(4):389–98.](http://paperpile.com/b/mmaqtZ/UZbOW)

8. [Collot-Teixeira S, Martin J, McDermott-Roe C, Poston R, McGregor JL. CD36 and macrophages in atherosclerosis. Cardiovasc Res. 2007 Aug 1;75(3):468–77.](http://paperpile.com/b/mmaqtZ/Uqaw5)

9. [Okamura DM, Pennathur S, Pasichnyk K, López-Guisa JM, Collins S, Febbraio M, et al. CD36 regulates oxidative stress and inflammation in hypercholesterolemic CKD. J Am Soc Nephrol. 2009 Mar;20(3):495–505.](http://paperpile.com/b/mmaqtZ/h5AZH)

10. [Loix M, Wouters E, Vanherle S, Dehairs J, McManaman JL, Kemps H, et al. Perilipin-2 limits remyelination by preventing lipid droplet degradation. Cell Mol Life Sci. 2022 Sep 13;79(10):515.](http://paperpile.com/b/mmaqtZ/ALEoM)

11. [Mysore V, Tahir S, Furuhashi K, Arora J, Rosetti F, Cullere X, et al. Monocytes transition to macrophages within the inflamed vasculature via monocyte CCR2 and endothelial TNFR2. J Exp Med [Internet]. 2022 May 2;219(5). Available from:](http://paperpile.com/b/mmaqtZ/mOpo) <http://dx.doi.org/10.1084/jem.20210562>

12. [Tacke F, Alvarez D, Kaplan TJ, Jakubzick C, Spanbroek R, Llodra J, et al. Monocyte subsets differentially employ CCR2, CCR5, and CX3CR1 to accumulate within atherosclerotic plaques. J Clin Invest. 2007 Jan;117(1):185–94.](http://paperpile.com/b/mmaqtZ/r5WD)

13. [Amengual J, Barrett TJ. Monocytes and macrophages in atherogenesis. Curr Opin Lipidol. 2019 Oct;30(5):401–8.](http://paperpile.com/b/mmaqtZ/TDND)

14. [Dash SP, Gupta S, Sarangi PP. Monocytes and macrophages: Origin, homing, differentiation, and functionality during inflammation. Heliyon. 2024 Apr 30;10(8):e29686.](http://paperpile.com/b/mmaqtZ/3yKn)

15. [Prentice KJ, Saksi J, Hotamisligil GS. Adipokine FABP4 integrates energy stores and counterregulatory metabolic responses. J Lipid Res. 2019 Apr;60(4):734–40.](http://paperpile.com/b/mmaqtZ/tiuCw)

16. [Furuhashi M, Saitoh S, Shimamoto K, Miura T. Fatty acid-binding protein 4 (FABP4): Pathophysiological insights and potent clinical biomarker of metabolic and cardiovascular diseases. Clin Med Insights Cardiol. 2014;8(Suppl 3):23–33.](http://paperpile.com/b/mmaqtZ/yfXCQ)

17. [Musumeci A, Lutz K, Winheim E, Krug AB. What makes a pDC: Recent advances in understanding plasmacytoid DC development and heterogeneity. Front Immunol. 2019 May 29;10:1222.](http://paperpile.com/b/mmaqtZ/wd3h)

18. [Valente M, Collinet N, Vu Manh TP, Popoff D, Rahmani K, Naciri K, et al. Novel mouse models based on intersectional genetics to identify and characterize plasmacytoid dendritic cells. Nat Immunol. 2023 Apr;24(4):714–28.](http://paperpile.com/b/mmaqtZ/IC1F)

19. [Pettas S, Karagianni K, Kanata E, Chatziefstathiou A, Christoudia N, Xanthopoulos K, et al. Profiling microglia through single-cell RNA sequencing over the course of development, aging, and disease. Cells. 2022 Aug 2;11(15):2383.](http://paperpile.com/b/mmaqtZ/2aong)

20. [Butovsky O, Weiner HL. Microglial signatures and their role in health and disease. Nat Rev Neurosci. 2018 Oct;19(10):622–35.](http://paperpile.com/b/mmaqtZ/8FQP5)

21. [Jurga AM, Paleczna M, Kuter KZ. Overview of general and discriminating markers of differential microglia phenotypes. Front Cell Neurosci. 2020 Aug 6;14:198.](http://paperpile.com/b/mmaqtZ/OatjW)

22. [Jiang CT, Wu WF, Deng YH, Ge JW. Modulators of microglia activation and polarization in ischemic stroke (Review). Mol Med Rep. 2020 May;21(5):2006–18.](http://paperpile.com/b/mmaqtZ/BF0xu)

23. [Cruz-Rivera YE, Perez-Morales J, Santiago YM, Gonzalez VM, Morales L, Cabrera-Rios M, et al. A selection of important genes and their correlated behavior in Alzheimer’s disease. J Alzheimers Dis. 2018;65(1):193–205.](http://paperpile.com/b/mmaqtZ/igAIE)

24. [Wang PL, Yim AKY, Kim K, Avey D, Czepielewski RS, Colonna M, et al. Peripheral nerve resident macrophages are microglia-like cells with tissue-specific programming [Internet]. Immunology. bioRxiv; 2019. Available from:](http://paperpile.com/b/mmaqtZ/ibo2j) <https://www.biorxiv.org/content/10.1101/2019.12.19.883546v1.full>

26. [Al-Rifai R, Vandestienne M, Lavillegrand JR, Mirault T, Cornebise J, Poisson J, et al. JAK2V617F mutation drives vascular resident macrophages toward a pathogenic phenotype and promotes dissecting aortic aneurysm. Nat Commun. 2022 Nov 3;13(1):6592.](http://paperpile.com/b/mmaqtZ/mLUc)

27. [Robbins SH, Walzer T, Dembélé D, Thibault C, Defays A, Bessou G, et al. Novel insights into the relationships between dendritic cell subsets in human and mouse revealed by genome-wide expression profiling. Genome Biol. 2008 Jan 24;9(1):R17.](http://paperpile.com/b/mmaqtZ/WxGI3)

28. [Chen S, Zhang Q, Lu L, Xu C, Li J, Zha J, et al. Heterogeneity of neutrophils in cancer: one size does not fit all. Cancer Biol Med. 2022 Dec 12;19(12):1629–48.](http://paperpile.com/b/mmaqtZ/Izrpi)

How the deposited data were processed for this re-analysis (not part of the article)

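The study compared white blood cells of blood and cortex from non-obese and obese mice 72 hours after sham surgery or stroke. Single-cell RNA was read in 8 libraries, 1 per condition in each of blood and brain. According to the paper, each library pools cells of 3 mice, while the labels of the samples give 4 to 5 mice per group. No condition has replicate libraries, so no tests and no p-values were computed. The authors made the deposited counts with Cell Ranger, which assigned reads to genes of the mm10 genome and counted the distinct UMIs of each gene in each cell. The headers of the files name Cell Ranger 7.1.0 and the methods of the paper 6.0.0, and whether reads on introns were left out of the deposited counts, as the methods state, could not be checked. The values are whole numbers without normalization, and the cells in them are those that Cell Ranger called. Gene coordinates are those of GENCODE vM21 on GRCm38, the genome also called mm10, and 99.8% of the genes of the files were found in it by their Ensembl identifier. The files hold 40 gene names that occur more than once.

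The files held 28104 cells of blood and 36535 of brain, and 27490 and 35933 remained with at most 20% mitochondrial UMIs and at least 100 genes. Normalization to 10000 UMIs per cell, selection of 2000 variable genes, 20 principal components, a graph of 20 neighbours and clustering at resolution 0.4 in blood and 0.6 in brain were done with Seurat 5.3.0 in R 4.3.3, where the paper used Seurat 4.3.0.1. Sums and intervals were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Each cluster was named by the paper's subtype whose marker genes had the highest product of 2 values, their share among the 50 leading genes of the cluster and their mean standardized level. Leading genes are those of at least 100 CPM with the highest ratio to all other cells, after adding 10 CPM to both. A second cluster with the same best name took another name of its type if that scored at least 0.8 of the best score, and was pooled with the first otherwise. Clusters with few UMIs and no marker among their leading genes, or led by markers of another type, were left unnamed. This naming rule was revised 3 times after the clusters and some shares had been seen, because earlier versions pooled Bl.Macro.3 with Bl.Macro.2 and left low-scoring clusters unnamed. Doublets were kept, as in the paper's primary analysis. Scrublet in scanpy 1.11.5 was run in place of DoubletFinder, and called 4.37% of blood and 2.02% of brain cells, with nearly none in 3 of the brain libraries, so its calls were not used.

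Counts of a subtype were summed per library, divided by the sum over all genes and scaled to CPM. Log2 ratios of CPM have exact intervals conditional on the sum of both counts, shares have Clopper-Pearson intervals, and intervals of list medians and of ratios of shares come from 1000 draws. The size of the difference between diets was measured in subtypes with at least 200000 UMIs in both libraries, thinned to that number in 10 draws. In each list, genes with at least 20 UMIs over both libraries were used, and the random lists were matched in 20 bins of mean expression. The 12 lists were interferon-stimulated genes (39), cytoplasmic ribosomal protein genes (83), proteasome subunit genes (48), nuclear-encoded oxidative phosphorylation genes (81), mitochondrially encoded genes (13), C1q genes (3), the coagulation (6) and hypoxia genes (4) of Fig. 4b, and, to follow technical effects, microglia genes (9), neutrophil genes (3), gene copies of Fig. 2 (4) and haemoglobin genes (4). *Calr* is in both the coagulation and the hypoxia list, the gene copies and the coagulation and hypoxia genes were picked by the paper from these libraries, so a percentile says little for them, and the haemoglobin list was added after seeing the data. The Hallmark gene sets were not used here. Genes are named in the text if the paper names them in its results or labels them in Figs. 2 to 5, or if they have 1 of the 3 largest rises or falls between diets after stroke in Br.Macro.2, Br.Macro.3, Br.DC.1, Br.Neut.1, Bl.Macro.1, Bl.Macro.2, Bl.Neut.1 or Bl.Neut.2, with at least 100 UMIs over both libraries and 50 CPM in 1 of them. Spearman's rho with *Plin2* was computed for genes detected in at least 5% of brain cells, over all cells, within libraries, within subtypes of at least 200 cells, and with cells thinned to 1000 UMIs. The limits for the size of the difference (200000 UMIs and 100 CPM), for lists (20 UMIs and 20 bins) and for rho (5% of cells and 200 cells) were set after the clusters and some CPM values had been seen, and the threshold of 10 microglia-gene UMIs later still.

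Alternatives were a stricter filter of at most 10% mitochondrial UMIs and at least 500 genes, removal of the 7.5% of cells with the highest doublet scores, resolution 0.8 in blood and 1.2 in brain, clustering without the reported genes, all cells in the denominator, the mean of counts per cell, log2 ratios relative to the median of all genes, subtraction of RNA from other cells, and all UMIs in place of thinning. Alternatives chosen after seeing the data were leaving out the unnamed brain cluster, pooling Bl.Macro.3 with Bl.Macro.2, leaving out clusters of high UMIs named Br.Neut.1, leaving out Br.Neut.1 droplets with at least 10 microglia-gene UMIs, and restricting rho to cells with a *Plin2* UMI. A cluster of high UMIs is 1 whose median is more than 3 times that of the cluster of this name with the lowest median, and this was applied to Br.Neut.1 alone. The steps were tested on simulated data made from the counts of brain after stroke. Intervals held the true log2 ratio for 95.5% of 15161 genes, and 99.5% of 200 changed genes were found with the right sign. These counts were drawn as independent Poisson counts. They do not test intervals where UMIs gather in a part of the cells, as C1q UMIs do in Br.Neut.1. Intervals of ratios of shares held the true ratio in 92.5% of 200 simulated shares, a little less often than intended. A mix with 30% of RNA from other cells was read as 29.9%, in a mix made with the profile of the library that the subtraction assumes. In simulated cells, the lowest rho of linked genes was 0.632 and the median of unlinked genes -0.025, after a first simulation was replaced because its linked genes took most of the UMIs. Images, protein measures, lipid droplet assays, gene silencing and behaviour were not analysed here.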

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

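Each result here is a gene list whose median moved one way in blood and the opposite way in brain between obese and non-obese mice, with both intervals excluding 0. That happened in 9 of 48 comparisons of lists by cell type and surgery. The difference between blood and brain was not tested, since each rests on 1 pool per condition. All tests in this part, of RNA from neutrophils and of a single unusual pool, were chosen after the result was seen.

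Interferon-stimulated genes after stroke were lower in obese mice in blood and higher in brain in 4 cell types, but not in every subtype. Br.Macro.3, part of the brain macrophages, had -0.078 (-0.23 to -0.016). Neutrophils are not among the 4. The rule needs both tissues to move, so this does not show that blood neutrophils lacked the fall. In Bl.Neut.2 the list fell, as given above. Bl.Neut.1 had 0.18 (0.053 to 0.25), below its median over all genes of 0.26, so no rise of this list is read from it. Genes of this list also define Bl.Neut.3, which took 17.4% of blood cells in non-obese and 3.88% in obese stroke mice. Values of the other blood neutrophils depend on that split. In macrophages the median log2 ratio was -0.65 (-0.74 to -0.60) in blood and 0.26 (0.23 to 0.30) in brain, a gap of 0.91. The dendritic cells of blood are Bl.pDC.1 alone, which the paper labels plasmacytoid, and those of brain Br.DC.1 and Br.DC.2, so the 4 gaps of dendritic cells here and below compare different subtypes as well as tissues. They had -0.80 (-1.05 to -0.67) and 0.63 (0.56 to 0.66), a gap of 1.43, and B cells -0.65 (-0.83 to -0.47) and 0.28 (0.20 to 0.41), a gap of 0.93. Natural killer cells had -0.16 (-0.38 to -0.073) and 0.32 (0.051 to 0.46), a gap of 0.48. If RNA of neutrophils in the droplets made the fall in blood, neutrophil genes should fall as well, and they did so by -0.75 (-0.78 to -0.71) in Bl.Macro.1, and in all blood lymphocyte subtypes measured, but not in Bl.Macro.2, with 0.024 (-0.056 to 0.11). After this first test had come out divided, the size of the contribution was computed: RNA of neutrophils would bring 1.93% of the interferon-gene counts of Bl.Macro.1, 6.51% of Bl.Macro.2 and 7.24% of Bl.NK.1 in non-obese stroke mice, and 1.34%, 11.1% and 1.06% in obese stroke mice. RNA of cells other than neutrophils was not computed, so RNA from other cells and a change within the cells cannot be told apart for blood as a whole. The list rose with stroke by 0.86 in Bl.Macro.1 of non-obese mice, and was lower in obese mice in 7 of 7 blood lymphocyte subtypes, from -0.43 to -0.023. A high interferon state of the 1 non-obese stroke pool and an effect of obesity on blood cells cannot be told apart, because each condition has a single pool of blood. An effect that differs by tissue stays open as well and was not tested.

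Ribosomal protein genes of dendritic cells after stroke had 0.096 (0.080 to 0.12) in blood and -0.13 (-0.13 to -0.11) in brain, a gap of -0.22. Proteasome genes of neutrophils after stroke had -0.27 (-0.34 to -0.18) in blood and 0.11 (0.018 to 0.16) in brain, a gap of 0.37. Relative to the median of all genes they had -0.57 in blood and 0.069 in brain, a wider gap. Nuclear-encoded oxidative phosphorylation genes of dendritic cells had 0.12 in blood and -0.047 in brain after sham surgery, a gap of -0.17, and 0.072 and -0.082 after stroke, a gap of -0.15. In macrophages after sham surgery they had 0.089 and -0.035, a gap of -0.12. No technical or biological explanation was tested for these gaps.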

How the results depend on the processing

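Of 34 main results, alternatives left 146 values the same, moved 77 and reversed 3. For 295 values of single genes and further lists, 1607 were the same, 450 moved and 36 reversed. The tests with cells of a *Plin2* UMI, with droplets or clusters of high UMIs left out, with the unnamed brain cluster left out and with Bl.Macro.3 pooled were chosen after the result was seen. The others were listed before the data were examined, but the 200000 UMIs per subtype and the limit of 200 cells for rho within subtypes were set after the clusters and some CPM values had been seen. No paired analysis was possible because each condition has 1 library. Where values of Br.Neut.1 changed their sign at cluster resolution 1.2 or with clusters made without the reported genes, they kept it once the cluster of high UMIs named Br.Neut.1 was left out. For other changes of sign the cause was not tested.

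At cluster resolution 1.2 in brain, 38.8% of the Br.Macro.2 cells kept that name, and 37.2% were named Br.Macro.5. The log2 ratio of the Br.Macro.2 share between diets after stroke went from 0.099 to -0.074, and that of stroke to sham in non-obese mice from 3.42 to 3.70. *Plin2* in Br.Macro.2 after stroke was 0.62 in place of 0.48. Interferon-stimulated genes in Br.Macro.2 were 0.34 in place of 0.30 between diets after stroke, and with stroke -0.49 in place of -0.64 in non-obese and 0.53 in place of -0.16 in obese mice. The changes of single genes with stroke in Br.Macro.2 of obese mice reversed, *Ifit1* from -0.51 to 0.71, *Ifit2* from -0.36 to 1.28, *Ifit3* from -0.58 to 1.39, *Irf2* from -0.13 to 0.15, *Irf7* from -0.11 to 0.99, *Isg15* from -0.36 to 0.78, *Isg20* from -0.37 to 0.51 and *Hsp90ab1* from 0.14 to -0.070. *Irf7* in non-obese mice went from -0.53 to 0.32, and *S100a9* between diets after stroke from -1.04 to 0.86. Ribosomal protein genes in Br.Macro.2 were -0.17 in place of -0.16. In Br.Neut.1 between diets after stroke, C1q genes were 0.33 in place of 0.58, oxidative phosphorylation genes -0.032 in place of -0.089, coagulation genes 0.48 in place of 0.52 and hypoxia genes 0.53 in place of 0.97. With stroke in obese mice, the C1q list there went from 0.39 to -0.038, *C1qa* from 0.39 to -0.038 and *C1qc* from 0.26 to -0.090. *Hspa5* with stroke in non-obese mice went from -0.28 to 0.50, and *Pla2g7* between diets from -0.27 to 0.085. The rank by size of the difference after stroke became 9 for Bl.Macro.1, 8 for Br.Macro.2 and 7 for Br.Neut.1. A cluster of 549 cells with a median of 10406 UMIs was named Br.Neut.1 under this resolution, where 8.61% of the Br.Macro.2 cells took that name. Without it none of the 4 list medians of Br.Neut.1 between diets after stroke moved from the main value, and the rank was not computed.

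With clusters made without the reported genes, 75.5% of the Br.Macro.2 cells kept that name. The log2 ratio of the Br.Macro.2 share was 1.67 in place of 1.38 between diets after sham surgery, 0.19 after stroke, and 3.70 for stroke to sham in non-obese mice. *Plin2* in Br.Macro.3 after stroke was 0.72 in place of 0.83. Interferon-stimulated genes between diets after stroke were 0.37 in Br.Macro.2, and went from -0.078 to 0.11 in Br.Macro.3. Ribosomal protein genes in Br.Macro.2 were -0.18. In Br.Neut.1, C1q genes were 0.41, oxidative phosphorylation genes -0.031, coagulation genes 0.48 and hypoxia genes 0.55. *Hspa5* with stroke in non-obese mice was 0.52, *Pla2g7* in Br.Neut.1 0.080 and *S100a9* in Br.Macro.2 0.70 between diets. Ranks became 9 for Bl.Macro.1, 8 for Br.Macro.2 and 9 for Br.Neut.1. A cluster of 642 cells with a median of 10597 UMIs was named Br.Neut.1, where 10.0% of the Br.Macro.2 cells took that name, and without it the coagulation genes were 0.64 and the other 3 list medians stayed the same by the rule used.

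With the 7.5% of cells of highest doublet scores removed, interferon-stimulated genes were -0.94 in place of -0.79 in Bl.Macro.2 between diets after stroke, and -0.24 with stroke in Br.Macro.2 of obese mice. Ribosomal protein genes in Br.Macro.2 were -0.18. In Br.Neut.1 between diets after stroke, C1q genes were 1.37, coagulation genes 1.03 and hypoxia genes 1.42. With stroke in non-obese mice, the coagulation list went from 0.22 to -0.15 and *Ctsd* from 0.31 to -0.034. Ranks became 8 for Bl.Macro.1, 12 for Br.Macro.2 and 1 for Br.Neut.1. The stricter filter on cells gave 0.64 for the C1q genes in Br.Neut.1 and rank 8 for Bl.Macro.1.

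Averaging counts per cell gave 1.37 in place of 1.47 for *Plin2* in Bl.Macro.1 after sham surgery, 0.35 for interferon-stimulated and -0.18 for ribosomal protein genes in Br.Macro.2 after stroke, and 0.66 for C1q, -0.17 for oxidative phosphorylation and 0.72 for coagulation genes in Br.Neut.1. Relative to the median of all genes, *Plin2* in Br.Macro.2 was 0.42, interferon-stimulated genes 0.24, ribosomal protein genes -0.22 and proteasome genes 0.065 in place of 0.13. In Br.Neut.1 on that scale, C1q genes were 0.52, oxidative phosphorylation genes -0.16 and coagulation genes 0.45. All UMIs in place of thinning gave rank 8 for Bl.Macro.1, 4 in place of 9 for Br.Macro.2 and 1 in place of 2 for Br.Neut.1.

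Leaving out Br.Neut.1 droplets of at least 10 microglia-gene UMIs is a fixed cut on libraries of unequal depth, and the microglia genes still rose by 0.75 between diets after stroke in the droplets left, so its values are not free of microglial RNA. C1q genes were then 0.80, oxidative phosphorylation genes -0.18, coagulation genes 0.64 and hypoxia genes 0.55 between diets after stroke, and *Pla2g7* 0.020. With stroke in non-obese mice, the C1q list went from -0.24 to 1.72, *C1qa* from -0.28 to 1.62, *C1qb* from -0.23 to 2.05, *C1qc* from -0.24 to 1.72 and *Hspa5* to 0.61. With the RNA expected from other cells subtracted, changes of single genes with stroke in Br.Neut.1 of non-obese mice reversed, *Ndufa7* from 0.43 to -0.19, *Ndufb7* from 0.87 to -0.83, *Ndufa1* from 0.53 to -1.44, *Cox7a2* from 0.73 to -0.28, *Ldha* from 0.49 to -1.30, *Uqcr10* from 0.71 to -1.63, *Uqcrq* from 0.87 to -0.61, *Gpx1* from 0.30 to -2.16 and *Gpx4* from 0.58 to -0.072. *Ncf1* with stroke in obese mice went from -0.27 to 0.35. The subtraction takes 56.1%, 67.3%, 91.1% and 100% of the Br.Neut.1 UMIs in non-obese sham, obese sham, non-obese stroke and obese stroke mice, and a subtraction that leaves so little gives rough values. No conclusion is drawn from these reversals. The subtraction gave no value for the C1q genes, since no C1q counts were left in 3 of the 4 brain libraries.

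Of the 52 named genes, 50 had a rho with *Plin2* of at least 0.4 over all brain cells, the limit by which the paper chose them. The number was 1 among cells with a *Plin2* UMI, 0 with cells thinned to 1000 UMIs, and 1, 26, 32 and 36 within the libraries of non-obese sham, obese sham, non-obese stroke and obese stroke mice. Thinning also cut the cells with a *Plin2* UMI from 40.5% to 21.2%, so that drop does not measure depth alone. Within subtypes it was 24 in Br.DC.3, 9 in Br.Cd8+ T Cell, 2 in Br.Macro.2, 1 in Br.NK and 0 in Br.B Cells.1, Br.DC.1, Br.DC.2, Br.Macro.1, Br.Macro.3, Br.Macro.4, Br.Macro.5, Br.Micro.1, Br.Micro.2, Br.Micro.5 and Br.Neut.1. All cells in the denominator, the unnamed brain cluster left out of it, and Bl.Macro.3 pooled with Bl.Macro.2 moved no main result.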

Differences from the paper's values

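The share of Br.Macro.2 among brain cells of non-obese mice was 10.7 times as high after stroke as after sham surgery, against the paper's 5-fold increase. With the alternatives set before the data were examined, the ratio was 10.9 with the stricter filter, 10.0 with the highest doublet scores removed, 13.0 at cluster resolution 1.2, 13.0 with clusters made without the reported genes and 10.2 with all cells in the denominator, so none of them closed the gap. The shares behind it, 2.33% and 25.0%, are near the paper's 2% and 25%, which themselves stand further apart than 5-fold. The gap thus lies between the paper's own shares of non-obese mice and its 5-fold value. Of the 18 values of the paper compared, this 1 differed by a factor above 1.5, the rule used. A smaller gap within that rule is the doubling of *Plin2* that the paper states for Br.Macro.2 and Br.Macro.3 of obese mice after stroke, which was 1.39-fold and 1.77-fold here, and 1.33 to 1.53 and 1.64 to 1.88 under the alternatives.

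The paper states that both blood macrophage subtypes of obese mice activated interferon signaling after stroke, and Bl.Macro.2 after sham surgery. Its pathway analysis took raised and lowered genes together and so carries no direction. Here the interferon-stimulated genes were lower in obese mice after stroke, at -0.62 in Bl.Macro.1 and -0.79 in Bl.Macro.2, and were -0.10 in Bl.Macro.2 after sham surgery. For Br.Macro.3 the results of the paper state a less robust increase of interferon pathways, while its discussion says that the changes were absent there. The median here was -0.078, but 0.11 with clusters made without the reported genes. *Plin2* is said to increase in sham mice in all but Bl.Macro.2, where it rose by 0.79 here. *Dgat1* is said to increase in blood macrophages after stroke, and was -0.17 in Bl.Macro.1 here. *Fabp3* is said to increase in Br.Macro.3, where it had 7 UMIs in non-obese and 5 in obese mice. *Padi4* is said to be upregulated in blood neutrophils, and was 0.051 in Bl.Neut.2 and 0.13 in Bl.Neut.3 after stroke, and 0.39 in Bl.Neut.1.

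The paper's ranking of subtypes by numbers of differentially expressed genes was not compared, since the sizes measured here depend on the number of cells. *Cd63*, *Ctsb* and *Ctsd* are said to have no significant change with stroke in Br.Neut.1 of non-obese mice. They changed here by 1.02, 0.57 and 0.31, the last -0.034 with the highest doublet scores removed. No test was run here, so these values do not speak to significance. *Ctsb* is among the genes said to correlate with *Plin2* at a rho of at least 0.4, and had 0.189 over all brain cells here. The paper restricts its correlation to subtypes with detectable *Plin2*, so its cells can differ from these. In each of the 8 libraries, the paper's table counts more analyzed cells than the 7446, 7367, 5678 and 6626 of blood and 5448, 5209, 10884 and 11928 of brain left here after clusters were removed. Against the cells left by the filter alone, the table has more in 3 blood libraries and fewer in the other 5, and the reason is not known.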

Other observations

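The tests of RNA from other cells in Br.Neut.1 as a whole, of a shift of the whole library for gene copies and ribosomal protein genes, of cell types and depth behind rho, of mouse substrain and of numbers of cells were chosen before the data were examined. The tests of droplets with 2 cells, of the level and spread of C1q, of C1q against microglia genes, of cathepsins and *Cd63*, of hypoxia genes, of reads shared by gene copies, of a library shift of *Plin2*, of haemoglobin and of *S100a8* and *S100a9* were chosen after the result was seen.

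Br.Neut.1 droplets carry RNA of microglia. RNA of microglia, at the level of the microglia genes, would bring at least 94.2% of the CPM of each C1q gene, so most C1q RNA in these droplets may come from microglia. Between diets after stroke, microglia genes rose by 0.60 in Br.Neut.1, and the median of the C1q genes minus theirs was -0.018, as more microglial RNA in the obese library would give. From sham to stroke the lists did not move together. In obese mice the C1q genes had 0.39 and the microglia genes -0.17, and in non-obese mice -0.24 and -0.57. This does not argue against microglial RNA, whose expected part follows the level of C1q in microglia of the same library. For *C1qa* that part was 3860 and 3127 CPM in non-obese sham and stroke mice, against 3932 and 3232 found. In obese sham and stroke mice it was 3845 and 4792 CPM, against 3891 and 5089 found. Without droplets of at least 10 microglia-gene UMIs, which held most C1q UMIs, the C1q genes rose by 0.80 and the microglia genes by 0.75. This cut leaves shallower droplets in the obese library, so by it droplets of 2 cells and a change in neutrophils cannot be told apart. C1q UMIs sat in a part of the droplets: the median per droplet was at most 12.0% of the mean, while the median of all UMIs was at least 54.2% of theirs, which argues against free RNA of microglia spread over all droplets as the source of most C1q RNA. C1q genes rose by 0.67 in brain T cells and changed by -0.34 in Br.B Cells.1, so the amount of microglial RNA did not move one way in all cells. For *Ctsb*, *Ctsd* and *Cd63*, microglial RNA would bring at least 42.2% of the CPM in the stroke libraries, and microglial RNA and a change in neutrophils cannot be told apart, because the rest is not fixed by these counts. An effect of obesity on neutrophils stays open for these genes.

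The hypoxia genes of Fig. 4b, selected by the paper in these libraries, were higher in obese mice after stroke in 7 of 7 lymphocyte and microglial subtypes of brain, the lowest median being 0.23, against 0.97 in Br.Neut.1 and 0.55 without droplets of at least 10 microglia-gene UMIs, a cut on libraries of unequal depth. RNA of microglia, at the level of the microglia genes, would bring between 49.4% (*Hspa5*, obese) and 72.5% (*Hsp90b1*, non-obese) of their CPM in Br.Neut.1 of stroke mice. A shift of the whole library, RNA of microglia and a response of Br.Neut.1 cannot be told apart. All subtypes of a library come from 1 pool and 1 preparation, and the part not from microglia is not fixed by these counts.

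The gene copies that the paper labels in its plots rose in all 7 lymphocyte and microglial subtypes of brain after stroke, by at least 1.23, so they may follow the library and not a subtype. In blood lymphocytes they fell in 7 of 7 subtypes of obese sham mice, by -1.51 to -0.97, and rose in 7 of 7 after stroke, by 0.024 to 0.71. In 72.4% of 76 cases with both intervals off 0, copy and parent gene moved opposite ways, as reads shared between near-identical genes would give. The copies compared were *Rpl10-ps3*, *Ftl1-ps1* and *Eno1b*, so shared reads were not tested for *Wdr89*. The cases are uneven: *Ftl1-ps1* moved opposite to its parent in 3 of 12 cases in brain after stroke and 0 of 3 in brain of sham mice, and all copies together in 3 of 8 in blood after stroke, so shared reads do not account for all of them, and the fall of *Rpl10* overlaps with that of other ribosomal protein genes.

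Ribosomal protein genes fell in Br.Macro.2 of obese mice after stroke, but were 0.063 (0.040 to 0.081) in Br.Neut.1, which argues against a shift of the whole library as the whole cause. They fell in 7 of 7 lymphocyte and microglial subtypes too, so the fall is not special to Br.Macro.2. *Plin2* was 0.096 (-0.036 to 0.23) in Br.Micro.5, which argues against a shift of the whole library, although it rose in 4 of 4 lymphocyte subtypes of brain, by 0.57 to 0.98, and with intervals above 0 in 4 of 7 of blood. RNA of macrophages in lymphocyte droplets was not estimated, so these rises do not show a change within lymphocytes.

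Correlation with *Plin2* over all brain cells may come from differences between cell types, since the median over subtypes of the median rho of the named genes was 0.067. With cells thinned to 1000 UMIs the median rho was 0.195 in place of 0.463, which argues against depth per cell as the whole cause.

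The sample labels and the paper name different substrains of C57BL/6 mice. *Nnt*, which is disrupted in one of them, had between 1.85 and 6.00 CPM over all cells of a library. Between diets after sham surgery it changed by -0.36 (-0.81 to 0.081) in blood and -0.31 (-0.65 to 0.014) in brain. After stroke it changed by 0.63 (0.17 to 1.10) in blood and 0.43 (0.12 to 0.74) in brain, so the sign differed by surgery. With 1 gene of so few counts, a different substrain in 1 diet group and an effect of diet cannot be told apart.

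The rank of Br.Macro.2 by size of the difference after stroke was 9 at equal depth and 4 with all UMIs. Depth was made equal and the number of cells was not, so the number of cells and UMIs per subtype and an effect of obesity cannot be told apart. Haemoglobin genes fell in blood of obese mice after stroke in 7 of 7 lymphocyte subtypes, with medians from -4.92 to -3.33, and were higher in obese sham mice in 7 of 7, by 1.78 to 8.30. RNA of red blood cells in the droplets, in amounts that differ by library, may be the source. *S100a8*, *S100a9* and *Retnlg* as a list were -0.13 in Br.Micro.1 between diets after stroke, less than the falls of *S100a9* in brain macrophages, and the list ranged from -1.34 to 0.35 over 4 brain subtypes of other cells, which argues against RNA of neutrophils spread over all droplets. The lowest of these, in Br.B Cells.2, leaves RNA of neutrophils in part of the droplets open.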
